# Modeling of mRNA deadenylation rates reveal a complex relationship between mRNA deadenylation and decay

**DOI:** 10.1038/s44318-024-00258-3

**Published:** 2024-10-11

**Authors:** Agnieszka Czarnocka-Cieciura, Jarosław Poznański, Matti Turtola, Rafał Tomecki, Paweł S Krawczyk, Seweryn Mroczek, Wiktoria Orzeł, Upasana Saha, Torben Heick Jensen, Andrzej Dziembowski, Agnieszka Tudek

**Keywords:** mRNA Deadenylation and Degradation, ONT Nanopore Direct RNA Sequencing (DRS), Ccr4-NOT and Pan2/3 Deadenylases, Pab1, Dcp2 Decapping and Xrn1 Degradation, RNA Biology, Translation & Protein Quality

## Abstract

Complete cytoplasmic polyadenosine tail (polyA-tail) deadenylation is thought to be essential for initiating mRNA decapping and subsequent degradation. To investigate this prevalent model, we conducted direct RNA sequencing of *S. cerevisiae* mRNAs derived from chase experiments under steady-state and stress condition. Subsequently, we developed a numerical model based on a modified gamma distribution function, which estimated the transcriptomic deadenylation rate at 10 A/min. A simplified independent method, based on the delineation of quantile polyA-tail values, showed a correlation between the decay and deadenylation rates of individual mRNAs, which appeared consistent within functional transcript groups and associated with codon optimality. Notably, these rates varied during the stress response. Detailed analysis of ribosomal protein-coding mRNAs (RPG mRNAs), constituting 40% of the transcriptome, singled out this transcript group. While deadenylation and decay of RPG mRNAs accelerated under heat stress, their degradation could proceed even when deadenylation was blocked, depending entirely on ongoing nuclear export. Our findings support the general primary function of deadenylation in dictating the onset of decapping, while also demonstrating complex relations between these processes.

## Synopsis

mRNA decapping and subsequent degradation is believed to depend on polyA-tail deadenylation rates. New methods for modeling deadenylation rates find them to correlate with decapping for most yeast mRNAs. However, ribosomal protein transcripts can decay independently of deadenylation.

- The yeast in vivo deadenylation reaction can be described by a modified gamma model, which calculates the transcriptomic enzymatic deadenylation rate of 10 A/min.
- The deadenylation rates per transcript can be inferred from changes in polyA-tail distribution quantile values.
- Deadenylation and decay rates in *S. cerevisiae* correlate positively at steady-state and change under stress conditions, suggesting a functional link.
- mRNAs encoding for ribosomal proteins can decay independently of deadenylation.

## Abstract (web summary)

New methods for modeling deadenylation rates find them to correlate with decapping for most yeast mRNAs, except for ribosomal protein transcripts that can decay independently of deadenylation.

## Introduction

The 3’ end polyadenosine tail (pA-tail) is an essential modification for the mRNA biogenesis in the nucleus and its cytoplasmic lifetime. In budding yeast, Pap1 polyA-polymerase synthesizes de novo 60 adenosine-long pA-tails, in a process governed by the Cleavage and Polyadenylation Factor (CPF) and the nuclear polyA-binding protein Nab2 (Turtola et al, 2021; Aibara et al, 2017; Rodríguez-Molina and Turtola 2022). A pA-tail of at least 40 adenosines is required to safeguard the mRNA from nuclear decay and facilitate its export to the cytoplasm (Dower et al, 2004). The protective function of the pA-tail is mediated by Nab2 (Schmid et al, 2015). The conserved Mex67-Mtr2 hetero-dimer mediates mRNA export to the cytoplasm (De Magistris, 2021). The inhibition of export by depleting Mex67 (Haruki et al, 2008) leads to a rapid decay of newly formed mRNAs, as Nab2 becomes sequestered on non-exported mRNAs that accumulate in the nucleus (Tudek et al, 2018).

Two main complexes, Pan2/3 and Ccr4-NOT, mediate cytoplasmic pA-tail deadenylation. The mechanism of deadenylation has long been a scientific question. In mammals, a two-phase deadenylation model posits that Pan2/3 initiates pA-tail shortening, with Ccr4-NOT completing the process (Chen and Shyu, 2010; Yi et al, 2018). However, in budding yeast, each complex has distinct preferred substrates, showcasing redundancy; yeast Pan2/3 predominantly targets mRNAs of high abundance, whereas Ccr4-NOT is recruited more efficiently to low-abundant mRNAs (Tudek et al, 2021).

Essential to mRNA metabolism, pA-tails in the cytoplasm are coated by the Pab1 polyA-binding protein (Brambilla et al, 2019). In vitro experiments have demonstrated that Pab1 significantly contributes to regulating pA-tail length by stimulating Ccr4-NOT-mediated deadenylation of a 60 A substrate and temporarily inhibiting deadenylation on a 30A RNA (Webster et al, 2018). Other in vitro assays revealed that Pan2/3 more efficiently deadenylates longer pA-tails than the shorter (20–25) ones. Importantly, Pab1 can stimulate Pan2/3 activity without being required for deadenylation (Wolf et al, 2014). Despite multiple efforts, the precise in vivo role of Pab1 in mRNA pA-tail metabolism has not been fully established, although it has been implicated in deadenylation based on reporter mRNA assays (Caponigro and Parker, 1995). The coexistence of Pan2/3 and Ccr4-NOT, potentially influenced by Pab1, complicates generalizations based solely on in vitro studies, substantiating the need for a comprehensive in vivo approach. In addition to Pab1, translation was proposed as a major regulator of the deadenylation rate. The translation initiation factor complex is thought to bind to Pab1, forming a loop that may influence translation initiation and mRNA degradation regulation (Tarun et al, 1997; Otero et al, 1999; Archer et al, 2015). Moreover, codon optimality, which is dictated by the relative concentration of specific tRNAs, was shown to additionally regulate the deadenylation and decay rates of reporter transcripts (Presnyak et al, 2015).

Current models of mRNA decay, often derived from reporter systems, suggest that significant pA-tail shortening triggers decapping by Dcp1/2, followed by Xrn1 5’-3’ exonuclease-mediated decay (De Magistris, 2021; Chen and Shyu (2010); Yi et al, 2018; Decker and Parker, 1993). Here, our objective was to validate these models using transcriptome-wide in vivo data. To achieve this, we experimentally modeled deadenylation and decay rates under steady-state and stress conditions using data derived from Nanopore Direct RNA Sequencing (DRS). Our approach focused on describing the evolution of pA-tail length distribution across the entire coding transcriptome or specific transcript groups. To this end, we established two analysis methods. The first utilized a modified gamma distribution model combined with Mean Field Theory (Gupta and Groll, 1961; Réka and Barabási; 2002) and determined that the transcriptomic enzymatic deadenylation rate is constant and equal to 10 A/min. The second, a simplified method, calculated deadenylation rates based on the evolution of quantile pA-tail length values. We found that the apparent adenosine half-life of individual transcripts varied from seconds to tens of seconds and strongly correlated with mRNA decay rates, indicating a functional link. Within this correlation, long-lived, mostly abundant mRNAs are deadenylated slowly, whereas short-lived transcripts experienced rapid tail shortening. Our study showed that mRNA decay and deadenylation rates are consistent across large functional groups of transcripts, such as those derived from ribosomal protein genes (RPGs), and are correlated with codon optimality, as previously established (Presnyak et al, 2015). Further analysis of RPG mRNA group metabolism under heat stress conditions showed that although both deadenylation and decay rates increased, deadenylation is not a prerequisite for mRNA decapping and decay but is instead a major stimulating factor. RPG mRNA decay proceeds through complete deadenylation inhibition in a double *ccr4Δ pan2Δ* mutant and is strongly dependent on ongoing mRNA export. Therefore, we conclude that while deadenylation primarily dictates decapping onset, other factors can dominate in significant functional mRNA groups, such as RPGs, which constitute 40% of the coding transcriptome.

## Results

### mRNA nuclear export block reveals cytoplasmic deadenylation and decay

Previous studies have estimated bulk yeast mRNA half-lives of 12 min or even lower (Miller et al, 2011; Sun et al, 2012; Neymotin et al, 2014; Presnyak et al, 2015; Chan et al, 2018). The efficient uncoupling of mRNA synthesis and degradation within the shortest possible time frame was critical for simultaneously modeling transcriptome-wide deadenylation and decay. Drawing from our previous work (Tudek et al, 2018, Schmid et al, 2018), we employed the Anchor-Away system (Haruki et al, 2008), to deplete the main cellular export factor, Mex67, thus rapidly inducing massive nuclear degradation of newly synthesized mRNAs. Concurrently, already-exported mRNAs continued their metabolism in the cytoplasm, allowing the specific monitoring of deadenylation and degradation kinetics of this subset of transcripts (Fig. 1A). 

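Anchor-Away strains carry a tagged protein that leaves the nucleus when rapamycin is added, and in Mex67-AA cells the tagged protein is the export receptor Mex67. Cells were kept at 25 °C and collected before and after rapamycin. The labels list 18 samples of this chase in replicates A, B and C, and 17 of them have a column of their own in the deposited tables. Replicate A was sampled at 0, 8, 12, 14, 16 and 30 min, replicate B at 0, 4, 10, 12, 14 and 20 min, and replicate C at 0, 4, 8, 16 and 30 min; the 60 min sample of replicate C is not analysed here. The tables give for each transcript the number of direct RNA reads, without normalization, and the mean, median and quantiles of their pA-tail lengths. The authors made these values from Nanopore reads aligned with minimap2 to a custom yeast transcriptome, and kept only reads whose tail estimate from Nanopolish passed quality control. Transcript coordinates are those of the deposited tables, counted from 1, and the paper's text does not name the genome build. Reads on ENO2, which the paper attributes in some datasets to a synthetic spike-in of unrelated libraries, made up between 0% and 27.9% of a library and were left out. Without them, a library held between 188519 and 2184459 reads, with a median of 1036348, and the median was 981534 in replicate A, 1311344 in replicate B and 467924 in replicate C. No pair among the 45 libraries with a column of their own, 990 pairs in all, held identical counts. For decay, each count was divided by the library total, a missing count was set to 0.01 reads, and a constant was computed from every pair of time points within a replicate. Pairs in which the mRNA increased were removed, and the mean over the pairs of all replicates was converted to a half-life. The control was placed at 2.67 min, the time that the authors' own model gives for the onset of the export block. For deadenylation, the same was done with the pA-tail lengths at the 75th, 80th, 85th, 90th and 95th percentile of each mRNA with at least 10 reads, up to 16 min, and the constants of the 5 quantiles were averaged. Among the choices that could change these numbers are the removal of increases, the value given to a missing count, the minimum number of control counts, the way the constants are averaged and the time given to the control.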

We generated three biological replicates, each containing one control sample and five test time points to increase modeling power (Fig. 1B). To measure both mRNA abundance and pA-tail lengths, we utilized the Direct RNA Sequencing (DRS) method (Brouze et al, 2023; Tudek et al, 2021).

**Figure 1:**
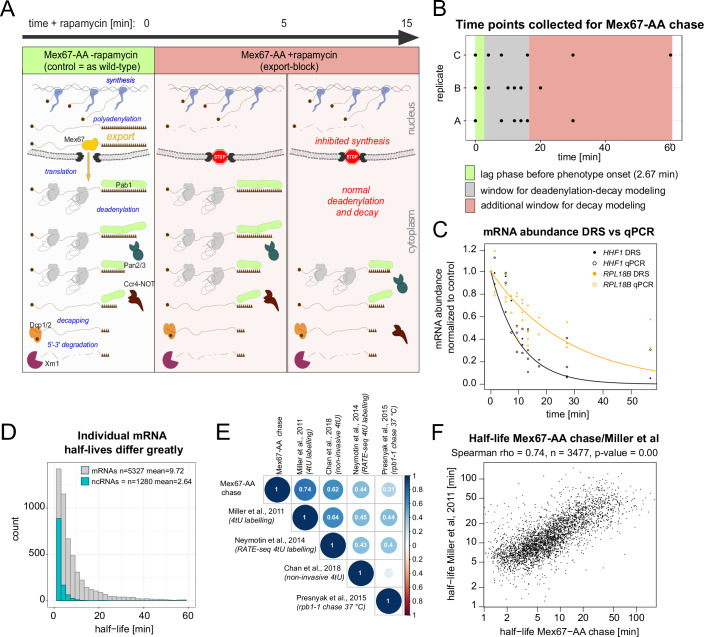
mRNA nuclear export reveals cytoplasmic deadenylation and decay dynamics. (**A**) Schematic showing the theoretical experimental set-up. (**B**) Overview of collected time points and their relevance for decay or deadenylation modeling. (**C**) Time-dependent abundance change of *HHF1* or *RPL18B* mRNAs following Mex67 depletion in DRS datasets (dot) or by reverse transcription coupled with qPCR (ring). A fitted line represents the decay factor calculated from DRS data. (**D**) mRNA and ncRNA half-life distribution calculated from the Mex67-depletion time course. (**E**) Comparison of mRNA half-life estimations from various studies visualized as a matrix of Spearman rho coefficients (Miller et al, 2011; Neymotin et al, 2014; Presnyak et al, 2015; Chan et al, 2018). (**F**) Correlation between half-life values in Mex67-depleted sample and half-life values from Miller et al, 2011. Source data are available online for this figure.

Transcript degradation was evidenced by reductions in mRNA abundance, as shown for bulk mRNA distributions (Fig. EV1A) and single gene examples (Figs. 1C and EV1B). mRNA half-lives were calculated using a standard continuous exponential function (Dataset EV1; Miller et al, 2011; Sun et al, 2012; Neymotin et al, 2014; Chan et al, 2018). 

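HHF1 encodes histone H4 and is listed on chromosome II from 255261 to 255740, on the minus strand. In replicate A it had 972 reads per 1000000 before rapamycin, from 2123 reads, and 71.0 per 1000000 at 30 min, from 84 reads. In replicate B it fell from 788 reads per 1000000 at 0 min to 173 at 20 min, and in replicate C from 1216 at 0 min to 73.1 at 30 min. Its half-life was 6.59 ± 0.836 min (SD, n = 3 replicates). RPL18B, a ribosomal protein gene listed on chromosome XIV from 63399 to 64614 on the minus strand, fell less. Its level went from 299 to 168 reads per 1000000 over 30 min in replicate A, from 272 to 162 over 20 min in replicate B and from 308 to 111 over 30 min in replicate C. The half-life of RPL18B was 18.7 ± 5.20 min (SD, n = 3), and it was longer than that of HHF1 in every replicate. Both genes have a close paralog, and reads could be split between the copies in the authors' alignment.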

The median transcript half-life was 9.7 min for mRNAs and 2.6 min for ncRNAs (Fig. 1D). These calculated half-lives strongly correlated with those from two previous studies that utilized metabolic labeling (Miller et al, 2011; Chan et al, 2018; Spearman rho 0.74 and 0.62, respectively; Figs. 1E,F and EV1C,D), despite each dataset yielding a different median half-life, likely due to a systemic bias as suggested by Chan et al, 2018. 

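Over 5637 mRNAs, the median half-life was 4.93 min when the constants of all replicates were averaged. Computed within each replicate, the median was 4.73 min in replicate A, 6.57 min in replicate B and 6.21 min in replicate C (SD 0.971, n = 3). For 1855 transcripts of the other biotypes, mainly XUTs, CUTs and SUTs, the median was 2.14 min from the averaged constants, and 2.55, 2.50 and 2.55 min within replicates A, B and C (SD 0.0300, n = 3). The mRNA median lay above that of the other biotypes in each replicate. It moved most when the pairs with an increase were kept, to 12.0 min, and the median of the other biotypes then lay above it, at 51.4 min. Many transcripts of the other biotypes have few reads, and where a transcript disappears between libraries, its constant rests on the 0.01 reads that replace the missing count.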

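The published half-lives were read from the source data of the paper, of which the first 1999 of the 7292 rows were used here. Across 1159 mRNAs, the half-lives of the chase correlated with those of Miller et al with a Spearman rho of 0.746, and the replicates on their own gave 0.725, 0.732 and 0.632. The rho was 0.398 across 1281 mRNAs with the values of Neymotin et al. With those of Presnyak et al, it was 0.314 for total RNA and 0.0425 for RNA selected by its pA-tail, both across 1019 mRNAs. The SD over the replicates was 0.0559, 0.0550 and 0.0154 for the first 3 of these values (n = 3 each). These 4 correlations are across mRNAs, which are not independent replicates. In the same rows, the published median half-life was 11.4 min in Miller et al and 10.6 min in Neymotin et al. It was shorter in Presnyak et al, at 7.5 min for total RNA and 3.7 min for RNA selected by its pA-tail. The values of Chan et al were not used here. From the correlation with metabolic labeling, the paper concludes that Mex67 depletion is a suitable setting to follow cytoplasmic mRNA decay.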

We concluded that Mex67 depletion provides a suitable experimental setting for studying cytoplasmic mRNA decay.

**Figure EV1:**
Following nuclear decay of pre-mRNAs in export-block conditions the cytoplasmic deadenylation and decay of mRNAs is revealed. (**A**) Time-dependent change in mRNA abundance relative to control samples in Mex67-depleted cells shown in the form of a series of boxplots. The boxplot central line is the median. The box edges are the 25th and 75th percentiles. Whiskers extend to 1.5 times the IQR (Inter Quartile Range). All three replicates were combined into time point ranges. For each time-slot the number of transcripts assessed in each replicate is given (3875, 3989 and 3032). Sum of 10896 mRNAs is assessed in each time-slot. Note that those are largely overlapping). (**B**) Time-dependent abundance of selected mRNAs in DRS datasets from Mex67-depleted cells. Fitted lines demonstrate the decay factor calculated for each mRNA based on DRS data. (**C**) Scatterplot comparing half-life times in Mex67-depleted DRS datasets to those reported by Chan et al (2018). (**D**) Scatterplot comparing half-life times reported by Miller et al (2011) to those by Chan et al (2018). (**E**) Global distributions of pA-tail lengths of total mRNA in three replicates of Mex67-AA chase experiments used to model deadenylation. The number of transcripts (pA-tail estimates) in each density plot is given on the panel. (**F**) Scatterplot comparing single mRNA log2 abundance to half-life. Abundant mRNAs and RPG mRNAs are highlighted with gold and blue dots. (**G**) Scatterplot comparing mean pA-tail length to mRNA half-life. (**H**) Global distribution of pA-tail lengths of highly abundant mRNAs isolated from control samples and at various times of Mex67 depletion, presented as a density plot (left panel) and violin plot (right panel). Replicates were merged. The number of transcripts (pA-tail estimates) in each density plot is given on the panel. (**I**) Global distribution of pA-tail length of low-abundance mRNAs. Replicates were merged. (**J**) Global pA-tail distribution of RPG and non-RPG mRNAs. Replicates were merged. The number of transcripts (pA-tail estimates) in each density plot is given on the panel. (**K**) Global pA-tail distribution of individual *RPL36A*, *GAS1*, *RPL4A*, and *HHF1* mRNAs. Stars mark long pA-tailed mRNAs accumulating in later Mex67-depletion time points, indicative of hyperadenylation (Jensen et al, 2001). The number of transcripts (pA-tail estimates) in each density plot is given on the panel.

### Deadenylation rate differs by transcript abundance group

To describe global changes in mRNA pA-tail length over time, we generated whole-transcriptome distributions derived from the DRS datasets (as sum of all reads indiscriminately of transcript type; Figs. 2A and EV1E). Mex67 depletion resulted in a widespread shortening of pA-tails over time, with the most significant alterations observed in mRNA fractions with long pA-tails, as depicted in a density plot (Fig. 2A). Time-dependent violin plots further illustrated varied dynamics of pA-tail length change across quantiles, with values within the top quantiles decreasing more rapidly (Fig. 2A). 

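The tail lengths of each library were summarised as the median over its mRNAs with at least 10 reads. From the control to the last library within 16 min, the mean tail of this median mRNA went from 35.5 ± 1.97 to 24.0 ± 1.48 adenosines (SD, n = 3 replicates). The mean tail was shorter than in the control of the same replicate in all 11 later libraries up to 16 min. At the 95th percentile the tail fell by 19.9 ± 5.18 adenosines, from 65.0, and at the 75th percentile it fell by 18.3 ± 3.38, from 46.0 (SD, n = 3 each). The median tail fell by 12.3 ± 2.84 adenosines from 32.3, and the tail at the 5th percentile fell by 3.41 ± 0.725 from 12.2 (SD, n = 3 each). Relative to the control, these changes were -30.5% at the 95th, -39.5% at the 75th, -37.9% at the 50th and -27.8% at the 5th percentile. In adenosines, the change at the 95th and 75th percentiles therefore exceeded that at the 5th by more than the spread between the replicates, while as a share of the control length the percentiles lay closer together. Leaving out a replicate moved the change of the mean tail to between -12.7 and -10.1 adenosines. Over the mRNAs with at least 10 reads in every library of the window, the change was -9.90 adenosines (SD 1.74, n = 3).

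**Figure D1:**
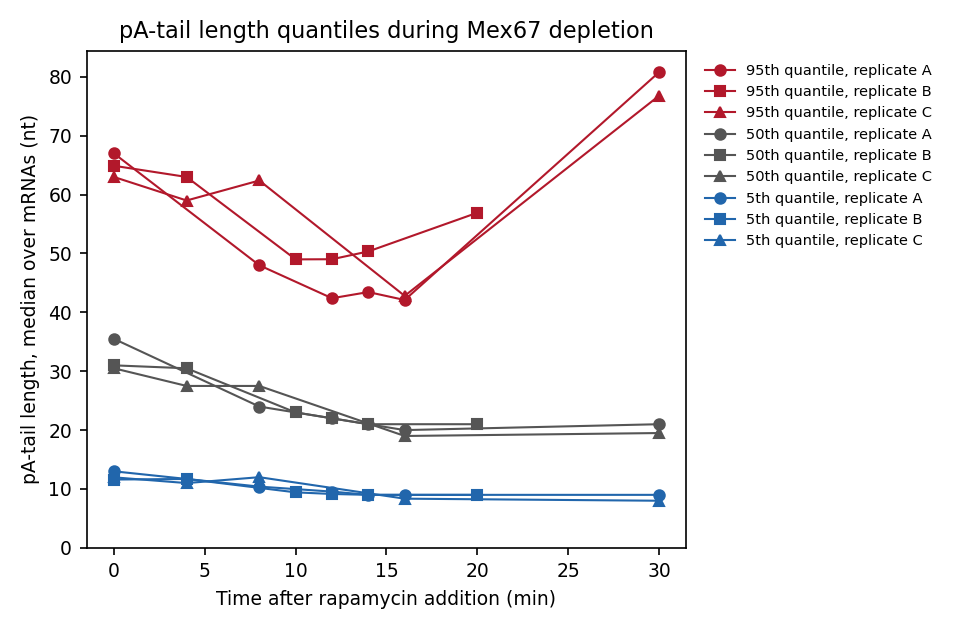
Median over mRNAs of the pA-tail length (y axis, adenosines) at the 5th, 50th and 95th percentile of the reads of each mRNA against time after rapamycin (x axis, min), with 1 line per percentile and replicate of the Mex67-AA chase. The 95th percentile falls from 65.0 to 45.1 adenosines on average up to 16 min, and in the last libraries it is higher again, at 80.8 adenosines in replicate A and 76.8 in C (30 min) and 56.9 in B (20 min).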

Electrophoresis analysis of global pA-tail length distribution showed analogous dynamics following Mex67 depletion, thereby validating our methodology (Fig. 2B).

**Figure 2:**
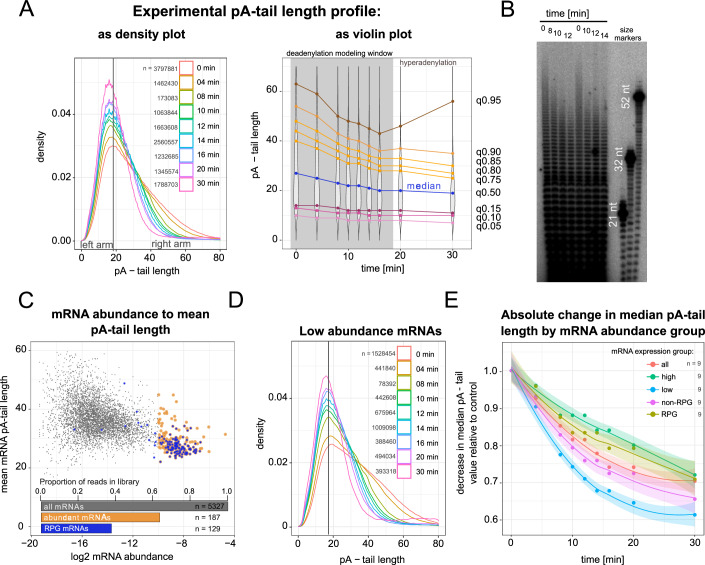
mRNA groups exhibit various deadenylation rates. (**A**) Global distribution of mRNA pA-tail lengths during the Mex67-chase experiment. DRS data are presented in a density plot (left) or violin plot (right). Replicates, shown separately in Fig. EV1E, were merged. The number of transcripts (pA-tail estimates) in each density plot is given on the panel. As in Fig. 1B, the violin plot also highlights in gray the timepoints used for deadenylation rate modeling. The latter timepoints were discarded due to the occurrence of mRNA hyperadenylation; a phenotype specific to very few newly made mRNAs in nuclear export-block conditions (Jensen et al, 2001). These scarce species only significantly impact the overall pA-tail distribution after most cytoplasmic mRNA have been deadenylated and degraded. (**B**) Autoradiogram depicting the global distribution of pA-tail lengths in selected Mex67-chase samples used to construct the sequencing library. (**C**) Log2 mRNA abundance compared to mean pA-tail length for control Mex67-AA cells, with highly abundant and RPG mRNAs as gold and blue dots, respectively. A bar plot summarizes the read fraction for each transcript category. (**D**) Global distribution of pA-tail lengths of low-abundance mRNAs. The number of transcripts in each density plot is given on the panel. (**E**) Time-dependent changes in median pA-tail length across the entire coding transcriptome and four large mRNA groups: high-low abundance, and RPG-non-RPG. Local regression trend lines are shown with a 95% confidence interval. The number of pA-tail estimates used to calculate the median for each point is given in (**A**, **D**) and Fig. EV1E,H,J. Replicates were merged to produce nine median estimates for various time points. Source data are available online for this figure.

Subsequently, we separated the transcriptome into classes, which we hypothesized would exhibit varying rates of deadenylation; the main criterion for this classification was mRNA abundance. 

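The abundance of an mRNA was taken as its mean library fraction in the 3 control libraries of the Mex67-AA chase, and 187 mRNAs with a log2 fraction above -10 were called highly abundant. Their median mean pA-tail was 28.0 adenosines (SD 1.17, n = 3 replicates), against 36.4 adenosines (SD 1.95, n = 3) for 4478 less abundant mRNAs. The difference was -8.90 adenosines in replicate A, -8.05 in replicate B and -6.93 in replicate C, a mean of -7.96 ± 0.986 (SD, n = 3; exact two-sided sign-flip permutation test, p = 0.25, the smallest p that 3 replicates allow). Across 4664 mRNAs, log2 abundance and mean tail had a Spearman rho of -0.380 with the values averaged over the replicates, and of -0.301, -0.292 and -0.302 within replicates A, B and C. The median half-life was 35.6 min for the highly abundant mRNAs (SD 22.4, n = 3) and 4.74 min for the others (SD 0.989, n = 3). Highly abundant mRNAs had the longer median half-life in each replicate, by 38.8, 62.7 and 18.5 min in A, B and C (exact permutation test as above, p = 0.25, the smallest possible). The number of reads of an mRNA also enters this value, since the median half-life of the highly abundant mRNAs was 11.7 min after they had been thinned at random to the counts of the others. Across 5329 mRNAs, the decay constant and log2 abundance had a rho of -0.845 (-0.791, -0.743 and -0.638 within the replicates), and of -0.307 with negative constants and increases kept. Correlations are across mRNAs, which are not independent replicates.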

Consistent with our previous observations (Tudek et al, 2021), we confirmed that highly abundant mRNAs are characterized by shorter mean pA-tails and longer half-lives (Figs. 2C and EV1F,G). Strikingly, the 187 most enriched mRNAs in the DRS datasets (out of ~5000 total) accounted for about 60% of the reads. Within this group, mRNAs produced from ribosomal protein genes (RPG mRNAs) formed the largest functional subgroup, summing to 40% of all mRNA reads (Fig. 2C). These abundant mRNAs largely shape the distribution of the entire transcriptome (Figs. 2A and EV1H). In contrast, low-abundance mRNA clusters exhibited more dynamic alterations in pA-tail lengths (Figs. 2D and EV1I,J), especially pronounced for mRNAs with long pA-tails at the initial time points. Indeed, low-abundance or non-RPGs mRNAs underwent deadenylation more rapidly than did highly abundant transcripts, including RPGs (Fig. 2E). This observation was supported by pA-tail distribution profiles of several individual genes, which exhibited notably diverse half-lives (illustrated in Fig. EV1K). 

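In the controls, 5106 ± 72.8 mRNAs were detected (SD, n = 3). The 187 mRNAs held 63.9% of the mRNA reads in replicate A, 66.3% in replicate B and 67.4% in replicate C, or 65.9 ± 1.80% (SD, n = 3). RPG mRNAs, of which the paper's list of heat-repressed genes holds 129, made up 37.5 ± 4.81% of the mRNA reads (SD, n = 3), with 35.3%, 34.1% and 43.0% in the replicates. Of the 187 mRNAs, 114 were RPG mRNAs, and these held 36.9 ± 4.66% of the mRNA reads (SD, n = 3).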

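From the control to the last library within 16 min, the median mean tail of the less abundant mRNAs fell by 11.4 ± 2.66 adenosines (SD, n = 3), which is a change of -31.8% of the control length. That of the highly abundant mRNAs fell by 5.71 ± 1.48 adenosines (SD, n = 3), a change of -20.4%. For RPG mRNAs it fell by 5.61 ± 1.39 adenosines (SD, n = 3), or -20.6%. The less abundant mRNAs were below their control in 11 of the 11 later libraries, the highly abundant mRNAs in 9 and RPG mRNAs in 10. The change of the less abundant mRNAs thus exceeded that of either other group by more than the SD between replicates. The abundant mRNAs also started from shorter tails.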

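HHF1 had an adenosine half-life at position 60 of the tail of 16.2 ± 4.06 s (SD, n = 3). GAS1, a gene for a cell wall glucan transferase on chromosome XIII from 886914 to 888889 on the plus strand, had an mRNA half-life of 19.0 ± 6.95 min and an adenosine half-life of 22.0 ± 1.74 s (SD, n = 3 each). The ribosomal protein gene RPL36A, on chromosome XIII from 651114 to 652009 on the plus strand, had values of 42.2 ± 23.5 min for the mRNA and 22.1 ± 2.93 s for the adenosine (SD, n = 3 each). RPL4A lies on chromosome II from 300105 to 301392 on the plus strand. Its mRNA half-life was 8.36 ± 3.98 min and its adenosine half-life 21.8 ± 3.57 s (SD, n = 3 each). The mRNA half-life of RPL36A was longer than that of GAS1 in each replicate, although the SDs overlap. Those of HHF1 and RPL4A overlap too, and RPL4A had the longer in replicates A and B and the shorter in C. The adenosine half-lives of GAS1, RPL36A and RPL4A differed by less than theirs. RPL36A and RPL4A each have a near-identical copy, RPL36B and RPL4B, with which they can share reads. From the profiles of mRNA groups and single genes, the paper concludes that deadenylation rates are transcript-specific and that scarce mRNAs lose their tails faster and have shorter half-lives.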

We concluded that deadenylation rates are transcript-specific, with low-abundance mRNAs being deadenylated more rapidly and consequently exhibiting shorter half-lives compared to high-abundance transcripts.

### Decapping dominates over deadenylation for mRNAs with pA-tails shorter than 20 As

One notable observation regarding the pA-tail length distribution in Mex67-depleted cells is the absence of tails shorter than 20 adenosines. This can be illustrated by a rapid decline in the distribution curve at 20 adenosines and a complete absence of tails shorter than 15 for individual mRNAs (Figs. 2A,D and EV1E,H,J,K). Moreover, even at the later time points of Mex67 depletion, the left side of the distribution curve remained almost unchanged.

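Up to 16 min, the 10th percentile of the median mRNA went from 14.7 ± 1.15 to 10.6 ± 0.529 adenosines, and the 15th from 16.7 ± 1.15 to 12.1 ± 0.427 (SD, n = 3 replicates each). Both changes, -4.07 ± 1.10 and -4.62 ± 1.27 adenosines (SD, n = 3 each), were larger than the SD between replicates. For the 5th, 10th and 15th percentile alike, 9 of the 11 later libraries lay below their control. In the highly abundant mRNAs, the 5th percentile went from 9.33 ± 0.577 to 7.67 ± 0.577 adenosines (SD, n = 3 each). The percentiles are those of the reads whose tail estimate passed the quality control, and the paper states that direct RNA sequencing detects mRNAs with short tails less efficiently.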

To investigate the biological relevance of this observation, we depleted the decapping enzyme Dcp2 or the Xrn1 5’-3’ exonuclease for 2 h using the auxin-inducible degron (AID) system (Appendix Fig. S1A,B; Nishimura et al, 2009; Morawska and Ulrich, 2013). 

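In the AID strains, auxin triggers degradation of a protein that carries the degron, here Dcp2, which removes the cap, or Xrn1, which degrades the uncapped RNA from the 5' end. The labels list 2 samples each of the control, the Dcp2-AID and the Xrn1-AID strain, all at 25 °C with auxin for 2 h. The deposited table has 1 pooled column per strain, so the values are the authors' pooled values, with no replicate spread and no test. After removal of ENO2, the pool of the control held 1753944 reads, that of Dcp2-AID 978487 and that of Xrn1-AID 1020645. With ENO2 the pool of the control held 1785296 reads. The paper's replicates of this control in Appendix Table S4 sum to 2332643 reads, and which of their reads the pool holds is not known. Tails were compared over the mRNAs with at least 10 reads in both pools. The mRNAs of the depleted factors check the strains at the RNA level. DCP2, on chromosome XIV from 402544 to 405615 on the minus strand, had 154 reads in the control, 8 in Dcp2-AID and 90 in Xrn1-AID. XRN1, on chromosome VII from 175312 to 180519 on the minus strand, had 262 reads in the control, 216 in Dcp2-AID and 12 in Xrn1-AID.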

Depletion of 5’ decapping and decay factors shifted the pA distribution of all mRNAs and individual transcripts towards shorter-tailed values (Fig. 3A,B; Appendix Fig. S1C–E). 

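Over 4899 mRNAs, the median of the mean tail was 38.0 adenosines in the control and 32.5 in Dcp2-AID, a difference of -5.57. The mean tail was shorter in Dcp2-AID for 4350 of them (88.8%). Over 4739 mRNAs, the median was 37.9 adenosines in the control and 34.9 in Xrn1-AID, a difference of -3.03, and 3444 mRNAs (72.7%) were shorter. The difference moved most for Dcp2-AID when each mRNA was weighted by its reads, to -3.11 adenosines, and for Xrn1-AID when the median tail replaced the mean tail, to -4 adenosines. RPG mRNAs changed less, from 30.4 to 29.5 adenosines in Dcp2-AID and 29.1 in Xrn1-AID (127 mRNAs). HCH1, on chromosome XIV from 108428 to 109107 on the plus strand, had a mean tail of 40.0 adenosines in the control, 32.9 in Dcp2-AID and 34.5 in Xrn1-AID, from 485, 547 and 444 reads. YMR122W-A, on chromosome XIII from 511266 to 511801 on the plus strand, had 39.2, 33.8 and 36.7 adenosines from 3130, 1984 and 1482 reads. The mean tail of HHF1 was 41.4, 34.2 and 36.6 adenosines in the same order. RPS13, a ribosomal protein gene on chromosome IV from 579420 to 580539 on the plus strand, had 29.7, 28.7 and 28.0 adenosines.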

The DRS method has reduced efficiency in detecting mRNAs with short pA-tails (Fig. 3A; Tudek et al, 2021), potentially underestimating the global pA-tail shortening in Dcp2- or Xrn1-depleted cells. Nonetheless, the observed accumulation of short-tailed mRNAs was significant under Dcp2-/Xrn1-depletion. 

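The 5th percentile of the median mRNA was 8.5 adenosines in Dcp2-AID against 12.1 in the control, and 9.45 in Xrn1-AID against 12.0 over the mRNAs of that comparison. The 95th percentile was 64.0 against 68.5 in Dcp2-AID and 66.8 against 68.4 in Xrn1-AID. Across 4696 mRNAs, the changes of the mean tail in both strains had a Spearman rho of 0.468, and across RPG mRNAs of 0.503. Because both strains were compared with the same pool, part of this correlation comes from the control: in 100 simulated draws of groups with no change, rho was 0.374 on average and between 0.340 and 0.400 across all mRNAs, and 0.331 (0.115 to 0.501) across RPG mRNAs. The observed values are across mRNAs, which are not independent replicates. The simulated draws lie below them, for RPG mRNAs by little. These draws held only the error of sampling reads. Differences between cultures, which can enter both changes through the shared control, were not simulated. The paper reports no such accumulation of short tails after Mex67 depletion. From this contrast it concludes that deadenylation in yeast goes on to a short tail, which then triggers decapping. In the values computed here, the low percentiles of the median mRNA fell in the Mex67-AA chase as well, as given above. The contrast is therefore not seen in these medians.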

Since this was not observed in the Mex67-depletion datasets, we can safely conclude that in yeast, deadenylation continues until the pA-tail reaches 20 adenosines in length, whereafter it triggers decapping, consistent with previous findings in mammalian cells (Eisen et al, 2020). To validate our observation, we performed in vitro digestion of a wild-type RNA sample with Xrn1, predicting the removal of uncapped transcripts to reveal the preferred pA-tail length at which decapping occurs (Appendix Fig. S1F). However, the whole mRNA pA-tail distribution did not change, indicating that in a wild-type context, uncapped transcripts are rare (Appendix Fig. S1G,H), which aligns with the belief that exonucleolysis promptly follows decapping, consistent with physical associations between Dcp1/2 and Xrn1 (Braun et al, 2012; Charenton et al, 2017). However, upon closer inspection of individual mRNA p-tail profiles, we observed digestion of a small fraction of short-tailed mRNAs (Appendix Fig. S1I), indicating potential decapping following pA-tail shortening.

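This comparison has 1 sample on each side, a wild-type RNA preparation with and without treatment by Xrn1 in the tube, and so no replicate check. The paper gives growth at 30 °C for wild-type cells and the labels 25 °C. The undigested library held 1264045 reads and the digested one 1040135 without ENO2. ENO2 took 36.2% and 11.9% of all reads. A smaller version of the digested library, with 807307 reads, is also deposited, and the larger one was used. Tails were taken from mRNAs with at least 10 reads in both libraries.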

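Over 4273 mRNAs, the median of the mean tail was 37.2 adenosines in the undigested and 38.0 in the digested library, a difference of 0.767. The mean tail was longer after digestion for 2198 mRNAs (51.4%) and shorter for 2074 (48.5%). Weighted by reads, the difference had the opposite sign, at -2.87 adenosines. The 5th percentile of the median mRNA was 11.7 adenosines before and 12.0 after digestion. From the unchanged distribution, the paper concludes that uncapped transcripts are rare in wild-type cells.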

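For HCH1, the mean tail was 32.8 adenosines from 377 reads before and 36.2 from 362 reads after the digestion, while the 5th percentile went from 12.0 to 10.0. HHF1 had 37.9 adenosines from 1294 reads before and 38.2 from 944 reads after, with the 5th percentile at 11.0 and 13.0. The mean tail of RPS13 went from 26.5 to 24.0 adenosines and that of YMR122W-A from 40.7 to 37.6. Among 127 RPG mRNAs, 91 (71.7%) had a shorter mean tail after digestion, and the median went from 28.0 to 27.2 adenosines. Without replicates, the direction of these single mRNAs cannot be set against a spread between samples.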

**Figure 3:**
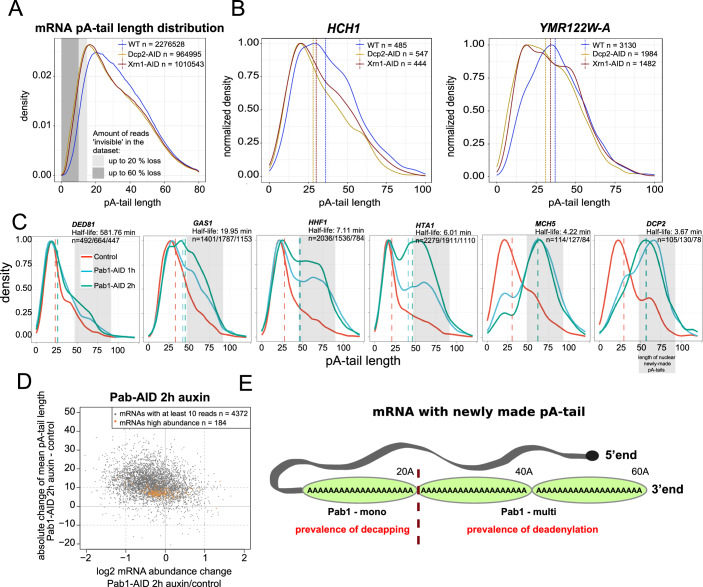
Pab1 controls deadenylation and decapping. (**A**) Global distribution of pA-tail lengths of RNAs isolated from control, Dcp2- or Xrn1-depleted cells. Gray areas delineate the pA-tail lengths underestimated in the DRS library, as previously reported (Tudek et al, 2021). (**B**) pA-tail length distribution of *HCH1* and *YMR122W-A* mRNAs in control and Dcp2- or Xrn1-depleted cells. (**C**) pA-tail length distribution of *DED81*, *GAS1*, *HHF1*, *HTA1*, *MCH5*, and *DCP2* mRNAs in control cells compared to strains depleted of Pab1 using the AID system for 1 or 2 h. The mRNAs are ranked by half-life time. The number of reads contributing to each distribution is indicated in the panel with *n* = ‘control’/‘1 h depletion’/‘2 h depletion’. The gray boxes show the range of adenosines added de novo in the nucleus by the polyA-polymerase Pap1 on pre-mRNAs (Turtola et al, 2021). (**D**) Comparison of log2 fold change in mRNA abundance to absolute change in mean pA-tail length for 2 h Pab1-depleted cells compared to control. (**E**) Schematic illustrating that one Pab1 can bind from 20 to 30 adenosines, therefore newly synthesized mRNA pA-tail bear di- or trimers of Pab1. Depending on the number of Pab1 attached to the pA-tail, the mRNA is either susceptible to deadenylation of decapping. Source data are available online for this figure.

### Pab1 stimulates deadenylation when bound as a multimer

We examined the role of Pab1 in deadenylation based on several observations. First, previously published in vitro studies suggested that Pab1 regulates deadenylation by physically interacting with Ccr4-NOT and Pan2/3 deadenylases (Webster et al, 2018; Schäfer et al, 2019). Second, we observed that the peak of the pA-tail distribution for both whole-transcriptome and single mRNAs fell between 20–30 As; a length which was previously shown to be bound by a single Pab1 molecule (Webster et al, 2018; Baer and Kornberg, 1980; Schäfer et al, 2019). Therefore, we reasoned that Pab1 may regulate the balance between decay and deadenylation depending on whether it binds the pA-tail as a monomer or a multimer. To test this hypothesis in vivo, we depleted Pab1 using the AID system for 1 and 2 h, attaining a 40% and 20% decrease in protein, respectively (Appendix Fig. S1J; Nishimura et al, 2009; Morawska and Ulrich, 2013). 

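The labels list 2 samples each of the Pab1-AID strain without auxin and after 1 and 2 h of auxin at 25 °C. Pab1 is the main cytoplasmic protein bound to pA-tails. Each condition is deposited as a pooled column, printed here as the authors' pooled value without SD or test. The pools held 1733624 reads in the control, 2114246 at 1 h and 1603425 at 2 h without ENO2, and 4441 mRNAs had at least 10 reads in all of them. PAB1 itself, on chromosome V from 510226 to 512265 on the plus strand, had 40 reads in the control, 65 at 1 h and 64 at 2 h; the degron acts on the protein, not on the mRNA.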

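The 95th percentile of the median mRNA was 75.0 adenosines in the control, 88.4 after 1 h of auxin and 85.2 after 2 h. At the 5th percentile the values were 11.9, 14.2 and 15.6 adenosines. For RPG mRNAs, which take a large share of the reads of a whole-transcriptome distribution, the median of the mean tail was 25.4, 30.2 and 32.5 adenosines in the same order (127 mRNAs).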

Inspection of the whole-transcriptome distribution revealed a slight and gradual accumulation of long pA-tailed mRNAs (50–80As) during Pab1 depletion (Appendix Fig. S1K). Next, we inspected single mRNA examples representing a wide range of mRNA half-lives (Fig. 3C; Appendix Fig. S1L). Polyadenosine distributions of mRNAs with long half-lives mimicked the whole-transcriptome distribution. In contrast, mRNAs with short half-lives showed a marked increase in long pA-tailed mRNAs, at times completely replacing the control pA-tail distribution. 

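The 4439 mRNAs with a half-life in the Mex67-AA chase were ranked by it and split into 4 groups of 1110, 1109, 1110 and 1110 mRNAs, with median half-lives of 2.58, 4.74, 8.40 and 20.0 min. After 1 h of auxin, the median increase of the mean tail was 14.3, 13.3, 11.4 and 7.89 adenosines from the shortest-lived to the longest-lived group. After 2 h it was 14.0, 13.0, 11.8 and 9.5. Across these mRNAs, which are not independent replicates, half-life and increase had a Spearman rho of -0.345 at 1 h and -0.228 at 2 h. In the Mex67-AA chase, the decay constant and log2 abundance had a rho of -0.845. The ranking therefore also follows abundance, and a relation with half-life cannot be told from one with abundance here. In the order control, 1 h and 2 h, the mean tail was 36.3, 63.7 and 61.9 adenosines for MCH5 (chromosome XV, 889800 to 891615, minus strand), from 114, 127 and 95 reads. For DCP2 it was 35.6, 56.5 and 57.2, for HHF1 35.9, 50.6 and 50.4, and for GAS1 37.8, 45.7 and 47.5 adenosines. HTA1 (chromosome IV, 915430 to 916085, plus strand) had 30.9, 43.8 and 47.1, and DED81 (chromosome VIII, 141815 to 143614, minus strand) had 29.2, 32.0 and 32.9. Among the genes of the Appendix, RPL36A had 21.0, 27.5 and 28.3 adenosines, RPL28 23.5, 26.6 and 29.2, and FBA1 25.6, 28.6 and 31.2. PRE3 had 33.6, 41.3 and 45.2, EXG1 32.9, 47.4 and 50.2, and PRY3 35.4, 50.0 and 49.7. HHF1, HTA1 and RPL36A have close paralogs that can share their reads.

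**Figure D2:**
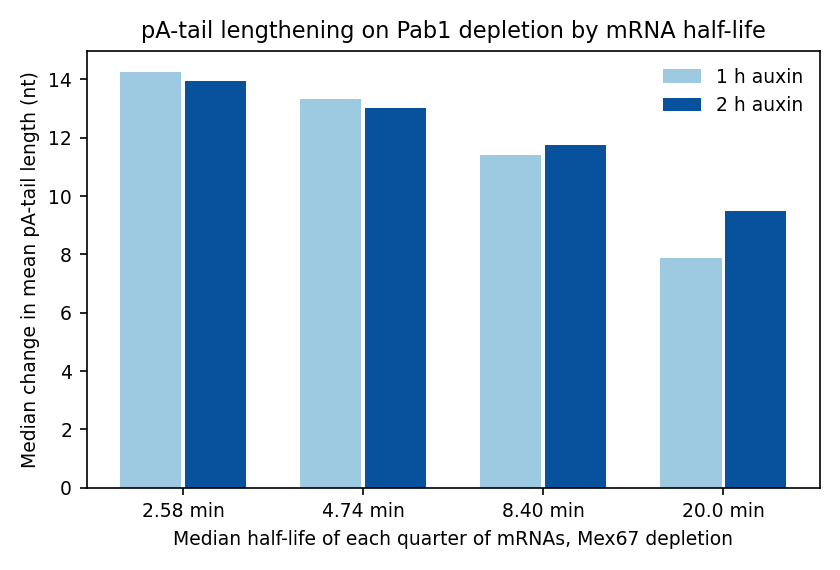
Median change in mean pA-tail length (y axis, adenosines) after 1 h and 2 h of auxin in the Pab1-AID strain for 4 groups of mRNAs ranked by half-life in the Mex67-AA chase (x axis). The pooled values go from 14.3 adenosines in the shortest-lived group to 7.89 in the longest-lived at 1 h, and from 14.0 to 9.5 at 2 h. The ranking by half-life also follows mRNA abundance.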

The length of accumulated pA-tails corresponded to the estimated length of newly synthesized pA-tails (Turtola et al, 2021; Tudek et al, 2021). Since budding yeast lack cytoplasmic adenylases, these accumulated mRNAs must originate from de novo transcription following Pab1 depletion. They gradually replaced mRNAs produced ulteriorly, which was clearly more pronounced for short-lived mRNAs. This suggests a global effect, as all mRNAs displayed an increase in mean pA-tail length (Fig. 3D; Appendix Fig. S1M). 

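The median of the mean tail over all 4441 mRNAs was 37.5 adenosines in the control, 50.1 after 1 h and 50.3 after 2 h, increases of 12.6 and 12.8. The mean tail was longer than in the control for 4315 mRNAs (97.2%) at 1 h and 4284 (96.5%) at 2 h, and shorter for 126 and 157. Weighting each mRNA by its reads moved these increases most, to 5.90 adenosines at 1 h and 8.26 at 2 h. Of 127 RPG mRNAs, 126 were longer at either time. From the accumulation of long-tailed mRNAs, the paper reasons that these did not undergo deadenylation.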

Since the long-tailed mRNAs tended to accumulate, we reasoned that they did not undergo deadenylation (Fig. 3E). This highlights the in vivo role of Pab1 in promoting deadenylation, consistent with previous in vitro and in vivo analyses performed on a much smaller scale (Schäfer et al, 2019; Webster et al, 2018; Sachs and Davis, 1989; Caponigro and Parker, 1995). Combining these findings with our previous analyses (Fig. 3A,B), which showed that decapping likely occurs around the most prevalent pA-tail length (20–30 A), we reasoned that mRNAs with a single Pab1 are more susceptible to decapping rather than deadenylation. Conversely, mRNAs with more than one Pab1 are preferentially deadenylated (Fig. 3E). These biological insights were crucial for refining our deadenylation modeling strategies.

### A modified gamma distribution describes mRNA pA-tail profiles in yeast

To develop a numerical model for deadenylation, our initial step involved fitting experimental distributions of pA-tails to a single function. This function required adaptable parameters that, when systematically adjusted, would accurately reflect the entire spectrum of experimental distributions. We selected the widely used two-parameter gamma distribution (Gupta and Groll, 1961):

$$p(x) \sim {x}^{\gamma {{{\rm{\_}}}}{shape}}\cdot {e}^{(-\gamma {{{\rm{\_}}}}{rate}\, \cdot \, x)}$$

Importantly, a variant of the gamma function known as the Erlang distribution can be applied to discrete distributions such pA-tails. However, our model needed to account for specific characteristics of the experimental polyadenosine distribution, which sharply declines at 20 adenosines for all mRNAs, an effect of domination of decapping/decay in this range. This decline aligns with the fact that Pab1 binds minimally to 20 adenosines, and mRNAs lacking Pab1 are highly susceptible to decapping. Therefore, we modified the standard gamma function to consider the protective role of Pab1 against RNA decapping using Mean Field Theory (Réka and Barabási, 2002). To account for the effective impact of each Pab1 RRM binding to the pA-tail, we assumed that each adenosine binds to Pab1 with the same strength and that the binding force is additive, ultimately leading to a strong association of the entire Pab1 molecule with the pA-tail. Thus, interactions involving *N*_*A*_ indistinguishable objects (adenosine residues) were described using the following equation:

$$tanh (\beta \cdot {N}_{A}),$$

The *β* factor, affecting the shape of the distribution, was estimated as 0.096 through iterative adjustment of function fitting to the Mex67-AA depletion dataset. Gratifyingly, this function closely follows the left arm of experimental distributions, rapidly increasing from 0 and saturating at 20 adenosines (Fig. 4A, red line).

**Figure 4:**
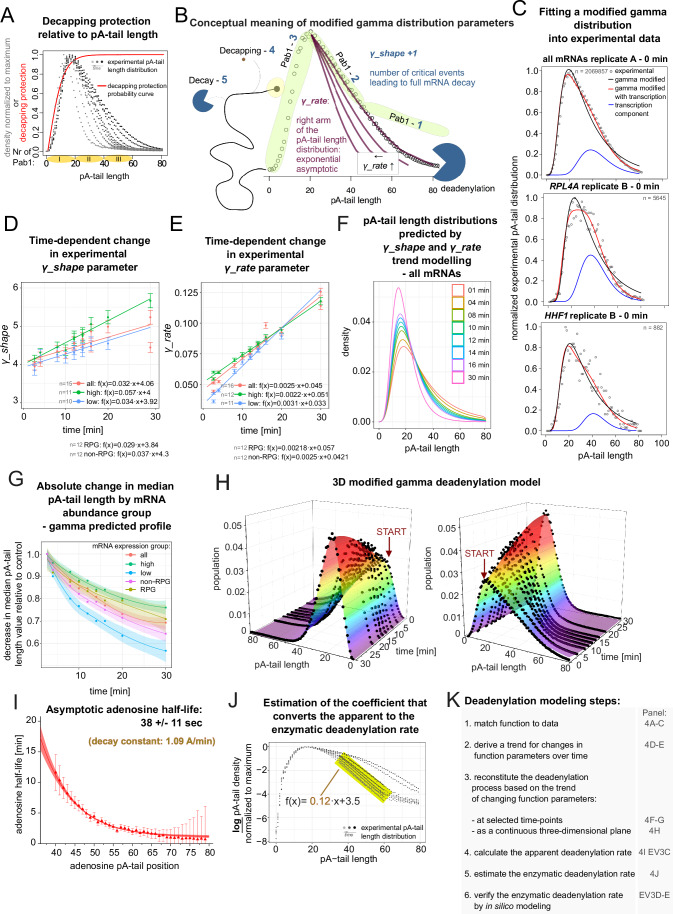
The modified gamma model predicts mRNA pA-tail length distributions. (**A**) The probability of protection against decapping in function of pA-tail length is represented by the red line. Gray dots show experimental pA-tail length distributions from all Mex67-chase time points. The number of reads summing up to form the distribution is indicated in Fig. 2A. The presumed number of Pab1 subunits on a pA-tail of a given length is displayed. (**B**) Conceptual scheme illustrating the modified gamma distribution parameters (see main text). *γ_rate* corresponds to the exponential coefficient of the right arm of the pA-tail distribution, whereas *γ_shape* + 1 represents the number of critical events leading to complete mRNA decay. (**C**) Using gray dots, three density plots show experimental pA-tail length distribution for whole mRNA transcriptome in control cells for replicate A and in control samples for *RPL4A* and *HHF1* mRNAs. Black lines represent fitted modified gamma distributions. Estimation of new mRNA production (by log-fitting) is shown using blue lines. The red line represents the sum of the modified gamma and transcription estimate distributions. the *n* number indicates the number od pA-tail estimations (reads) used to produce the experimental distribution. (**D**, **E**). Changes in the value of *γ_shape* (**D**) and *γ_rate* (**E**) parameters of the modified gamma probability distribution over time for all mRNAs or those of low and high abundance separately (RPG and non-RPG are omitted for clarity). The parameters are given as full-colored dots supplemented with vertical standard error bars. Each estimate was derived from distributions shown in Figs. 2A, D and EV1A, H–J (refer to those panels for the number of reads). Continuous functions, which were fitted are shown with the equations given. The number of dataset points considered for the estimation of the functions’ equation is indicated on each panel. Those functions were used in subsequent modeling (**F**, **G** and Fig. EV2F–J). (**F**, **G**) Time-dependent evolution of whole-transcriptome pA-tail length distribution (**E**) or median (**G**) based on functions described in (**D**, **E**). (**H**) Modified gamma model of whole-transcriptome deadenylation over time in three-dimension shown as a continuous surface colored according to population density. Black dots show experimental pA-tail distributions. The number of reads summing up to form the distribution is indicated in Fig. 2A. (**I**) As red triangles with vertical error bars are plotted terminal adenosine half-lives calculated independently for each position relative to their rank in the pA-tail, calculated from distributions adjusted for mRNA decapping (Fig. EV3B). A continuous exponential function is fitted with a 0.95 confidence interval. (**J**) Experimental pA-tail distributions (same as in (**A**)) displayed on a normal logarithmic scale (gray dots). The linear distribution between pA-tail lengths 25–60 (yellow box) is highlighted. The slope of the function represents the correction factor used to calculate microscopic enzymatic deadenylation speed from the apparent one. (**K**) Table summarizing the steps of the deadenylation modeling performed using the modified gamma distribution. Source data are available online for this figure.

**Figure EV2:**
A modified gamma distribution accurately describes experimental yeast pA-tail distributions. (**A**) Plot displaying modified gamma distributions for *γ_shape* and *γ_rate* parameters within experimental values. The green line represents a function that effectively describes the pA-tail distribution of the entire transcriptome in control cells (*γ_shape* = 4; *γ_rate* = 0.05). (**B**) Fitting of the modified gamma distribution to experimental datasets. Figure complements examples shown in Fig. 4C. (**C**) Comparison of the experimental whole-transcriptome mean pA-tail length to the mean pA-tail length of the fitted modified gamma model. A regression line with a 95% confidence interval was fitted to the data points for comparison with the diagonal. The modified gamma distribution slightly overestimates the mean due to discrepancies in estimating very long pA-tails, as seen in Fig. EV2B for pA-tails of 50 and greater. (**D**) Graph comparing the experimental whole-transcriptome pA-tail length variance length to the variance of the fitted modified gamma model. A regression line with a 95% confidence interval was fitted. (**E**) Graph comparing changes in the *γ_shape* and *γ_rate* parameters of the modified gamma distribution fitted to Mex67-depletion chase time points for all mRNAs and those of high and low abundance. The graph complements plots shown in Fig. 4D, E. (**F**, **G**) Graphs showing time-dependent changes in the value of *γ_shape* (**F**) and *γ_rate* (**G**) parameters of the modified gamma probability distribution fitted into experimental data for selected mRNAs: *GAS1*, *HHF1*, *RPL36A*, and *RPL4A*. The parameters are given as full-colored dots supplemented with vertical standard error bars. Each estimate was derived from distributions shown in Fig. EV1K (refer to the panel for the number of reads). Equations and continuous lines describe functions fitted to modified gamma parameters to predict the evolution of theoretical distributions (Fig. EV2J). (**H**) Density plots showing time-dependent evolution of modeled pA-tail length distributions for mRNAs of low and high abundance. The evolution of the median of those distributions is shown in Fig. 4G. (**I**) Graphs comparing the time-dependent evolution of the modeled modified gamma distribution mean and variance to the experimental one for the whole coding transcriptome. Lines were fitted to both datasets and are displayed with a 95% confidence interval. (**J**) Density plots showing predicted *GAS1*, *HHF1*, *RPL36A*, and *RPL4A* pA-tail length distributions obtained by modeling changes in modified gamma parameters (*γ_shape* and *γ_rate*), as shown in Fig. EV3F,G. These should be compared to experimental distributions shown in Fig. EV1K.

**Figure EV3:**
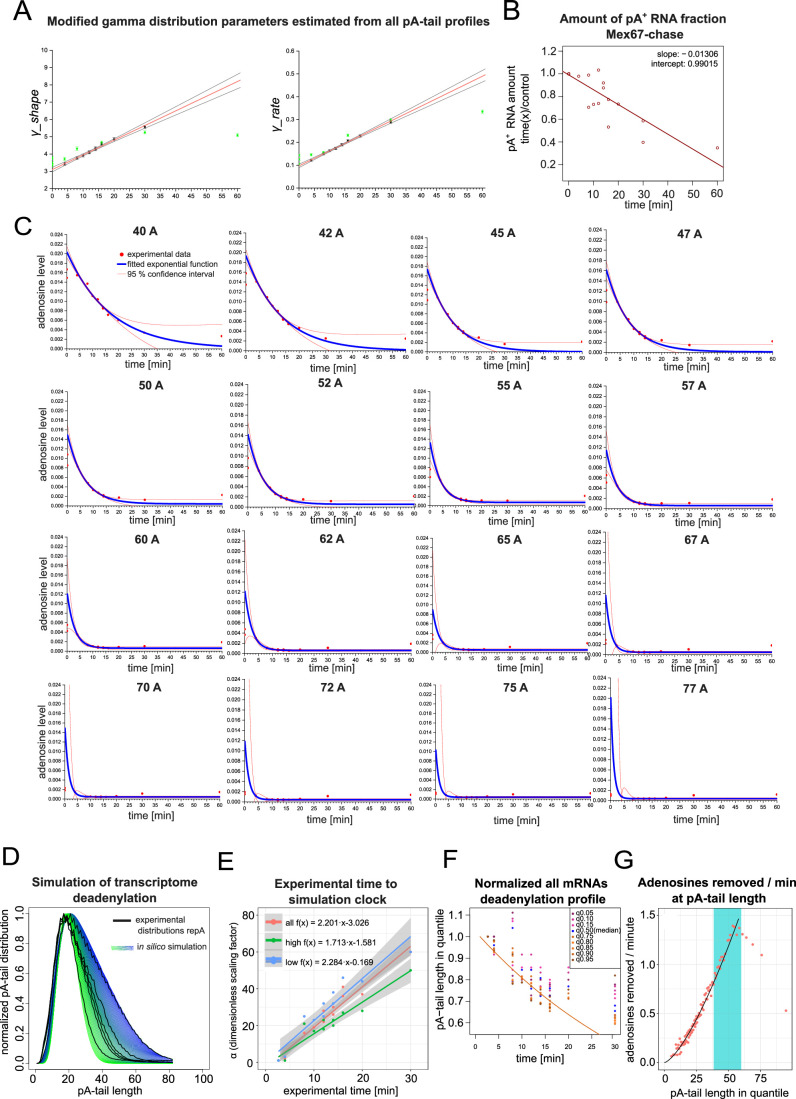
The deadenylation process can be reconstituted in silico using the modified gamma distribution. (**A**) Graphs illustrating the time-dependent evolution of the *γ_shape* and *γ_rate* parameters of the 3-dimensional modified gamma distributions presented in Fig. 4H. (**B**) Graph depicting time-dependent change in pA^+^ RNA fraction recovery from total using beads coated with oligo-dT_(25)_. A linear function was fitted to predict changes in whole-transcriptome pA^+^ RNA levels and was used to normalize pA-tail levels for adenosine half-life calculations shown in Fig. EV3C. (**C**) Series of graphs showing absolute change in levels of adenosines at specific pA-tail positions for the whole transcriptome. Half-lives of adenosines at each position were calculated and plotted in Fig. 4I to derive a transcriptomic apparent deadenylation rate. (**D**) Graph comparing experimental pA-tail density plots for the coding transcriptome in Mex67-depletion chase replicate A (black lines) to distributions resulting from consecutive deadenylation simulation cycles (series of blue-green lines). The constant dictating each deadenylation simulation interval was defined by the dimensionless parameter *α* (see “Methods”). This was carried out to ensure marked differences between consecutive distributions. All distributions were normalized to the distribution peak (distribution maximum). The in silico distribution that best overlapped with the experimental distributions was selected, assigning a specific value of *α*. (**E**) Graph comparing experimental deadenylation times [min] with the ordinal number of the dimensionless *α* parameter (dimensionless scaling factor) describing the number of in silico deadenylation steps. (**F**) Graph displaying the time-dependent decrease in pA-tail length values in each quantile normalized to control. The dots designating the upper quantiles (orange dots) cluster around a steeper slope than those designating lower quantiles (blue and maroon dots). (**G**) Graph showing the number of adenosines removed per minute as a function of pA-tail length. This graph complements the one shown in Fig. 5B.

In the end, the combination of the classical gamma distribution with the saturable pA-tail:Pab1 interaction led to the final equation:

$$p({N}_{A})={tanh (0.096\cdot {N}_{A})}^{\gamma {{{\rm{\_}}}}{shape}}\cdot {e}^{(-\gamma {{{\rm{\_}}}}{rate}\, \cdot \, {N}_{A})}$$

This equation produced distributions that matched experimental data (Fig. EV2A). The form of the modified gamma distribution is governed by the two standard parameters, *γ_rate* and *γ_shape* (Fig. 4B).

The *γ_rate* can be conceptually linked to the balance between rates of nuclear adenylation and cytoplasmic deadenylation, as it primarily dictates the position and shape of the distributions’ right arm, which represents the quantity of long pA-tailed mRNAs (Figs. 4B and EV2A). The model implies that the relative abundance of two RNA populations differing by a single adenosine in the pA-tail is constant (*e*^*−γ_rate*^), independent of the pA-tail length. The latter is supported by the asymptotic log-linear dependence observed in the experimental p(*N*_*A*_) distribution.

The *γ_shape* parameter lacks a direct biological interpretation, but within our experimental conditions, the interplay between *γ_shape* and *γ_rate* dictates the position of the distribution maximum. However, the Erlang distribution interprets the *shape* + *1* value as the number of critical events following the Poisson distribution required to complete a process. In the biological system we studied, these critical events correspond to the removal of three Pab1 molecules (each binding to 20 As of a 60 A newly made pA-tail) during deadenylation, followed by decapping and rapid mRNA decay mediated by Xrn1. Therefore, the total number of known events leading to mRNA disintegration sums to five. Accordingly, the experimental *γ_shape* values of the control pA-tail distributions ranged between 3.5 and 4, reflecting a number of critical events (*γ_shape* + *1*) close to five (Figs. 4B and EV2A).

Having established a function to describe pA-tail distributions, we fitted it to experimental data from each time point of the Mex67-depletion experiment (Figs. 4C and EV2B). The distributions observed after Mex67 depletion aligned well with the model. However, we observed noticeable deviations from the modified gamma profile specifically in control samples, particularly within segments containing longer pA-tails. We hypothesized that ongoing transcription may distort the modified gamma profile. To determine the form of the pA-tail fraction responsible for distorting the control samples, we subtracted the modified gamma distribution from the experimental data, obtaining distributions clustering around 40–60 As. These pA-tail lengths corresponded perfectly with the previously published estimates of newly synthesized mRNA pA-tail lengths, which were experimentally determined using various orthogonal methods (Tudek et al, 2021; Turtola et al, 2021). Thus, we conclude that the modified gamma profile effectively describes the experimental yeast pA-tail length distributions, and that any major deviations from the modified gamma distribution are primarily due to increased synthesis of new mRNA. Accordingly, the mean and variance of the fitted modified gamma distributions correlated well with the experimental data from Mex67 depletion (Fig. EV2C,D).

To ultimately validate our approach, we examined the time-dependent change in the *γ_shape* and the *γ_rate* parameters of the fitted modified gamma distributions across the entire transcriptome, its sub-groups (Figs. 4D,E and EV2E), and individual transcript examples (Fig. EV2F,G). Notably, these parameters exhibited coordinated changes over the course of Mex67 depletion. This allowed us to fit predictive functions for their evolution. Consequently, we generated theoretical pA-tail distributions for all mRNAs, as well as those with high and low abundance, which strongly resembled experimental distributions (compare Figs. 4F to 2A; compare EV2H to 2D and EV1H). Specifically, the model accurately replicated the time-dependent changes observed in experimental pA-tail distributions, including their mean, variance (Fig. EV2I), and, most importantly, the median (compare Figs. 4G to 2E). As expected, theoretical pA-tail distributions for individual gene examples (*HHF1*, *RPL4A*, *GAS1*, and *RPL36A*; Fig. EV2J) deviated more significantly from experimental data (likely due to lower read counts, affecting accurate estimation of pA-tail distributions; compare with Fig. EV1K). Nonetheless, these deviations clearly highlighted differences in deadenylation dynamics for each transcript.

We conclude that the modified gamma distribution accurately describes experimental mRNA pA-tail profiles, particularly for highly expressed mRNA groups, thereby providing a reliable numerical model to predict the evolution of pA-tail distributions in budding yeast.

### Estimation of the whole-transcriptome microscopic (enzymatic) deadenylation rate from the modified gamma model

To visualize dynamic changes in the deadenylation process over time, we developed a three-dimensional model (Fig. 4H) based on the modified gamma functions fitted to experimental whole-transcriptome data data (Fig. EV3A). It is important to note that the model does not directly provide a precise deadenylation-decapping rate because distributions are internally normalized in each snapshot. To incorporate decapping-decay into our calculations, we instead used a coefficient derived from the decreasing amount of pA^+^ RNA recovered from Mex67-depleted cells in each chase time point (Fig. EV3B). To calculate the deadenylation rate, we analyzed changes in the levels of each adenosine relative to the preceding nucleotide (N in relation to N + 1) using a series of 80 coupled differential equations (see “Methods” section). Within the range of 40–80 adenosines, where the contribution of decapping is minimal, the levels of each pA-tail length followed an exponential decay pattern (Fig. EV3C). Importantly, control samples matched this trend when shifted 160 s forward on the time scale (or 2.67 min; Fig. EV3C). We interpret this discrepancy as the time required for Mex67 export from the nucleus and the establishment of the export-block phenotype, marking the biological starting point of our depletion experiment. Therefore, our previous mRNA half-life calculations were adjusted to reflect this time difference (highlighted in Fig. 1B).

Then we plotted the half-lives of individual adenosines against their positions in the pA-tail, revealing an exponential relationship (Fig. 4I). Initially, this suggests that the rate of adenosine removal slows down as the pA-tail shortens. However, the decrease in adenosine half-life at position N is simply a consequence of the same chain length (*N*) being formed from the decay of a longer tail (*N* + 1). The half-lives of individual adenosines at positions 40–80, where the *N* + 1 contribution was minimal, converged to an asymptote. Importantly, this indicated that the deadenylation rate at the transcriptome level remains constant along the length of the pA-tail. The transcriptomic adenosine half-life equaled the value of the asymptote and was estimated at 38 +/− 11 s, translating to a disintegration constant of 1.09 (confidence limits 0.84–1.54) adenosine per minute (Fig. 4I). It is important to note that this rate represents an apparent deadenylation rate, describing changes across the entire pA-tail distribution. As stated above, in a mixed population of pA-tail lengths (*X*_*NA*_), the microscopic (enzymatic) rate of removing the terminal adenosine from a pA-tail of a given length *N*_*A*_ is seemingly diminished by the deadenylation of a polyadenosine chain that is one adenosine longer (*X*_*NA+1*_ of *N*_*A*_ + *1*, respectively). In other words, the loss of the total number of pA-tails of 39 adenosines (due to their deadenylation to 38 As) is apparently reduced by the products of decay in pA-tails of 40 adenosines to 39 As. The difference between the enzymatic (*R*) and apparent deadenylation rate (*R*_*app*_) is encapsulated by the first-order reaction formula widely used in molecular biology:

$$-{R}_{{app}}\cdot {X}_{{NA}}	 = {{dX}}_{{NA}}/{dt} =-R\cdot {X}_{{NA}}+R\cdot {X}_{{NA}+1}\\ 	=-R\cdot {X}_{{NA}}\cdot (1-{X}_{{NA}+1}/{X}_{{NA}}).$$

We demonstrated that the distribution of pA-tail lengths (*X*_*NA*_) is described by the continuous modified gamma distribution (Fig. 4C–H). Within the range of pA-tail lengths long enough to saturate interaction with at least one Pab1 molecule (i.e., longer than 20 As, or else the length of pA-tail protected by one Pab1 in footprint experiments, as reported in Webster et al, 2018, or shown to bind Pab1 in structural studies by Schäfer et al, 2019) the ratio *X*_*NA+1*_*/X*_*NA*_ equals *e*^*−γ_rate*^, and the apparent deadenylation rate can be simply expressed as:

$${R}_{{app}}=R\cdot (1-{e}^{-\gamma {{{\rm{\_}}}}{rate}}),$$

where *γ_rate* is a parameter of the modified gamma distribution estimated for the combined RNA population (Fig. EV3A). For short experimental times, *γ_rate* values were estimated to be ~0.1 (Fig. EV3A), implying a microscopic deadenylation rate of ~10 times higher, ~10.9 A/min (confidence interval: 8.4–15.4). Alternatively, the rate adjustment coefficient (1 – e^−*γ_rate*^) can also be roughly estimated as the average slope value of the linear functions fitted to the right arm of the experimental distributions, where normalized density is displayed on a log-normal scale (Fig. 4J; “Methods”; note that this factor is actually estimated from the global three-dimensional model).

### Validation of the calculated microscopic deadenylation rate using in silico simulation of whole-transcriptome deadenylation

To further validate our model, we conducted deadenylation simulations (Fig. EV3D,E). We assumed that deadenylation is distributive and occurs at a constant speed (i.e., microscopic deadenylation rate). These simulations were based on a key factor, *α*, which is a dimensionless scaling factor that frames one round of deadenylation. Starting with control distribution data for the entire transcriptome (simulation in Fig. EV3D uses one of the control samples in EV1E), we iteratively applied multiple rounds of virtual deadenylation procedures (Fig. EV3D). Next, we compared these simulated results to actual experimental data collected at various time points after Mex67 depletion, aiming to identify the simulated distribution that best matched experimental observations. This comparison revealed a strong Pearson correlation ranging from 0.87 to 0.96 between the experimental time and the number of virtual deadenylation rounds applied in the simulation. (Fig. EV3E). This supports the notion that the microscopic deadenylation rate is constant and does not depend on the pA-tail length, at least within the range of pA-tails longer than 20 As (see “Discussion”).

In sum, our modeling strategy yielded a common modified gamma equation that can describe deadenylation-related changes of yeast pA-tail distributions. This allowed us to reconstitute the deadenylation process and led to the calculation of the constant transcriptomic enzymatic deadenylation rate, which we have cross-verified using in silico simulation (Fig. 4K).

### An alternative method to estimate deadenylation rates with small datasets

Estimating deadenylation rates using the modified gamma distribution model is effective only for pA-tail profiles with high read coverage because it relies on terminal adenosine half-life estimates. However, for most mRNA profiles, quantitative representation is insufficient. Therefore, to calculate the deadenylation rate of individual transcripts, we developed a method that provides a good approximation of the previous model. In this method, we describe the distribution of polyadenosine tail lengths by measuring specific quantile values, which significantly decrease over time during Mex67 depletion. This decrease is particularly noticeable in the upper quantiles (from the 75^th^ to the 95^th^ percentile). For more details, see the combined distribution in Fig. 2A and the individual data points in Fig. 5A. We fitted exponential functions to quantile pA-tail lengths (Figs. 5A and EV3F), obtaining deadenylation coefficients and calculating adenosine half-lives for each pA-tail length. Adenosine half-lives relative to quantile pA-tail lengths followed an exponential function (Fig. 5B), similar to the findings of the modified gamma model. Within the terminal adenosines, the average adenosine half-life was 39 −/ + 7 s (Fig. 5B), and the associated disintegration constant to 1.3 adenosine/min (Fig. EV3G), consistent with the apparent deadenylation rate derived from the gamma model.

**Figure 5:**
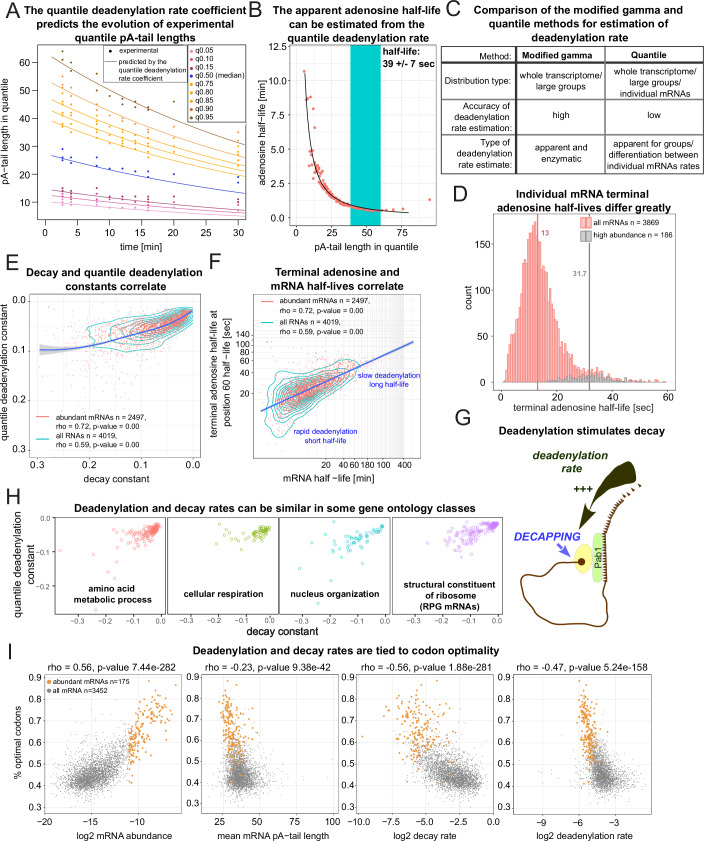
At steady-state, deadenylation and decay rates correlate. (**A**) Time-dependent change in quantile pA-tail lengths (as color-coded by quantile dots: upper—75–80–85–90–95^th^; median—50^th^; and lower—15–10–5^th^) for the entire coding transcriptome distribution in each replicate. Fitted continuous lines represent the quantile deadenylation coefficient calculated based on the upper quantiles. (**B**) Distribution of adenosine half-lives relative to pA-tail length in each quantile. The terminal adenosine half-life of 39 + /− 7 s was calculated by averaging the half-lives obtained from quantiles 75–95^th^ (blue area). (**C**) Table summarizes key differences between the modified gamma and quantile methods for calculating deadenylation rate. (**D**) Histogram displaying the distribution of single mRNA terminal adenosine half-lives for the entire coding transcriptome (light-red bars) or mRNAs of high abundance (gray bars). Vertical lines indicate the group median. (**E**, **F**) Comparison of decay and quantile deadenylation rates (**E**) or log2-scaled mRNA half-life to terminal adenosine half-life (**F**). Density plot represents all transcripts, whereas mRNAs with at least 70 reads in replicate A are shown as individual dots with a blue regression line. Spearman’s rho correlations and p-values were calculated separately for each set using the rstatix package in R. (**G**) Schematic highlighting the strong, potentially causal link between deadenylation and decapping inferred from data presented in (**E**, **F**). (**H**) Comparison of decay and quantile deadenylation rates for various gene ontology groups (see also Fig. EV4D). (**I**) Percentage of optimal codons compared to: log2 mRNA abundance, mean mRNA pA-tail length, log2 decay, or quantile deadenylation rates. Source data are available online for this figure.

**Figure EV4:**
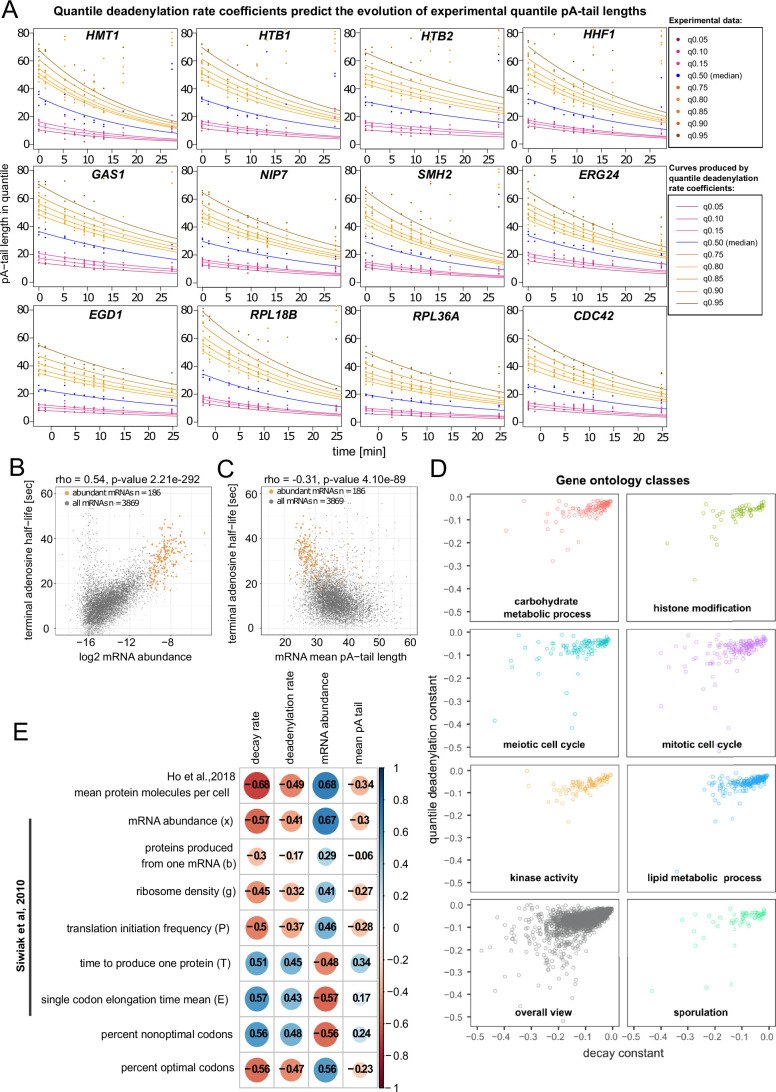
A simplified method based on changes to distribution quantile values can measure deadenylation rates. (**A**) Series of graphs depicting as color-coded dots the changes in pA-tail length in selected quantiles (upper—75–80–85–90–95^th^, median—50^th^, and lower—15–10–5^th^) over time for selected single mRNA examples. The continuous lines represent the quantile deadenylation coefficients calculated from the upper quantiles. (**B**, **C**) Scatterplots comparing terminal adenosine half-life to log2 mRNA abundance (**B**) or mean mRNA pA-tail length (**C**). Spearman’s rho correlations and p-values were calculated separately for each set using the rstatix package in R. (**D**) Comparison of decay to deadenylation rates for various gene ontology groups, which are also shown in Fig. 5H. (**E**) Correlation matrix comparing decay, deadenylation rates, mRNA abundance, and mean pA-tail length derived from the Mex67-depletion time course to estimates of protein abundance from Ho et al (2018), various translation rate parameters (Siwiak and Zielenkiewicz (2010)), and percent optimal or non-optimal codons.

In conclusion, we developed two separate methods to estimate the apparent deadenylation rate. The first method, using the modified gamma distribution, is precise and enables calculation of the enzymatic (microscopic) deadenylation rate. However, it requires large datasets and is unsuitable for analyzing individual transcripts. The second method, based on quantiles, works with a smaller number of reads (at least 10) but offers less precision. This quantile-based method does not directly measure the enzymatic deadenylation rate, but instead provides a numerical value useful for comparing the deadenylation rates among individual mRNAs, as shown in Fig. 5C.

### Deadenylation and decay rates are positively correlated, and are linked to transcript functions and codon optimality

Our next step was to compare deadenylation rates among individual mRNAs. We averaged the deadenylation coefficients derived from the upper quantiles (75–80–85–90–95th), as these provided the highest estimates across the whole transcriptome (Fig. EV3F). This method accurately predicted changes in pA-tail length across all quantiles for single mRNA species (Fig. EV4A). 

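An adenosine half-life in seconds at position 60 of the tail could be computed for 3858 mRNAs. Their median was 13.0 s when the constants of all replicates of the Mex67-AA chase were averaged. The replicates on their own gave 15.3, 14.8 and 12.4 s in A, B and C (SD 1.58, n = 3). With increases in tail length kept, the median was 28.0 s, the largest shift among the alternatives tried.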

We calculated the quantile half-lives of terminal adenosines for single mRNAs (Dataset EV1) and found a median of ~13 s (Fig. 5D). 

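For the 187 highly abundant mRNAs, the median adenosine half-life was 29.8 s (SD 4.48, n = 3 replicates), and for 3671 less abundant mRNAs it was 12.6 s (SD 1.72, n = 3). The difference within a replicate was 15.8 ± 3.09 s (SD, n = 3; exact two-sided sign-flip permutation test, p = 0.25, the smallest p possible), and it was positive in all 3 replicates.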

Remarkably, this median half-life was 32 s for the 186 most abundant mRNAs (Fig. 5D). We concluded that the transcriptomic deadenylation rate of 38 s is primarily dictated by a small subset of transcripts (see bar plot in Fig. 2C). Indeed, there was a strong correlation between quantile deadenylation rate and mRNA abundance (Fig. EV4B), though not with the mRNA mean pA-tail length (Fig. EV4C). 

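Across 3858 mRNAs, the deadenylation constant and log2 control abundance had a Spearman rho of -0.527 (SD 0.108, n = 3 replicates). Across 3850 mRNAs, the constant and the mean tail in the control had a rho of 0.322 (0.326, 0.337 and 0.449 within the replicates). When negative constants and increases were kept, these values became -0.0109 and 0.0243. Both relations are across mRNAs, which are not independent replicates.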

Finally, we observed a strong correlation between decay and quantile deadenylation rates, with a Spearman rho coefficient as high as 0.72 (Fig. 5E,F), suggesting a causal relationship between both processes (Fig. 5G). 

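The decay and deadenylation constants had a Spearman rho of 0.583 across 3856 mRNAs when averaged over the replicates, and of 0.455, 0.544 and 0.453 within replicates A, B and C. It was 0.594 across 3820 mRNAs with a mean control count of at least 10, 0.659 across 1287 with at least 100 (0.646, 0.527 and 0.384 within the replicates) and 0.293 across 337 with at least 500 (SD 0.174, n = 3). Without replicate A, the value at 100 counts was 0.431, and with each time point set only against the control it was 0.396. The value at 500 counts depended on replicate C, without which it was 0.513, and its sign changed to -0.0532 when each time point was set only against the control. With negative constants and increases kept, rho over all mRNAs was 0.0500, the largest shift among the alternatives. With control abundance held constant, the partial rho was 0.329, 0.301 and 0.284 in replicates A, B and C. The relations are across mRNAs, which are not independent replicates. From the correlation of decay and deadenylation rates, the paper proposes a causal relationship between both processes.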

In summary, we found that deadenylation rates, similar to mRNA half-lives, varied greatly between transcripts, with highly abundant mRNAs generally undergoing slower deadenylation and decay compared to less abundant transcripts, which were predominantly short-lived and underwent rapid tail removal.

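In the Mex67-AA chase, the median half-life of 129 RPG mRNAs was 35.0 min (SD 24.2, n = 3 replicates; 42.7, 69.6 and 21.4 min in A, B and C). That of 5508 other mRNAs was 4.79 min (SD 0.966, n = 3). The difference was 38.9 ± 23.9 min (SD, n = 3; exact two-sided sign-flip permutation test, p = 0.25, the smallest p that 3 replicates allow) and had the same sign in each replicate. With negative constants kept, the median RPG constant was not above 0 and gave no half-life. The adenosine half-life was 30.6 s for 126 RPG mRNAs (SD 5.27, n = 3) and 12.8 s for 3732 others (SD 1.68, n = 3), a difference of 16.7 ± 4.05 s (SD, n = 3; same test, exact p = 0.25). The other functional groups of genes were not analysed here.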

Subsequently, we explored how the distributions of decay and quantile deadenylation rates were shaped across different functional gene ontology (GO) clusters. mRNAs coding for housekeeping genes such as RPGs, factors responsible for amino-acid metabolic process, nucleus organization, and cellular respiration exhibited notably low decay and quantile deadenylation rates (Figs. 5H and EV4D). In contrast, most other GO term groups displayed more varied and generally rapid deadenylation and decay rates (Fig. EV4D), particularly mRNAs involved in regulating mitotic and meiotic events. This illustrates that deadenylation and decay processes in distinct functional mRNA groups can be coordinated.

Prior research postulated that translation rates govern the speed of mRNA degradation. In particular, mRNAs containing rare codons are deadenylated rapidly. In contrast, those with optimal codons display slower deadenylation rates (Presnyak et al, 2015; Harigaya and Parker, 2016; Radhakrishnan et al, 2016). Indeed, both decay and quantile deadenylation rates showed nonlinear correlations with codon optimality, with Spearman rho coefficients of 0.56 and 0.47, respectively (Fig. 5I). 

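Codon optimality was taken as the number of optimal minus the number of other codons, divided by their sum. The source data hold the first 1999 of the 6629 rows of the optimality table in the copy used here. In these rows, the counts of all 1075 genes with a coding sequence of matching length in the R64 assembly were obtained exactly with 30 of the 61 codons as optimal, so the score was computed for all coding sequences of that assembly. The score and the decay constant had a Spearman rho of -0.447 across 5260 mRNAs (SD 0.0551, n = 3 replicates). The score and the deadenylation constant had a rho of -0.472 across 3665 mRNAs (SD 0.0345, n = 3). A negative sign means that mRNAs with more optimal codons decayed or were deadenylated more slowly. With negative constants and increases kept, these values were -0.351 and -0.0704. Over the 1035 and 832 mRNAs in the held rows of the optimality table, they were -0.633 and -0.653. In 4 groups from the fewest to the most optimal codons, the median half-life was 3.31, 4.06, 5.72 and 12.7 min, and the adenosine half-life 10.5, 11.2, 12.8 and 18.0 s. These 2 correlations are across mRNAs, which are not independent replicates.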

Subsequently, we compared our findings with the translation model developed by Siwiak and Zielenkiewicz (2010). We observed that quantile deadenylation and decay rates were less correlated with ribosome density than with the time required to translate a single mRNA (Fig. EV4E). This supports the hypotheses that slower translation, due to the presence of rare codons, can accelerate decay (Presnyak et al, 2015; Radhakrishnan et al, 2016; Webster et al, 2018), extending this effect to the deadenylation step. 

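Across 5006 mRNAs, codon optimality and log2 abundance in the Mex67-AA controls had a Spearman rho of 0.453 (SD 0.0297, n = 3 replicates). RPG mRNAs had a median optimality of 0.494 and the other mRNAs of -0.0983. The relation is across mRNAs, which are not independent replicates.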

Off note, codon optimality is also positively correlated with mRNA level (Fig. 5I). Thus, abundant, mainly housekeeping transcripts, are easily translated, which slows their deadenylation, extends their productive lifespan, and ultimately increases protein production.

### Deadenylation rate is not the dominant factor dictating decay of RPG mRNAs

Under optimal growth conditions, decay and deadenylation rates were strongly correlated (Fig. 5E–G). To explore potential functional and causative relationships further, we examined yeast cells under stress conditions (Fig. 6A), wherein RNA degradation plays a prominent role (Bresson et al, 2017; Marguerat et al, 2014). We conducted two experiments: a heat stress chase and a thiolutin chase. 

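The heat stress chase has 18 samples in replicates A, B and D, each with a column of its own. Replicate A was sampled at 0, 2, 6, 10, 14 and 18 min, and replicates B and D at 0, 4, 8, 12, 16 and 20 min. The libraries held between 25838 and 668505 reads without ENO2, with a median of 553496 in replicate A, 419720 in B and 286644 in D. The smallest, at 4 min of replicate D, had 376 mRNAs with at least 10 reads. For the thiolutin chase, the labels list 16 samples at 25 °C, and 8 of them, all of replicate A, have their own columns. They cover 0, 4, 8, 12, 16, 20, 30 and 60 min and held between 320726 and 777753 reads, with a median of 563820. Replicate B is not analysed here, so thiolutin values have no replicate check. Counts and tails were made by the authors and processed here as for the Mex67-AA chase, with these windows: heat up to 16 min for both rates, thiolutin with all time points for decay and up to 30 min for deadenylation. The groups are the paper's list of 522 transcripts repressed by heat, of which 129 are RPG mRNAs and 393 others. Counts are fractions of a library, so an mRNA can rise or fall because the rest of the library changes.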

During the heat stress experiment, certain housekeeping genes, including RPGs, are transcriptionally silenced, while others, like those encoding chaperone mRNAs, become active (Vinayachandran et al, 2018). Thiolutin is a transcription inhibitor, which, at low doses, is known to activate the transcription of genes related to stress response (Adams and Gross, 1991). In the heat stress experiment, we quickly raised the temperature from 25 °C to 37 °C and monitored mRNA for up to 20 min (Fig. 6A). 

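HSP104, on chromosome XII from 88450 to 91433 on the plus strand, and SSA4, on chromosome V from 364514 to 366545 on the plus strand, encode chaperones. In the heat stress chase, HSP104 had 30, 10 and 5 reads at 0 min in replicates A, B and D, and 2354, 504 and 442 reads in the last libraries, at 18, 20 and 20 min. Its fraction rose by 5.64 ± 1.54 on the log2 scale (SD, n = 3; 0.5 reads added; exact two-sided sign-flip permutation test, p = 0.25, the smallest possible). SSA4 went from 3, 4 and 0 reads to 2616, 653 and 520, an increase of 8.49 ± 1.03 (SD, n = 3; exact p = 0.25 from the same test). From 0 to 20 min of thiolutin, HSP104 rose by 4.77 on the log2 scale, from 39 to 1218 reads, and SSA4 by 5.04, from 7 to 279 reads. At 8 min of thiolutin, HSP104 had risen by 1.03 and SSA4 had changed by -0.75, a value that rests on 5 reads, and at 12 min they had risen by 3.42 and 2.44.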

We confirmed the expected increase in chaperone mRNAs under both stress conditions by reverse transcription coupled to qPCR and in the DRS datasets (Appendix Fig. S2A,B).

**Figure 6:**
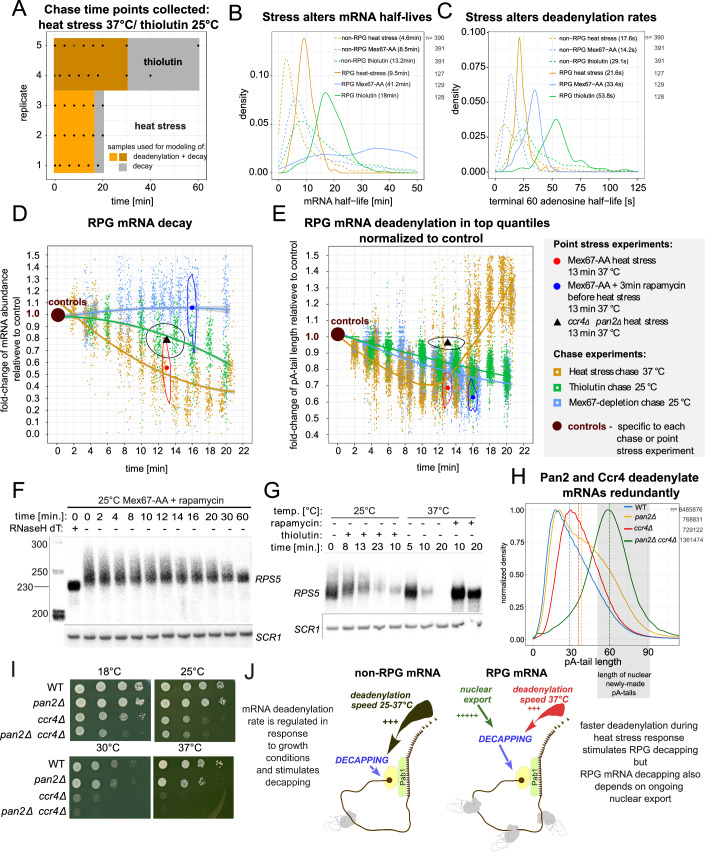
Deadenylation stimulates decay but is not a prerequisite for RPG mRNA decapping under stress conditions. (**A**) Time points collected for the thiolutin 25 °C and heat stress 37 °C chase experiments. Colored surfaces designate the utility of each time frame. Dot contours represent data points excluded from the analysis. (**B**, **C**) Distribution of mRNA half-lives (**B**) or terminal adenosine half-lives (**C**) in Mex67 depletion, thiolutin, and heat stress chase datasets for RPG and non-RPG mRNAs transcriptionally down-regulated during heat stress according to Vinayachandran et al (2018). The number of estimates in each group is indicated next to the figure legend. (**D**) Time-dependent change in levels of RPG mRNAs in Mex67 depletion, thiolutin, and heat stress time course normalized to control. Fitted lines show the group trend with a 95% confidence interval in gray. Data points normalized to corresponding controls obtained for 13 min heat stress of a double *ccr4Δ pan2Δ* mutant (black triangle) or Mex67-AA strain treated or not with rapamycin 3 min prior to heat stress for 13 min at 37 °C. For these data, the median is shown along with the data-point density contour. The experiment legend is listed next to panel 6E. (**E**) Time-dependent changes in pA-tail length values of the 95–90–85–80–75^th^ quantiles normalized to the control sample for the same samples as in (**D**). Normalization allows direct comparison of all changes within the group without grouping transcripts by control pA-tail length. (**F**, **G**) Northern blot showing *RPS5* levels during a Mex67-depletion time course (**F**) or heat stress at 37 °C and thiolutin treatment at 25 °C (**G**). (**H**) Normalized pA-tail density plot showing the whole-transcriptome adenylation profiles in wild-type cells compared to single *ccr4Δ* or *pan2Δ* mutants and a double *ccr4Δ pan2Δ* strain. The gray box shows the range of adenylation produced de novo in the nucleus by the polyA-polymerase Pap1 on pre-mRNAs (Turtola et al, 2021). (**I**) Spot tests comparing wild-type cells to *ccr4Δ*, *pan2Δ*, and double *ccr4Δ pan2Δ* mutant at indicated temperatures. (**J**) Scheme illustrating the role of deadenylation in mRNA decapping and decay. For most mRNAs, deadenylation is a rate-limiting factor that dictates the onset of decapping. RPG transcripts are a special group for which deadenylation can accelerate decay in conditions such as heat stress, but ultimately, decapping and decay are activated by an unknown factor linked to nuclear export. Source data are available online for this figure.

In the Mex67-AA chase experiment, we analyzed approximately 125 RPG mRNA transcripts and observed similar deadenylation and decay rates among them (Fig. 5H). By aggregating the data for all RPG transcripts, we generated common pA-tail density profiles under various stress conditions (Appendix Fig. S2C–E). Significant differences in the overall RPG mRNA deadenylation rates prompted us to calculate decay and deadenylation rates for both RPG and non-RPG mRNAs in two new chase experiments. We presented those as density plots showing the half-lives of mRNA and terminal adenosines (Fig. 6B,C). In addition, we plotted the raw data underpinning our calculations, including the time-dependent changes in RPG abundance (Fig. 6D) and changes in upper quantile pA-tail lengths, both normalized to control conditions (Fig. 6E). These analyses revealed accelerated deadenylation and decay of RPG and non-RPG mRNAs under heat stress compared to other conditions, as shown by specific examples (Appendix Fig. S2F; Fig. EV5A). Validation of these findings for selected RPG mRNAs was performed using Northern blotting and quantitative PCR (Fig. 6F,G; Appendix Fig. S2F), confirming that the rates of mRNA deadenylation and decay can be modulated in response to changing growth conditions. However, these chase experiments did not conclusively determine whether deadenylation is the primary factor defining the decay rate.

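RPG mRNAs made up 40.4%, 41.3% and 42.0% of the mRNA reads before heat in replicates A, B and D of the heat stress chase, and 12.4% at 18 min, 12.7% at 20 min and 22.6% at 20 min. In the thiolutin chase the share was 33.3% at 0 min (95% Clopper-Pearson interval 33.1 to 33.4%), 19.1% at 20 min (19.1 to 19.2%) and 1.40% at 60 min (1.36 to 1.44%), with intervals for counting error only. The fall was not steady, since the share was 38.0% at 8 min (37.9 to 38.1%). ENO2 took 4.34% of the reads of that library, the lowest value in this chase. Over the same 20 min or less, replicate A of the Mex67-AA chase rose to 40.6% at 16 min, replicate B from 34.1% to 39.4% at 20 min and replicate C to 47.9% at 16 min. The share of the other heat-repressed mRNAs went from 15.6% to 12.3%, from 15.0% to 12.7% and from 15.1% to 13.3% in the heat replicates, and was 12.1% at 0 min (12.0 to 12.2%) and 12.7% at 60 min (12.6 to 12.8%) of thiolutin.

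**Figure D3:**
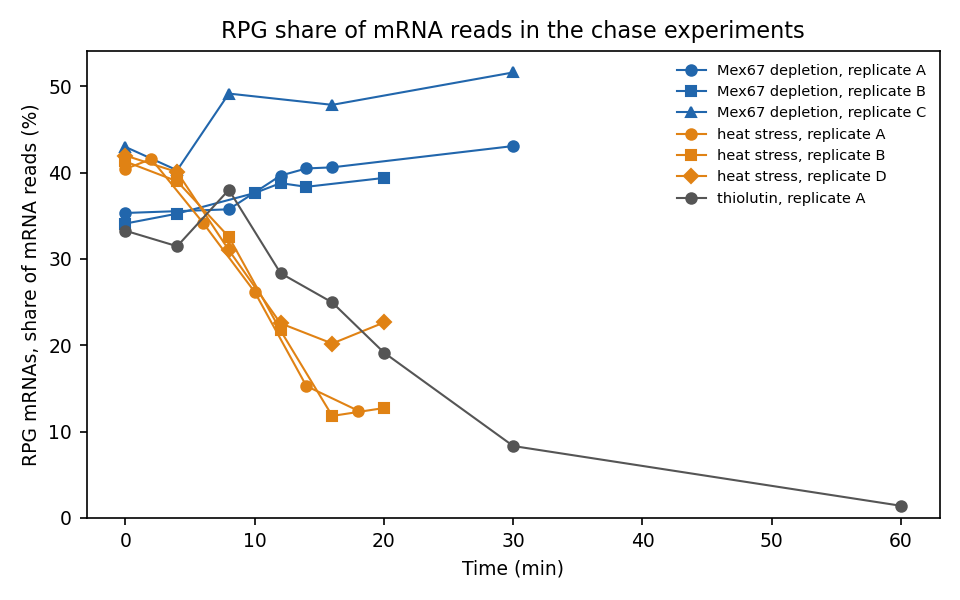
RPG mRNAs as a percentage of mRNA reads (y axis) against time in min (x axis), with 1 line per replicate of the Mex67-AA, heat stress and thiolutin chases. From the first to the last time point, the share falls in the heat stress and thiolutin chases, with a rise to 38.0% at 8 min of thiolutin. In Mex67-AA replicate A it goes from 35.3% to 43.1% at 30 min.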

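For RPG mRNAs, the median half-life was 9.38 min under heat stress (SD 1.95, n = 3 replicates; 129 mRNAs) and 12.2 min with thiolutin (1 replicate). The difference of the replicate medians between heat and Mex67 depletion was -35.0 min (exact two-sided permutation test, p = 0.1, the smallest p that 3 against 3 replicates allow). Without Mex67-AA replicate B it was -22.5 min. With negative constants kept, Mex67 depletion gave no median RPG half-life, and so no difference. The size of the RPG difference thus depends on the removal of increases. The other heat-repressed mRNAs had 8.42 min in the Mex67-AA chase (SD 0.776, n = 3), 4.63 min under heat (SD 1.11, n = 3) and 10.4 min with thiolutin. Between heat and Mex67 depletion they differed by -3.37 min (exact p = 0.1, same test), and by -0.336 min with negative constants kept (exact p = 1). RPG half-lives were longer with thiolutin than under heat by 2.63 min (1.72 min without heat replicate B), and shorter, at -2.94 min, when heat was limited to 10 min. The adenosine half-life of RPG mRNAs was 21.3 s under heat (SD 1.77, n = 3) and 40.7 s with thiolutin, and heat and Mex67 depletion differed by -8.63 s (exact two-sided permutation test, p = 0.1, the smallest possible). For the other heat-repressed mRNAs it was 14.1 s after Mex67 depletion (SD 1.67, n = 3), 17.4 s under heat (SD 7.29, n = 3) and 25.4 s with thiolutin. Heat and Mex67 depletion differed by 6.16 s here (exact p = 0.2, same test; 0.1 is the smallest possible), with 16.0, 17.8 and 29.4 s in the heat replicates A, B and D. Without replicate D, the difference was 1.98 s. With increases in tail length kept, the order of the RPG medians changed, to 49.1 s under heat and 36.6 s after Mex67 depletion, and the other heat-repressed mRNAs had 186 and 27.4 s.

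**Figure D4:**
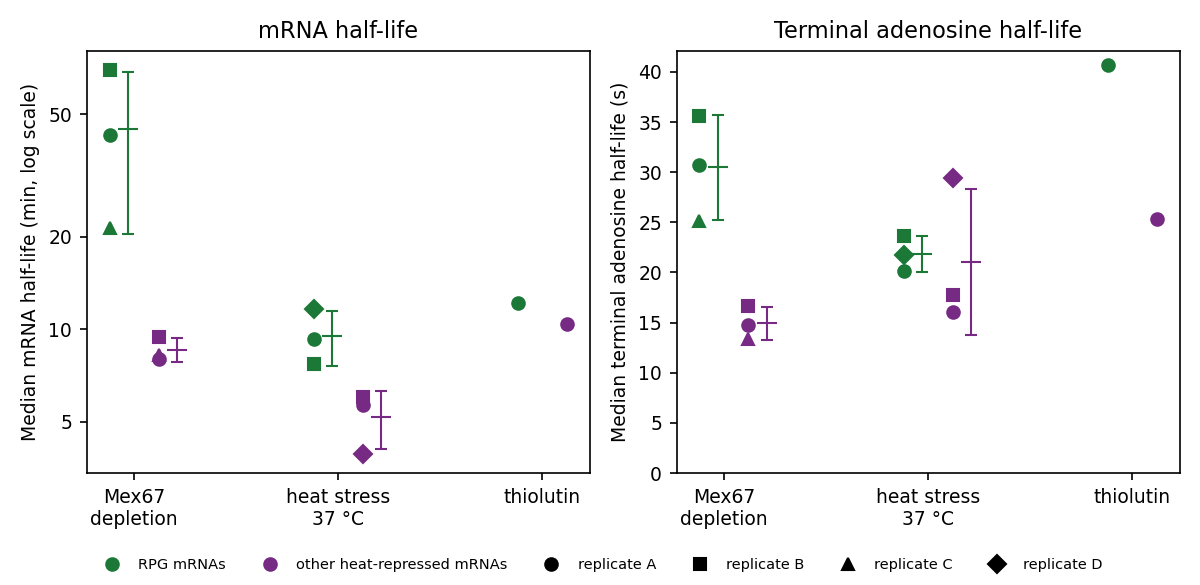
Left, median mRNA half-life (y axis, min, log scale), and right, median terminal adenosine half-life (y axis, s), of RPG mRNAs and other heat-repressed mRNAs in the Mex67-AA, heat stress and thiolutin chases (x axis). Points are replicates, with a marker shape for each, and bars are the mean ± SD; RPG half-lives lie between 7.72 and 11.6 min under heat and between 21.4 and 69.6 min in the Mex67-AA chase.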

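Single mRNAs differed in how far the half-life changed. NSR1 (chromosome VII, 806280 to 807799, minus strand) had half-lives of 10.5 ± 3.39 min with Mex67 depletion and 1.49 ± 0.471 min under heat (SD, n = 3 each), and 4.34 min with thiolutin. YEF3 (chromosome XII, 636698 to 640057, plus strand) had 109 ± 116, 6.81 ± 1.35 (SD, n = 3 each) and 10.2 min in the same order. For EGD1 (chromosome XVI, 481064 to 482007, minus strand) the values were 53.0 ± 27.0, 39.3 ± 19.1 (SD, n = 3 each) and 22.8 min, and those of Mex67 depletion and heat overlap within their spread. NOP3, listed together with the overlapping YDR433W on chromosome IV from 1328758 to 1330677 on the plus strand, had 41.2 ± 24.8 min (SD, n = 3) with Mex67 depletion, 73.5 ± 38.2 min (SD, n = 2) under heat and 47.0 min with thiolutin. Under heat, RPL21B had 7.22 ± 1.80 min, RPL36A 4.89 ± 0.981, RPS13 13.6 ± 3.11 and RPL28 17.1 ± 3.47 (SD, n = 3 each), against 8.34, 9.77, 11.4 and 11.5 min with thiolutin. After Mex67 depletion, the half-life of RPL21B was 48.6, 108 and 143 min and that of RPL36A 32.2, 69.0 and 25.3 min in replicates A, B and C. RPS13 had 28.9 min in A and 338 min in C, and RPL28 had 84.4 min in B and 7.91 min in C, the latter shorter than under heat. No half-life was obtained for RPS13 in B and for RPL28 in A. RPL21B and RPL36A have paralogs that can share their reads. From these chases and the blots and PCR of selected RPG mRNAs, the paper concludes that deadenylation and decay rates can be modulated by growth conditions.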

**Figure EV5:**
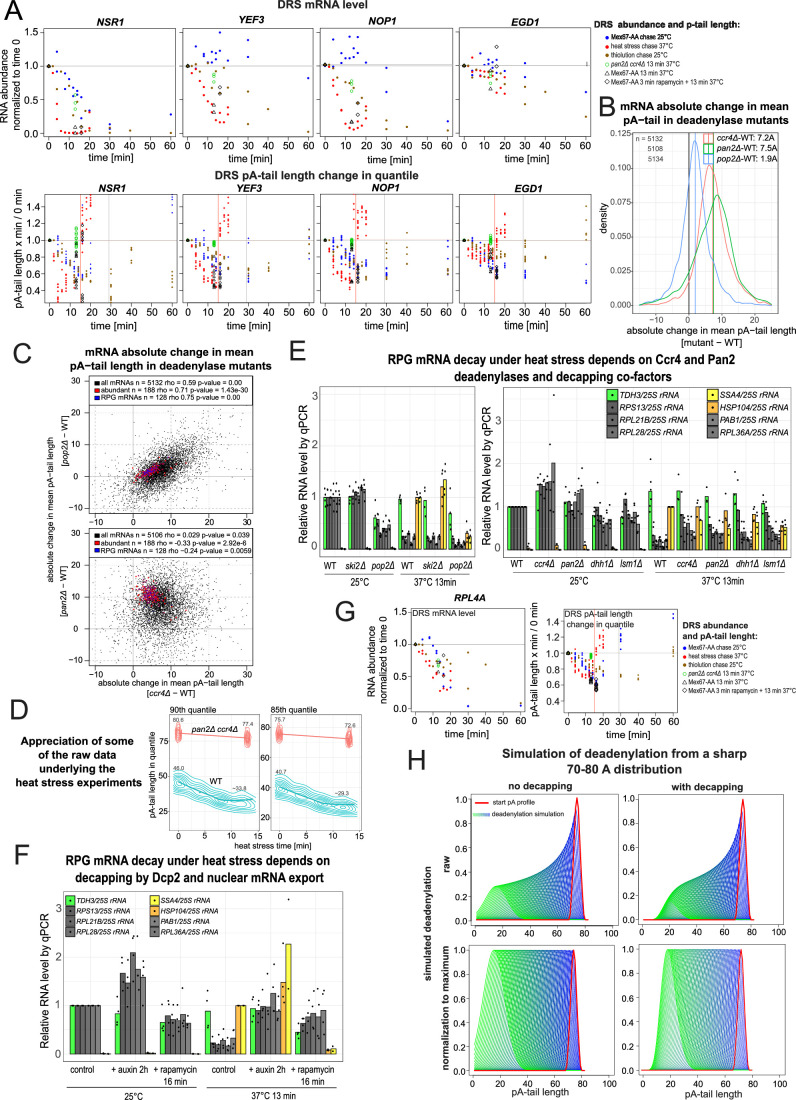
RPG and non-RPG mRNAs have altered deadenylation and decay rates during response to heat stress. (**A**) Series of graphs showing, in rows, the time-dependent and normalized to control changes in: (top) mRNA abundance by DRS, and (bottom) pA-tail length in upper quantiles (75–95^th^) for single RPG mRNAs: *NSR1*, *YEF 3*, *NOP3*, and *EGD1* in Mex67 depletion, heat stress 37 °C, and thiolutin 25 °C chase sequencing data. (**B**) Mean pA-tail lengths of individual mRNAs in wild-type cells were subtracted from the mean lengths observed in deadenylase mutants (*ccr4Δ* or *pan2Δ*, or *pop2Δ*) and displayed in the form of a density plot. The mean change in each strain is marked as a vertical line and specified in the figure legend. (**C**) Scatterplots showing the absolute change in mean pA-tail length in *ccr4Δ* - WT on the x-axis compared to *pop2Δ –* WT (top graph) or *pan2Δ –* WT (bottom graph) on the y-axis. Transcripts of high abundance or RPG mRNAs are highlighted in blue and red, respectively. Spearman’s rho coefficients and the number of mRNAs compared (n) are listed in each panel legend. (**D**) Plots displaying the raw pA-tail length density distribution of two example upper quantiles in the wild-type strain heat stress chase compared to the control and 13 min heat shock of a double *pan2Δ ccr4Δ* mutant strain. The plots present raw data also shown in Fig. 6E. The fitted lines are for orientation purposes only and connect the local maxima either with local or linear regression. (**E**) Abundance of selected RPG mRNAs normalized to *25S rRNA* in control or *ski2Δ*, *pop2Δ*, *ccr4Δ*, *pan2Δ*, *lsm1Δ*, and *dhh1Δ* cells at 25 °C compared to 13 min heat shock at 37 °C determined using reverse transcription coupled to qPCR. Single dots show biological replicate values used to calculate the mean. (**F**) Abundance of selected RPG mRNAs normalized to *25S rRNA* in a double Dcp2-AID and Mex67-AA strain under steady-state and after 13 min heat stress determined using reverse transcription coupled to qPCR. Prior to heat stress the strains were either treated with auxin for 2 h to deplete Dcp2 or with rapamycin for 3 min to deplete Mex67 prior (25 °C). Heat stress was conducted at 37 °C for 13 min. Single dots represent biological replicates. (**G**) Graphs showing for *RPL4A* (top) mRNA abundance by DRS, and (bottom) change in pA-tail length in upper quantiles (75–95th) normalized to control for Mex67 depletion, heat stress 37 °C, and thiolutin 25 °C chase sequencing data, along with point heat stress of *ccr4Δ pan2Δ* double mutant and cells Mex67-depleted 3 min prior to heat stress. (**H**) A theoretical pA-tail distribution of median 75As and low variance (red line) subjected to deadenylation simulation (series of blue and green lines). Artificial deadenylation was performed with and without inducing decapping, displayed with or without normalization to each distribution maximum value. Normalization to the maximum is shown to better display the systematic change in distribution variance and location of the maximum.

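Wild-type, ccr4Δ, pan2Δ and pop2Δ strains were sequenced without a time course. The labels list 8 wild-type, 6 ccr4Δ and 3 pan2Δ samples and 1 pop2Δ sample. The paper gives growth at 30 °C, as do the titles of the wild-type samples, while the other labels give 25 °C. The deposited tables hold 1 column per strain, so all values are the authors' pooled values and have no replicate spread. Appendix Table S4 lists 2 replicates of pop2Δ, and how many its column holds is not stated. Without ENO2, the wild-type pool held 5504907 reads, of which 588132 are on names without coordinates, the ccr4Δ pool 2346311, the pan2Δ pool 2888544 and the pop2Δ column 348649. The deleted genes were nearly absent from their own strain. CCR4 (chromosome I, 110620 to 113435, minus strand) had 10 reads in ccr4Δ, PAN2 (chromosome VII, 330976 to 334663, minus strand) 2 in pan2Δ, and POP2 (chromosome XIV, 719361 to 720776, minus strand) 1 in pop2Δ, against 165, 176 and 302 reads in the wild type. Strains were compared over 3812 mRNAs with at least 10 reads in all of them.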

To delve deeper into the functional relationship between deadenylation and decapping/decay, we investigated the relative catalytic contributions of the three deadenylase catalytic subunits expressed in budding yeast cells. The Pan2/3 complex harbors one enzyme, Pan2, whereas the multisubunit Ccr4-NOT complex contains two deadenylases, Ccr4 and Pop2. 

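The median of the mean tail was 40.8 adenosines in the wild type, 47.9 in ccr4Δ, 46.6 in pan2Δ and 41.4 in pop2Δ. The difference from the wild type was 7.09 adenosines in ccr4Δ, with 96.8% of the mRNAs longer, 5.83 in pan2Δ, with 87.9% longer, and 0.629 in pop2Δ, with 55.3% longer. The mean of the changes of single mRNAs was 6.72, 5.74 and 0.955 adenosines in the same order. Weighted by reads, the differences were 5.28, 7.76 and 2.40 adenosines, so that pan2Δ then had a larger difference than ccr4Δ.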

We examined adenylation changes across the entire transcriptome profile and found that pA-tail lengths exhibited greater alterations in *pan2Δ* or *ccr4Δ* cells (on average by more than seven As for both; Tudek et al, 2021) than in the *pop2Δ* mutant (1.9 As; Fig. EV5B). 

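The changes in mean tail relative to the wild type had a Spearman rho of 0.457 between ccr4Δ and pop2Δ (3848 mRNAs), 0.149 between ccr4Δ and pan2Δ (4799 mRNAs) and 0.176 between pan2Δ and pop2Δ (3815 mRNAs). The strains share the wild-type pool, and 100 simulated draws without any change gave 0.184 (0.135 to 0.220), 0.300 (0.265 to 0.341) and 0.167 (0.129 to 0.203). Of these comparisons, ccr4Δ with pop2Δ lay above the simulated range, ccr4Δ with pan2Δ below it and pan2Δ with pop2Δ within it. The draws held only the error of sampling reads. Differences between cultures were not simulated, so the ranges may be too narrow. Across RPG mRNAs, the rho was 0.681 for ccr4Δ with pop2Δ, -0.163 for ccr4Δ with pan2Δ and -0.208 for pan2Δ with pop2Δ. For these mRNAs, the draws without a change gave 0.129 (-0.088 to 0.384), 0.311 (0.066 to 0.498) and 0.125 (-0.115 to 0.343), so that the first value lay above them and the others below. The relations are across mRNAs, which are not independent replicates.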

Importantly, pA-tail length changes in *pop2Δ* and *ccr4Δ*, rather than *pan2Δ* and *ccr4Δ*, were highly correlated (Fig. EV5C), clearly indicating that Pop2 and Ccr4 both target similar transcripts within the same complex, even though Pop2’s contribution to deadenylation was minor. Therefore, we conclude that Ccr4 and Pan2 are the primary cellular deadenylases in budding yeast (Tudek et al, 2021).

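At the ends of the tail distribution, the strains differed in another order. The 5th percentile of the median mRNA was 13.0 adenosines in the wild type, 25.0 in ccr4Δ, 15.0 in pan2Δ and 19.0 in pop2Δ. The 95th percentile was 74.9 adenosines in ccr4Δ, close to the wild type with 74.85, while it was 84.0 in pan2Δ and, below the wild type, 67.9 in pop2Δ. From the larger tail changes in pan2Δ and ccr4Δ than in pop2Δ, and from the correlation of pop2Δ with ccr4Δ, the paper concludes that Ccr4 and Pan2 are the main deadenylases.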

Next, we investigated the roles of Ccr4 and Pan2 in RPG mRNA deadenylation and decay during heat stress. 

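For 128 RPG mRNAs, the median of the mean tail was 30.4 adenosines in the wild type, 34.4 in ccr4Δ and 37.7 in pan2Δ. The mean tail was longer in pan2Δ than in ccr4Δ for 118 of these mRNAs (92.2%), with a median difference of 3.32 adenosines. For 4671 other mRNAs, the medians were 49.1 adenosines in ccr4Δ and 47.4 in pan2Δ, and 45.4% were longer in pan2Δ.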

Under steady-state conditions, RPG mRNA pA-tails were longer in *pan2Δ* cells compared to *ccr4Δ* (Fig. 6H; Tudek et al, 2021), suggesting these mRNAs are often targeted by the Pan2/3 complex. However, in a double *pan2Δ ccr4Δ* strain, mean pA-tail lengths were ~60.73 A, with the 5^th^ and 95^th^ quantiles at 40.08 and 90.89 adenosines, respectively (Fig. 6H). We concluded that very little, if any, deadenylation occurs in the cytoplasm of a double *pan2Δ ccr4Δ* strain because previous research indicated that the newly produced pA-tail in the nucleus are 60 As long with fail-safe mechanisms that limit adenylation by Pap1 to 90 adenosines (Turtola et al, 2021). We further tested this conclusion by comparing pA-tail lengths of a *ccr4Δ pan2Δ* mutants grown under steady-state conditions to those after a 13 min exposure to heat stress. While wild-type RPG pA-tails were significantly shortened compared to controls (Fig. 6E: yellow chase curve), minimal deadenylation levels were observed in the double *pan2Δ ccr4Δ* strain (Fig. 6E: compare black triangle to control; some underlying raw data Fig. EV5D). This confirmed that both deadenylases are required to shorten RPG mRNAs pA-tails during heat stress. Strikingly, RPG mRNAs in heat-shocked *pan2Δ ccr4Δ* cells were still degraded. The decay rate was similar to conditions in which wild-type cells were treated with thiolutin at 25 °C (Fig. 6D; compare the black triangle designating the *ccr4Δ pan2Δ* mutant to the green thiolutin chase curve). This observation suggested that decapping and subsequent decay can occur on long-tailed mRNAs, challenging the strictly causal link between mRNA deadenylation and decay. We also found that RPG mRNA decay was delayed in both single *pan2Δ* or *ccr4Δ* mutant strains, heat-stressed for 13 min (Fig. EV5E), further confirming that both deadenylase complexes contribute independently to the decay process. In contrast, the loss of *POP2* had no notable effects on RPG mRNA decay dynamics, underscoring the minor role of this deadenylase in decapping/decay (Fig. EV5E). Thus, we concluded that in a wild-type strain, accelerated deadenylation by either Pan2 or Ccr4 stimulates RPG mRNA decay under heat stress, however it is not critical for decapping and degradation. Notably, the observation that decay is not completely inhibited when deadenylation is blocked explains the viability of the double *ccr4Δ pan2Δ* mutant (Fig. 6I).

Finally, we explored additional factors potentially triggering RPG mRNA decay beyond deadenylation. Initially, we considered the role of exosome-mediated 3’–5’ decay that could be triggered by changes in the translation machinery at high temperatures. However, we ruled this out because the deletion of the exosome-associated helicase Ski2 did not inhibit RPG mRNA decay (Fig. EV5E; Tomecki et al, 2023). Instead, we observed that RPG mRNA decay under heat stress was strongly inhibited by the depletion of Dcp2 (Fig. EV5F) as well as the deletion of the decapping co-factors *DHH1* and *LSM1* (Fig. EV5E). Next, we investigated whether mRNA export affects decay by blocking export 3 min before applying heat stress. 

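The labels list 2 Mex67-AA samples at 25 °C without rapamycin and 2 that were kept at 37 °C for 13 min after rapamycin, 16 min of rapamycin in total. Both conditions are deposited as pooled columns, with 3304081 and 2457870 reads without ENO2, and have no replicate spread. The name of the heated column gives another temperature, and that of the paper and labels was used. The pooled column at 25 °C equals the sum of the controls of replicates A and B of the Mex67-AA chase for 7161 of its 7161 transcripts, so it is not independent of that chase. Abundance was compared as the share of mRNA reads, and tails as the mean of the 5 upper quantiles in mRNAs with at least 10 reads in both pools.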

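RPG mRNAs took 34.9% of the mRNA reads at 25 °C (95% Clopper-Pearson interval 34.9 to 35.0%) and 41.1% (41.0 to 41.1%) after heat in export-blocked cells, a log2 ratio of 0.23. Per mRNA, the median log2 change was 0.093 over 127 RPG mRNAs, of which 53 had a lower fraction and 12 a fraction lower than 50% of the control. For 384 other heat-repressed mRNAs the median log2 change was -2.14, and for all 4727 mRNAs it was -1.63. In the heat stress chase without export block, the median RPG change was -1.49 at 14 min in replicate A, -0.95 at 12 min in replicate B and -0.92 at 12 min in replicate D. In the Mex67-AA chase it was 0.17 at 16 min, 0.15 at 14 min and 0.11 at 16 min in replicates A, B and C. The pooled value thus lay near the Mex67-AA replicates and outside the range of the heat replicates, which is a comparison with no test because the pool has no spread. All of these are fractions of a library, which do not show the amount of an mRNA per cell.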

We observed that the decay of most RPG mRNAs was completely inhibited under these conditions (Fig. 6D: density around the median blue dot clustered at the level of its control, similarly to the entire Mex67-AA chase marked with a blue line; Figs. 6D and EV5F). This was surprising, as only a few RPG mRNAs decayed efficiently without export (e.g., *RPL4A*; Fig. EV5G). However, deadenylation of RPG mRNAs was accelerated under heat stress regardless of whether cells were export-blocked or not (Fig. 6E: compare density clusters around the blue and red dot representing export-blocked and wild-type cells to the heat stress chase curve marked in yellow).

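RPL4A had 17914 reads at 25 °C and 8437 after heat in export-blocked cells, or 5422 and 3433 reads per 1000000. Its mean tail was 34.9 adenosines before and 21.1 after. Reads of RPL4A can be split with RPL4B.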

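The mean of the upper quantiles of the median RPG mRNA was 43.0 adenosines at 25 °C and 26.5 after heat in export-blocked cells, a change of -16.5 over 126 mRNAs. Over all 3459 mRNAs it went from 55.9 to 41.2 adenosines. At the 50th percentile, the RPG change was -8.00 adenosines, the largest shift among the alternatives. From the inhibited decay of RPG mRNAs in export-blocked cells, the paper concludes that their deadenylation-independent decay under heat depends on ongoing export.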

In sum, we showed that during the heat response for RPG mRNA, both deadenylation and degradation are enhanced. However, under these specific conditions, deadenylation is not essential for decay. This deadenylation-independent pathway is strictly dependent on ongoing mRNA export. Altogether, our results suggest that whereas at the transcriptome-wide level, deadenylation and decay are strongly linked, functionally they can be uncoupled under specific stress conditions (Figs. 5E,F and 6J).

## Discussion

The causal link between deadenylation and decapping is axiomatic to the cytoplasmic mRNA decay model. There are many transcriptomic estimates of mRNA decapping and degradation rates in yeast (Miller et al, 2011; Neymotin et al, 2014; Chan et al, 2018; Presnyak et al, 2015), however, attempts to model deadenylation are rare and limited to higher eukaryotes (Eisen et al, 2020). Here, we provide the first numerical model for deadenylation in budding yeast, which enabled high-precision estimation of the transcriptomic deadenylation rate of 10 A/min.

Our numerical model for deadenylation-dependent decay is based on a modified gamma distribution, used to describe experimental pA-tail length profiles. The *tanh(0.096·N*_*A*_*)* formula inserted into the classical gamma distribution accounted for both the biological effects of the Pab1 function in protecting mRNA from decapping and in stimulating deadenylation. Specifically, stimulation of deadenylation occurs when multimeric Pab1 binds to long polyadenosine tails, whereas the protective function associated with monomeric Pab1 is lost when pA-tails are shorter than 20 As. This model is supported by previous in vitro and structural data, along with early in vivo studies performed on reporter mRNAs (Schäfer et al, 2019; Yi et al, 2018; Webster et al, 2018; Caponigro and Parker, 1995). In our study, we confirmed the essential role of Pab1 in mRNA deadenylation in vivo. The decapping onset set at a pA-tail length of 20 As is consistent with previous estimates in higher eukaryotes derived from PAL-seq2 data (Eisen et al, 2020), which we independently validated using Dcp2 or Xrn1 degron strains. Importantly, this does not negate the occurrence of deadenylation-independent decapping on specific mRNAs, particularly those that are translationally compromised (Tomecki et al, 2023). However, such aberrant transcripts are scarce compared to the functional coding transcriptome and do not constitute a mass large enough to distort the whole-transcriptome deadenylation profile. Therefore, the model does not account for those mRNA quality control events but does not exclude their existence.

Our model reveals a constant transcriptomic deadenylation rate of ten adenines per minute. This rate represents the average across the transcriptome, although individual transcripts can exhibit varying deadenylation rates. This variability is best highlighted by our in silico deadenylation simulation using a narrow pA-tail distribution (akin to a short transcription burst), which shows a gradual increase in distribution variance over time (Fig. EV5H). Although our model does not explicitly differentiate between individual mRNAs, this simulation highlights the potential for transcript-specific deadenylation rates. Notably, the precise role of Pab1 in deadenylation, particularly the function of each RNA recognition motif, cannot be fully modeled due to these complexities. The deadenylation rate holds significant implications for mRNA decapping-decay rates. For the first time we show that the in vivo time required to sufficiently shorten the pA-tail to remove the last Pab1 can explain mRNA half-life times (decapping onset) in budding yeast. Newly synthesized pA-tails typically range from 60 adenosines to a maximum of 200 (Tudek et al, 2021; Turtola et al, 2021). Decapping is likely induced on tails shorter than 20 adenosines, implying that a minimum of 50–40 adenosines must be removed before decapping, a process that likely occurs within minutes. This time frame aligns with the median mRNA half-life of 9 min, suggesting that deadenylation may be slightly faster than decay. Any differences may stem from the time required to export the newly synthesized mRNA out of the nucleus, which effectively extends its lifetime (Dargemont and Kühn, 1992; Mor et al, 2010; Bahar Halpern et al, 2015), although technical considerations cannot be ruled out.

In our study, we also present a simple method for calculating mRNA deadenylation rates based on quantiles of the pA-tail distribution. This approach allows for the estimation of deadenylation rates from small datasets (representing the pA-tail length distributions of individual transcripts) with an accuracy comparable to that of the modified gamma numerical model. This method was instrumental in unveiling several important biological observations. We established the link between codon optimality and deadenylation at the transcriptomic level, which has previously only been observed in reporter mRNAs (Presnyak et al, 2015). We also explored the longstanding hypothesis regarding a causal link between deadenylation and decapping using a model group of RPG mRNAs. We showed that under heat stress, deadenylation can accelerate, thereby shortening mRNA half-lives, which supports the classic deadenylation-decapping model. However, we also showed that deadenylation is not a prerequisite for decapping/decay, but rather serves as a major stimulatory factor. This is supported by our comprehensive analyses under stress conditions, revealing that inhibition of cytoplasmic deadenylation can lead to decapping on mRNAs with long pA-tails, suggesting the existence of additional regulatory mechanisms that can induce decapping independent of deadenylation. Specifically, for RPG mRNAs, one such mechanism appears to be linked to ongoing nuclear export. Clearly, additional research is necessary to unveil the molecular mechanisms governing the regulation of deadenylation and decapping rates. Although some mechanisms may be temperature-sensitive, where a rise in temperature boosts any enzymes’ activity, others are presumably specific to transcript groups. In particular, RPG mRNAs and many other housekeeping transcripts exhibit longer lifespans compared to the transcriptomic median (Miller et al, 2011; Neymotin et al, 2014; Chan et al, 2018; Presnyak et al, 2015). Preserving the lifespan of mRNAs encoding essential cellular components, regardless of growth conditions, is likely advantageous to reduce the energy cost associated with mRNA synthesis.

## Methods

**Table:** Reagents and tools table

Reagent/resource	Reference or source	Identifier or catalog number
**Experimental models**		
*Saccharomyces cerevisiae* wild-type W303 and its derivatives	Appendix Table S1 page 10	Appendix Table S1 page 10
**Recombinant DNA**		
pUC57	Addgene	https://www.addgene.org/vector-database/4509/
pET-28 b (+)	Addgene	https://www.addgene.org/vector-database/2566/
**Antibodies**		
Anti-FLAG	Sigma	F1804 (RRID:AB_262044)
Anti-PGK1	Novex LifeTechnology	discontinued
Anti-Pab1	Santa Cruz	sc57953 (RRID:AB_672248)
Anti-Rpb3: 1Y26	Abcam	ab81859
Goat Anti-Mouse IgG, H&L Chain Specific Peroxidase Conjugate	Merck	401215-2 ML
Goat Anti-Rabbit IgG, H&L Chain Specific Peroxidase Conjugate	Merck	401393-2 ML
**Oligonucleotides and other sequence-based reagents**		
Oligonucleotide list	Appendix Table S2 page 11	Appendix Table S2 page 11
**Chemicals, enzymes, and other reagents**		
Auxin sodium salt	Merck	I5148-2G
Chloroform was added	Sigma	C2432
Dynabeads™ Oligo(dT)_25_	LifeTechnology	61005
1-Naphthaleneacetic acid (1-NAA)	Merck	N0640-25G
Phenol solution saturated with 0.1 M citrate at pH 4.3	Sigma	P4682
Platinum SYBR™ Green qPCR SuperMix-UDG	LifeTechnology	11733046
Rapamycin	Cayman Chemicals	13346
RNase A	LifeTechnology	R1253
RNase H	New England Biolabs	M0523
RNase T1	LifeTechnology	EN0542
RT qPCR Mix SYBR	A&A Biotechnology	2008-1000
RiboLock RNase inhibitor	LifeTechnology	EO 0382
SuperScript IV reverse transcriptase	LifeTechnologies	18090050
Thiolutin	Sigma	T3450
T4 RNA Ligase	LifeTechnologies	EL0021
ULTRA-Hyb Oligo Hybridization buffer	Invitrogen	AM8663
[5’-32P]pCp (3000 Ci/mmol, 10 mCi/ml)	Hartmann Analytic	https://www.hartmann-analytic.de/gamma-p32-atp-3000-ci-mmol-10-mci-ml-fp-301.html
**Software**		
Code to estimate the *γ_shape* and *γ_rate* parameters of the modified gamma distribution based on experimental distributions	Mendeley data and Appendix section 5 page 27	10.17632/2j3hh37zzs.1 and Appendix section 5 page 27
Guppy	Oxford Nanopore Technology (ONT)	versions listed in Dataset EV2 (4.4.1; 5.0.11; 6.0.0)
ImageJ software	https://imagej.net/	versin 1.50i version 1.54j
Inkscape	https://inkscape.org/	version 1.3.2
Minimap2	https://github.com/lh3/minmap2	version 2.17
Nanopolish polya	https://github.com/jts/nanopolish	versions listed in Dataset EV2
Origin	www.originlab.com	version 10.0
R	The R Foundation for Statistical Computing https://www.r-project.org/	version 3.6.2 (2019-12-12) version R-4.2.1 (2022-06-23) version R-4.4.1 (2024-06-14)
RStudio	https://posit.co/products/open-source/rstudio/	version 1.2.5033 for Mac, 4.2.3, RStudio Team, 2019 version 2024.042 build 764 for Windows, Posit team, 2024
**Other**		
Direct RNA Sequencing kit	Oxford Nanopore Technology (ONT)	SQK-RNA002
FLA 9000 scanner	N/A	N/A
Hybond-N+ membrane	GE Healthcare	RPN303B
LightCycler LC480 Roche	Roche	N/A
Nitrocellulose membrane	Bio-Rad	1620112
PhosphorImager screen	FujiFilm	N/A
Whatman paper	Bio-Rad	1703967

### Yeast culture conditions

Yeast cultures were prepared in YPDA media. The Mex67-AA and thiolutin chase experiments were conducted at 25 °C. To deplete Mex67 using the Anchor-Away tag (Haruki et al, 2008) rapamycin (Cayman Chemicals cat. no. 13346) was added to a final concentration of 1 μg/ml. The heat stress chase experiment was performed by pre-culturing cells at 25 °C and adding an equal volume of media pre-heated to 51 °C, resulting in a final temperature of 37 °C, which was maintained by culture incubation in a waterbath. Treatment with thiolutin (Sigma; T3450) was performed by adding the compound to a final concentration of 4 ug/ml. Samples for all chase experiments were collected by mixing the cell culture with an equal volume of ice-cold ethanol, which inactivates cellular metabolism. To deplete Xrn1 and Dcp2 using AID tags (Nishimura et al, 2009; Morawska and Ulrich, 2013), 1-Naphthaleneacetic acid (1-NAA; N0640-25G, Merck) was added to a final concentration of 1 mM. Pab1 depletion using the AID system involved adding auxin sodium salt (I5148-2G; Merck) to a final concentration of 1–3 mM. Yeast strains used in this study are listed in Appendix Table S1.

### RNA extraction

RNA extraction was performed using the hot acid phenol method. Cell pellets were resuspended in 400 μl phenol solution saturated with 0.1 M citrate at pH 4.3 (Sigma; P4682), followed by the addition of 400 μl of TES buffer (10 mM Tris pH 7.5, 5 mM EDTA, 1% SDS). Samples were vortexed for 45 min at 65 °C, then centrifuged at 4 °C for 10 min. The supernatant was transferred to a fresh tube, and 400 μl phenol solution saturated with 0.1 M citrate at pH 4.3 was added. The samples were again vortexed for 20 min at 65 °C and then centrifuged at 4 °C for 10 min. The supernatant was transferred to a fresh tube and 400 μl of chloroform was added (C2432; Sigma). The samples were briefly vortexed at room temperature to remove phenol, and centrifuged at 4 °C for 10 min. The supernatant was transferred to a fresh tube; 45 μl of 2 M LiCl was added and 1 ml of 95% ethanol. Samples were precipitated at −80 °C for at least 30 min, then centrifuged at 4 °C for 25 min, washed with 400 μl of 80% ethanol, and dried at 37 °C after removing the supernatant. Pellets were resuspended in nuclease-free water, and RNA concentration was measured using a Nanodrop apparatus.

### Enrichment of the pA^+^ fraction for sequencing library preparation and qPCR analyses

The pA^+^ fraction was prepared using magnetic beads coupled to oligo-dT from LifeTechnologies (61005). 35 μg of total RNA was resuspended in 50 μl of nuclease-free water. The RNA was mixed with 50 μl of binding buffer (20 mM Tris-HCl, ph 7.5, 1 M LiCl, 2 mM EDTA) and denatured for 2 min at 65 °C before cooling on ice. In total, 100 μl of slurry beads per 35 μg of total RNA was pre-washed three times in 1 ml of binding buffer and resuspended in 50 μl of binding buffer per sample. The beads were added to the denatured RNA and incubated at room temperature with occasional shaking for 20 min. The supernatant was removed, and beads were washed twice with 100 μl of wash buffer (10 mM Tris-HCl pH 7.5, 150 mM LiCl, 1 mM EDTA) and after removing any remnants of wash buffer, resuspended in 12 μl of nuclease-free water. The beads were then incubated for 2 min at 80 °C, and the supernatant removed from the beads was utilized for sequencing library preparation and/or qPCR analyses as the pA^+^ fraction. Oligonucleotides used in this study are listed in Appendix Table S2.

### Nanopore sequencing

DRS libraries were prepared using a Direct RNA Sequencing kit (ONT—Oxford Nanopore Technology, SQK-RNA002) according to the manufacturer’s instructions, using 50–200 ng oligo-dT_(25)_-enriched mRNA from *Saccharomyces cerevisiae* yeast mixed with cap-enriched or total RNA from other organisms (human, mouse, *A. thaliana*, or *C. elegans*), as described in Bilska et al (2020). Raw data were basecalled using Guppy (ONT). The raw sequencing data files (fast5) were deposited at the European Nucleotide Archive (ENA; for a list of accession numbers, see Dataset EV2).

### Bioinformatic analysis

#### pA-tail length determination

DRS reads were mapped to the custom *S. cerevisiae* transcriptome described in Tudek et al (2021) using Minimap2 2.17 with options -k 14 -ax map-ont –secondary = no. These alignments were processed with samtools 1.9 to filter out supplementary alignments and reads mapping to the reverse strand (samtools view -b -F 2320). Any unmapped reads were filtered out and discarded from analysis. Poly(A) tail lengths for each read were estimated using the Nanopolish 0.13.2 polya function and only length estimates with the QC tag reported as PASS were considered in subsequent analyses (see “Quality Control details” in Appendix). Since the replicates strongly correlated with one another, unless otherwise indicated, samples from the same condition were analyzed together. Changes in mean/median pA-tail length and mRNA abundance were analyzed using R. Tables with the number of counts, mean, median, geometric mean pA-tail lengths, and quantiles are deposited at Mendeley data (10.17632/2j3hh37zzs.1).

### Modeling of the transcriptomic pA-tail distribution using the modified gamma distribution

#### Modification to the standard gamma distribution

The numeric model is based on the standard two-parameter gamma distribution, which has been widely used in life-testing for decades (Gupta and Groll, 1961):

1 $$p(x) \sim {x}^{a}\cdot {e}^{-b\, \cdot \, x}$$

where *b* reflects the rate of asymptotic exponential decay of the analyzed process, and *a* characterizes the shape of the distribution. The mean of the distribution is *(a* + *1)/b*, and its maximum is located at *a/b* (note that *x* does not necessarily denote time flow).

The pre-exponent factor in the model was further modified to quantitatively describe the limited contribution of RNA protection by the polyA-binding protein Pab1. We assumed that Pab1 recognizes n succeeding adenosine residues, with the free energy of interaction being identical and additive for each residue. This assumption implies an interaction with indistinguishable independent objects. Such a model has already been developed for the analogous problem of the n-spin system in the Mean Field Theory (Albert and Barabási, 2002; Kadanoff, 2009) in the form of:

2 $$p(n) \sim tanh (\beta \cdot n)$$

where *n* is the number of objects, and *β* characterizes the strength of individual interaction with the external field (here Pab1); formally, *β* = Δ*G*/*RT*, where Δ*G* is the free energy of interaction, *T* is temperature, and *R* is the gas constant (8.13 J·K/mol). Combining the two above equations leads to the three-parameter modified gamma distribution expressed as:

3 $$p(i) \sim {(tanh (\beta \cdot i))}^{\gamma {{{\rm{\_}}}}{shape}}\cdot {e}^{-\gamma {{{\rm{\_}}}}{rate}\, \cdot \, i}$$

where *i* is the number of adenosine residues in the pA-tail, and *β* was roughly estimated at 0.096. The latter number implies that ~20 succeeding adenosine residues saturate the interaction (tanh(20* 0.96) = *0.96*). As such, Pab1 recognizes approximately 20 residues of the pA-tail (see Fig. 4A), consistent with previous in vitro footprint experiments (Webster et al, 2018; Baer and Kornberg, 1980; Schäfer et al, 2019). The *γ_rate* parameter should be interpreted as the apparent asymptotic proportion within the pA-tail, where p = *e*^-*γ_rate*^ represents the ratio of abundance between two pA-tails differing in length by a single adenosine residue. There is no direct interpretation for the *γ_shape* parameter. However, comparing the gamma distribution to the Erlang one (in which parameter *a* in Eq. (1) is an integer), *γ_shape* + *1* in Eq. (3) roughly reflects the number of critical events leading to RNA degradation (e.g., removal of individual Pab1, a relatively slow process, and rapid decapping coupled to degradation).

#### Estimation of *γ_shape* and *γ_rate* parameters from experimental distributions

For each experimental pA-tail distribution from the Mex67-depletion chase, the parameters of Eq. (3) (i.e., *γ_shape* and *γ_rate*) were fitted using the Nonlinear Least Squares procedure (nls) implemented in R (version 4.2.3; www.r-project.org). The procedure code in R and the table containing the list of modified gamma parameters are deposited at Mendeley data (10.17632/2j3hh37zzs.1) and also included in the publication’s Appendix file (Appendix Table S3). The graphical output generated as a pdf file is exclusively deposited at Mendeley. Please refer to the instruction in the Appendix section 1.8 for further code modifications necessary to adapt the code to other datasets. The time dependence of the *γ_shape* and *γ_rate* parameters was further analyzed in R using a linear model. In addition, the time evolution of the pA-tail distributions was illustrated as a 3D graph using Origin (version 10.0; www.originlab.com), assuming a linear time dependence of the *γ_shape* and *γ_rate* parameters.

#### Estimation of newly made mRNA pA-tail profiles

New mRNA pA-tail profiles, depicted as blue lines in Figs. 4C and EV2B, were generated by subtracting the modified gamma distribution from the experimental pA-tail profile and subsequent log2-fitting. This procedure was applied to all Mex67-AA distributions but yielded significant estimates of new mRNA production only in control samples (compare control distributions in Fig. 4C to profiles obtained after Mex67 depletion in EV2B and refer to graphs deposited at Mendeley data: 10.17632/2j3hh37zzs.1). This confirms the previously observed decrease in transcript synthesis determined using 4tU-labeling (Tudek et al, 2018; Schmid et al, 2018).

#### Modeling the pA-tail degradation kinetics

Let us consider a population of RNAs with specific of pA-tail lengths of *i* equal to *x*_*i*_, and assume that the microscopic deadenylation rate, *k*, is universal, i.e., does not substantially depend on either the length of a pA-tail or on time. The time evolution of the pA-tails’ population can therefore be described by a system of *N* differential equations, with initial conditions x_i_(*t* = 0) = *n*(*i*).

4 $${{dx}}_{i}/{dt}=-k\cdot {x}_{i}+k\cdot {x}_{i+1}$$

In the above Eq. (4), the factor *‘–k·x*_*i*_*’* describes the deadenylation of a particular pA-tail of length *i*. In addition, the deadenylation of the pA-tail of the length *i* + *1* contributes to the apparent recovery of the pA-tail of the length *i* (factor *‘+k·x*_*i+1*_*’*).

This system of differential equations can be solvable analytically, leading to the Eq. (5):

5 $${x}_{i}(t)={e}^{-\alpha }\cdot {\sum}_{j=i}^{N}(n(j)\cdot {\alpha }^{\left(j-i\right)}/(j-i)!)$$

where the parameter *α*, equaling *k·t*, is the dimensionless scaling factor, and *N* represents the maximal length of a pA-tail.

Equation (5) enabled the in silico evolution of any initial pA-tail distribution (Figs. EV3D and EV5H). However, according to Eq. (5), the accumulation of short-tail RNAs is expected, which is not observed experimentally due to an accelerated degradation of non-protected RNAs. The latter phenomenon is incorporated into the model as the consequence of the removal of the last Pab1, arbitrarily taken into account following Eq. (2):

6 $${x}_{i}(t)={(tanh (\beta \cdot i))}^{\alpha }\cdot {e}^{-\alpha }\cdot {\sum}_{j=i}^{N}({n}_{k}\cdot {\alpha }^{\left(j-i\right)}/(j-i)!)$$

The final model demonstrating the evolution of the pA-tail distribution is depicted in Figs. EV3D and EV5H. In Fig. EV3D, the initial distribution is the same as the one in Fig. EV1E replicate A. In Fig. EV5H, the model is tested on a theoretically sharp distribution akin to a short transcription burst. In Fig. EV3D, subsequent distributions resemble properties observed experimentally for replicate A. Comparing a series of uniformly sampled distributions (e.g., for *α* = 0, 1, 2, 3, 4,…) evolved from the initial experimental distribution (at *t* = 0*/α* = 0) with subsequent experimental ones (Fig. EV3E) facilitates the estimation of the microscopic rate *k*, denotes by the ratio *α*_*best*_/t, i.e., the slope of a line illustrated in Fig. EV3E, where *α*_*best*_ identifies the in silico-derived distribution closest to the experimental one.

#### Relation between enzymatic microscopic and apparent deadenylation rates

Since the experimental pA-tail distribution can be sufficiently described by the modified gamma distribution (Eq. (3)), for long enough tails (i.e., where *tanh(β·i)* ≈ 1), the ratio of populations of two “subsequent” pA-tails, *n*_*i+1*_*/n*_*i*_, remains constant, equaling *p* = *e*^*-γ_rate*^. Under these assumptions, Eq. (6) can be simplified to:

7 $${x}_{i}(t)={e}^{-k\, \cdot t}\cdot {\sum}_{j=i}^{N}({n}_{i}\cdot {(p\cdot k\cdot t)}^{(j-i)}/(j-i)!)\approx {n}_{i}\cdot {e}^{-k\, \cdot \, t\, \cdot \, (1-p)}$$

Therefore, the exponential decay of the RNA population carrying a specific pA-tail length is expected with the apparent decay rate, *k*_*app*_, substantially lower than the microscopic rate of enzymatic deadenylation, k:

8 $${k}_{{app}}=k\cdot (1-p)=k\cdot (1-{e}^{-\gamma {{{\rm{\_}}}}{rate}})$$

### Modeling of decay and quantile deadenylation rates

#### Normalization of RNA abundance

Initially, sequencing data were normalized to mitigate the impact of unequal library sizes. *ENO2* transcript counts were removed from the raw datasets as in some datasets they were sourced by libraries unrelated to the project (used as artificially synthesized spike-in). The abundance of this transcript often introduced unwanted bias to RNA level quantification. For decay modeling, the transcript levels were normalized across chase datasets. First, absent raw counts (NA values) were substituted with 0.01. Second, count levels were adjusted based on library size. These data were used to calculate decay rates.

#### Data quality control and filtering for decay and deadenylation modeling

The Appendix file, along with Appendix Figs. S3 and S4 and Appendix Table S4, details the quality control procedures and outlines the strategy for decay and quantile deadenylation. Briefly, data were filtered to calculate decay and quantile deadenylation rates. Initially, all quantile estimates derived from less than 10 counts were discarded due to low estimation quality for quantiles and medians. Next, all values representing mRNA abundance or quantile pA-tail length greater than the reference were removed. This approach is justified for two primary reasons. First, budding yeast do not code for cytoplasmic adenylases, rendering any increase in pA-tail length biologically irrelevant and likely arising for other processes. Under Mex67-depletion conditions, newly synthesized mRNAs predominantly undergo decay prior to Pap1-mediated adenylation. However, a very small fraction of de novo produced mRNAs may escape nuclear decay and acquire a long pA-tail in a process called hyperadenylation (Jensen et al, 2001). This is due to mis-regulation of Pap1 polyA-polymerase activity (Turtola et al, 2021). Although the share of these reads is negligible in short Mex67-depletion times, this phenomenon increases over time as the cytoplasmic mRNA pool gradually degrades. Similarly, during heat stress chase, mRNA levels and pA-tail lengths decrease following transcriptional shut-down, however beyond 10 min, a large pool of newly synthesized transcripts with long pA-tails can be observed following transcriptional resumption. These processes independently lead to a bi-modal distribution of pA-tail lengths, ultimately justifying the exclusion of certain samples from modeling (Figs. 1B, 2A and 6A; see Appendix).

To calculate decay and deadenylation rates under heat stress at 37 °C or thiolutin treatment at 25 °C, only mRNAs previously identified as transcriptionally down-regulated by RNAPII ChIP were selected. To this end, a reference list of such mRNAs was directly sourced from Vinayachandran et al (2018) and is deposited at Mendeley (10.17632/2j3hh37zzs.1).

#### Exponential modeling

Exponential modeling for decay rate estimation was previously used by other authors (Miller et al, 2011; Sun et al, 2012; Neymotin et al, 2014; Presnyak et al, 2015; Chan et al, 2018). The decay constant of the standard exponential decay formula was estimated from experimental data as the fraction degraded over a given time (*ln(L_time_x/L_time_x-1)/time*), where *L* represents the pA-tail length or mRNA abundance. Decay and quantile deadenylation constants were independently calculated for each quantile in each chase replicate and subsequently averaged. Details concerning the modeling process are provided in the Appendix, including the rationale for merging replicates. When calculating decay rates for Mex67-AA chase datasets, control times were adjusted by 2.67 min (the time estimated by the modified gamma model required for manifestation of the Mex67-depletion phenotype). Dataset EV1 presents all decay and deadenylation constants for the three chase experiments. Throughout the publication, the “mean_mean” values were used. In addition, the tables used for these calculations can be accessed in Mendeley data (10.17632/2j3hh37zzs.1).

## Supplementary information

Appendix

Peer Review File

Dataset EV1

Dataset EV2

Source data Fig. 1

Source data Fig. 2

Source data Fig. 3

Source data Fig. 3AB

Source data Fig. 3C

Source data Fig. 4

Source data Fig. 5

Source data Fig. 6

Source data Fig. 6H

Source data Fig. 6H

Dataset EV1 Source Data

Expanded View Figures

## Data Availability

The datasets produced in this study are available in the following databases: Basecalled nanopore sequencing data: Gene Expression Omnibus GSE272785, consult the Dataset EV2 for sample accession numbers); Raw nanopore sequencing data: European Nucleotide Archive (consult the Dataset EV2 for sample accession numbers); Source data underlying each figure panel, R code to calculate *γ_rate* and *γ_shape*, are deposited at Mendeley Data, 10.17632/2j3hh37zzs.1. In addition, the R code is also listed in the Appendix section 5. The source data of this paper are collected in the following database record: biostudies:S-SCDT-10_1038-S44318-024-00258-3.

# Supplementary material for: Modeling of mRNA deadenylation rates reveal a complex relationship between mRNA deadenylation and decay
**Source:** EMBO J. 2024 Oct 11;43(24):6525–54. doi: 10.1038/s44318-024-00258-3
**Supplement:** Supplementary file 1 — Appendix

# APPENDIX

\*\*\*

## Modeling of mRNA deadenylation rates reveal a complex relationship between mRNA deadenylation and decay

Agnieszka Czarnocka-Cieciura<sup>1,#</sup>, Jarosław Poznański<sup>2,#</sup>, Matti Turtola<sup>3</sup>, Rafał Tomecki<sup>2,4</sup>, Paweł S. Krawczyk<sup>1</sup>, Seweryn Mroczek<sup>4,1</sup>, Wiktorja Orzeł<sup>1</sup>, Upasana Saha<sup>5</sup>, Torben Heick Jensen<sup>5</sup>, Andrzej Dziembowski<sup>1,4\*</sup>, Agnieszka Tudek<sup>2,\*</sup>

# those authors contributed equally

\*\*\*

## TABLE OF CONTENT

### 1. Appendix Methods - page 2

1.1. Western blot analysis – page 2

1.2. Recombinant Xrn1 expression, purification and testing – page 2

1.3. Xrn1 in vitro digestion of the pA+ fraction – page 3

1.4. Reverse transcription and quantitative PCR analysis – page 3

1.5. RNaseH digestion of *RPS5* 3' end – page 4

1.6. Northern blotting – page 4

1.7. Bulk pA-tail length analysis – page 4

1.8. Calculation of the modified gamma parameters – page 5

1.9. Bioinformatic analyses – page 5

1.10. Description of dataset quality control and considerations regarding the estimation of decay and quantile deadenylation coefficients – page 6

### 2. Appendix Tables – page 10

### 3. Appendix References – page 17

### 4. Appendix Figures – page 18

### 5. R code for calculation of the modified gamma distribution parameters – page 27

## 1. APPENDIX METHODS

### 1.1. Western blot analysis

4-6 OD units of cells were resuspended in 8M urea and incubated at 80 °C. Cells were subsequently mixed with glass beads and disrupted on a vortex for 5 min. The urea cell extract was centrifuged and the supernatant was collected. The protein concentration was measured, and after adjusting to equal concentrations, extracts were resuspended in Laemmli buffer. 30 µg of protein was loaded on a 6 or 10 % denaturing SDS-PAGE gel. After gel migration, proteins were transferred to Amersham nitrocellulose Protran Western blotting membranes (GE10600001) using semi-dry transfer (semi-dry blot apparatus, Bio-Rad, cat. no.1703940). Blots were blocked in TBS-T and 5 % milk and probed with relevant antibodies overnight. Antibodies used were: anti-FLAG (F1804, Sigma), anti-PGK1 (discontinued Novex Life Technology), anti-Pab1 (Santa Cruz Cat. no.: sc57953) or anti-Rpb3 (Abcam 1Y26 cat. no.: ab81859). After washing in TBS-T blots were probed with appropriate secondary antibodies conjugated with HRP in TBS-T 5 % milk for 1 hour, washed, and developed with ECL substrate (Clarity Western ECL, BioRad).

### 1.2. Recombinant Xrn1 expression, purification and testing

Nucleotide sequence encoding *Thermothelomyces (Myceiophthora) thermophilus* Xrn1, with codons optimized for heterologous expression in *Escherichia coli*, was synthesized by GenScript, provided as a derivative of pUC57 plasmid, and re-cloned into NcoI/XhoI sites of the pET-28b(+) vector (Novagen) using sequence and ligation-independent cloning (SLIC) with primer pair TtXrn1For (5'-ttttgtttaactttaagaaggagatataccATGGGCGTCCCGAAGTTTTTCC-3') - TtXrn1Rev (5'-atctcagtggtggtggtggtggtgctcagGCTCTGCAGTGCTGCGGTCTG-3') for insert amplification in PCR.

Resulting pET-28-TtXrn1-6xHis recombinant vector was introduced into *E. coli* BL21-CodonPlus(DE3)-RIL chemo-competent cells (Agilent; *E. coli* B F- ompT hsdS[rB- mB-] dcm+ Tetr gal λ[DE3] endA Hte [argU ileY leuW Camr]) by heat shock-based transformation. Transformants were selected in a standard solid Luria-Broth (LB) medium supplemented with 50 µg/mL kanamycin, and then used to inoculate 50-100 mL of liquid LB containing 50 µg/mL kanamycin and 34 µg/mL chloramphenicol. Following overnight incubation at 37 °C with shaking (120 rpm), 30 mL of the starter culture was utilized to inoculate 1 L of Auto Induction Medium (AIM) Super Broth Base including Trace elements (AIMSB02, Formedium) containing 2% glycerol and both antibiotics. Bacteria were grown for 72 h at 18 °C in an orbital shaker (150 rpm) and eventually collected by centrifugation at 5000 rpm in a Sorvall H6000A/HBB6 swinging-bucket rotor for 15 min at 4 °C.

Bacterial pellet was re-suspended in 100 mL of the lysis buffer (20 mM Tris-HCl pH 7.5, 200 mM NaCl, 10 mM imidazole, 10 mM 2-mercaptoethanol, 1 mM phenylmethylsulfonyl fluoride (PMSF), 0.02 µM pepstatinA, 0.02 µg/ml chymostatin, 0.006 µM leupeptin, 20 µM benzamidine hydrochloride), incubated with lysozyme (50 µg/mL; Roth) for 30 min in a cold cabinet with head-over-tail rotation, and then broken in the EmulsiFlex-C3 High Pressure homogenizer at 1500 Bar. Homogenate was centrifuged in a Sorvall WX ULTRA SERIES ultracentrifuge (F37L rotor) at 33000 rpm for 45 min at 4°C.

The extract (supernatant after high-speed ultracentrifugation) was used for protein purification using the ÄKTA Xpress system (GE Healthcare), employing nickel affinity chromatography on the 5 mL column compatible with ÄKTA, which was manually filled with Ni-NTA Superflow resin (Qiagen). The column was equilibrated with 25 mL of low-salt (LS) buffer (20 mM Tris-HCl pH 7.4, 200 mM NaCl, 10 mM imidazole, 10 mM 2-mercaptoethanol) prior to extract loading. After protein binding, the resin was sequentially washed with 40 mL of LS buffer,

25 ml of high-salt (HS) buffer (20 mM Tris-HCl pH 7.4, 1 M NaCl, 10 mM imidazole, 10 mM 2-mercaptoethanol), and again with 20 mL of LS buffer. Bound proteins were recovered by elution with 30 mL of buffer E (50 mM Tris-HCl pH 7.4, 200 mM NaCl, 300 mM imidazole, 10 mM 2-mercaptoethanol). Further protein purification was achieved by performing size-exclusion separation of 5 mL of the eluate from the affinity chromatography step on a Hiload 16/60 Superdex S200 column (GE Healthcare), with the use of 1.2 column volumes of gel-filtration (GF) buffer (Tris-HCl pH 7.4; 150 mM NaCl), followed by ion-exchange chromatography on a Resource Q 1 mL column (GE Healthcare), using linear gradient of NaCl (150 mM-1M) in Tris-HCl pH 7.4, 1 mM DTT.

Two fractions corresponding to the maximum of A280nm absorbance were collected after ion-exchange separation, pooled together, mixed with glycerol (30% v/v), aliquoted, snap-frozen in liquid nitrogen and stored at -80 °C. Purified TtXrn1 was inspected in 10% SDS-PAGE stained with Coomassie Brilliant Blue R-250, along with commercial yeast Xrn1 (NEB; M0338) as a positive control (data not shown). PageRuler Prestained Protein Ladder, 10 to 180 kDa (ThermoScientific), was used as a molecular weight marker during electrophoresis.

Enzyme specificity towards 5'-monophosphorylated termini was tested by analyzing efficiency of degradation of synthetic 30-mer oligoribonucleotide substrates (5'-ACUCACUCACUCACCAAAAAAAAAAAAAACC-3') bearing fluorescein amidite (FAM) at the 3'-end, and either 5'-monophosphate (5'-P-RNA30-FAM-3'), 5'-hydroxyl (5'-HO-RNA30-FAM-3') or 5'-Gppp (5'-Gppp-RNA30-FAM-3') in 1x NEBuffer 3 (NEB; B7003), in 20% denaturing polyacrylamide gels, followed by fluorescence scanning in Typhoon™ FLA 9500 biomolecular imager. Furthermore, the ability to eliminate 18S and 25/28S ribosomal RNAs from total yeast/human RNA samples was examined by treating 1 µg of respective RNA with TtXrn1 for 30 and 60 minutes and running degradation products in 1% agarose gel in 1x TBE containing ethidium bromide. In all biochemical analyses, parallel reactions were carried out using equivalent amounts of commercial Xrn1 as positive control.

### 1.3. Xrn1 *in vitro* digestion of the pA<sup>+</sup> fraction

To remove uncapped mRNAs the 35 ng of pA<sup>+</sup> fraction was digested with home-made *Thermothelomyces (Myceiophthora) thermophilus* Xrn1 *in vitro* at 37 °C in Neb3 buffer (B7003S) for 1 hour in a total volume of 20 µl. The sample was then inactivated 10 min at 80 °C, and the RNA was extracted and precipitated as described above.

### 1.4. Reverse transcription and quantitative PCR analysis

cDNA synthesis was done using SuperScript IV reverse transcriptase from LifeTechnologies (18090050). The reaction mix contained random hexamers (final concentration 2.5 ng/µl), oligo-dT<sub>(18)</sub> (final concentration 5 µM) as primers and 0.5 mM dNTPs. 1 µg of total RNA or up to 100 ng of pA<sup>+</sup> fraction was used as a template and denatured together with oligo-dT and random hexamers for 5 min at 65 °C. After cooling the sample on ice for 2 min, the reaction mix was complemented with buffer, enzyme and RiboLock RNase inhibitor (LifeTechnology; EO 0382) and incubated for 20 min at room temperature and next for 40 min at 50 °C. The enzyme was inactivated for 10 min at 80 °C. cDNA was diluted to 400 µl. 2 µl of cDNA was used in a total of 5 µl reaction mix for qPCR analysis with commercial SYBR reaction mix [Platinum SYBR™ Green qPCR SuperMix-UDG from LifeTechnology (11733046) or RT qPCR Mix SYBR from A&A BIOTECHNOLOGY (2008-1000)] on a LightCycler LC480 Roche apparatus. Data were extracted using the 2<sup>nd</sup> derivative max method. Oligonucleotide sequences are indicated in Appendix Table S2.

### 1.5. RNaseH digestion of *RPS5* 3'end

20 µg of total RNA was mixed with 2 µM RNaseH-targeting oligonucleotide (5'-GGCCAAAGTTTCAGCAATGGTC-3') in annealing buffer (50 mM Tris-HCl, 50 mM KCl, pH 8.3) in a total volume of 12 µl and incubated for 2 min at 85°C to be then slowly cooled to 37°C. Where indicated, 2 µM of oligo-dT<sub>(18)</sub> oligonucleotide (5'-TTTTTTTTTTTTTTTTTT-3') was also included in order to target pA-tail trimming by RNaseH. Next, 8 µl of a mix preheated to 37°C and containing 2.5 U of RNase H (NEB #M0523; New England Biolabs), 2.5× RNase H reaction buffer (1× buffer: 50 mM Tris-HCl, 75 mM KCl, 3 mM MgCl<sub>2</sub>, 10 mM DTT at pH 8.3), 25 mM DTT, and 4 U RiboLock RNase inhibitor (Thermo Scientific) was added and incubated for 30 min at 37°C. Subsequently, RNA was precipitated by the addition of 100 µl absolute ethanol and 20 µl solution containing 600 mM sodium acetate (pH 5.3), 10 mM EDTA, 5 µg tRNA, and 5 µg glycogen and incubated at -20°C. Sample pellets were washed with 70 % ethanol and resuspended in RNA loading buffer (formamide with 10mM Tris-HCl pH 8.0, 5 mM EDTA, 0.02 % xylene cyanol).

### 1.6. Northern blotting

RNA samples were separated on 6% urea-polyacrylamide gels by electrophoresis, transferred to Hybond-N+ membrane (GE Healthcare), and hybridized over-night at 50 °C in ULTRA-Hyb Oligo Hybridization buffer (Invitrogen AM8663) with 1 pmol of 5' terminally 32P-labelled DNA oligonucleotide probe for *RPS5* (5'-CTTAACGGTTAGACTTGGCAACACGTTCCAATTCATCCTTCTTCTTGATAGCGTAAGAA G-3'). The membrane was washed four times with 2XSSC buffer (300 mM NaCl, 30 mM trisodium citrate, pH 7.0) containing 0.5% SDS, each time rotating for 30 min at 42 °C and exposed to phosphorimager screen. The upper part of the membrane was subsequently cut out, hybridized with a labeled DNA probe for *SCR1* (5'-GGTCACCTTTGCTGACGCTGG-3'), and washed and exposed as above. Phosphorimager scans were processed and quantitated with ImageJ software. The indicated pA tail lengths were approximated from DNA size markers.

### 1.7. Bulk pA-tail length analysis

500 ng of oligo(dT)-selected poly(A)+ RNA was subjected to 3'-end labeling in 20 µl of reaction mixture containing: 2 µl of 10x Reaction Buffer for T4 RNA Ligase (Thermo Scientific), 2 µl of 10 mM ATP, 2 µl of 100 mM DTT (Invitrogen), 2 µl of 100% DMSO (Thermo Scientific), 0.5 µl of RiboLock RNase Inhibitor (40 U/µl; Thermo Scientific), 2 µl of T4 RNA Ligase 1 (EL0021; Thermo Scientific) and 1.5 µl of [5'-32P]pCp (3000Ci/mmol, 10mCi/ml; Hartmann Analytic), for 1 hour at 37 °C. Enzyme was heat-inactivated at 95 °C for 5 min. Labeled RNA was digested with 0.5 µg of RNase A and 10 U of RNase T1 (both from Thermo Scientific) for 20 min. at 37 °C. Reaction was stopped by addition of an equal amount of formamide loading dye (90% formamide in 1xTBE, 0.03% xylene cyanol, 0.03% bromophenol blue) and incubation at 95 °C for 5 min, followed by flash freezing in liquid nitrogen. 5 µl of the sample was run in denaturing 12% sequencing polyacrylamide/8 M urea/1xTBE gel. 3'-end labeled 20 nt-, 31 nt- and 51 nt-long synthetic RNA oligonucleotides (CCCCACCACCAUCACUUA<sub>3</sub>, CCCCCACCACCAUCACUUA<sub>14</sub>, CCCCCACCACCAUCACUUA<sub>34</sub>; all from Future Synthesis) were run in parallel to the labeled pA-tails as molecular size markers. Following electrophoresis, the gel was transferred onto Whatman 3MM filter paper, dried at 80 °C for 2 hours under vacuum, and exposed overnight to a PhosphorImager screen (FujiFilm), which was scanned using a FLA 9000 scanner.

## 1.8. Consideration regarding estimation of the modified gamma parameters and specific guidelines for adaptation of the R code for other datasets.

The classical gamma distribution properties enable the estimation of the mean, variance, and mode from the gamma parameters. Likewise, those parameters can be devised from the known experimental mean and variance. The modified gamma distribution does not inherit those properties, and the estimation of its parameters is best performed using the Nonlinear Least Squares procedure, which we implemented in R (Appendix section 5 and Mendeley data: doi: 10.17632/2j3hh37zsz.1). The procedure is compatible with the Mex67-depletion dataset only (results listed in Appendix Table S3 and Mendeley data) and its further use requires adaptation to the particularities of novel datasets. The R code assumes that the left arm of the distribution (representing the shortest pA-tails) is fixed and dictated by the  $\tanh(\beta * N_A)$  function (where  $N_A$  represents the pA-tail lengths from 1 to X and  $\beta$  is a fixed value). In the case of the Mex67-AA dataset  $\beta = 0.096$  and the course of the function is presented in Figure 4A. The  $\beta$  parameter can be adjusted manually to best represent the actual experimental datasets but should remain equal for the entire data collection. While the modified gamma parameters are not linked to the distribution mean and variance, one has to bear in mind that the  $\gamma\_rate$  is nearly identical to the slope factor of the pA-tail distribution represented in the log-linear scale (Figure 4J). Therefore, having calculated  $\gamma\_rate$  and after having manually adjusted  $\beta$  to the dataset collection, the  $\gamma\_shape$  parameter can also be fitted incrementally, without the need to use the R code.

The attached R code also performs simulation of deadenylation with the devised  $\alpha$  scaling factor, as described in the Methods section.

The general limitation of the modified and classical gamma distributions is that they cannot represent bi-modal distributions. However, such experimental distributions for budding yeast datasets are scarce, mainly due to the lack of cytoplasmic adenylases, but are quite common in other eukaryotes. Therefore, we recommend that the modified gamma modeling be used on budding yeast datasets exclusively.

## 1.9. Bioinformatic analyses

**Data analysis in RStudio.** Unless stated otherwise data analysis was performed in RStudio (version 1.2.5033 for Mac, 4.2.3 for Windows or 2024.042 build 764 for Windows; RStudio Team, 2019; Posit team, 2024 respectively). Graphs were prepared either using the standard RStudio build-in commands or using ggplot2 package.

**Computation of correlation coefficients using Rstudio.** Correlation coefficients presented in this study were computed using rstatix package (0.7.2) in Rstudio version 2024.042 build 764. The function used was `cor_test` performed using Spearman's correlation test with a 0.95 confidence interval and a two-sided correlation significance test.

**Binning transcripts by pA-tail length.** For each set of samples, transcripts were divided into non-overlapping bins based on their median pA-tail lengths (binwidth=5). Each bin contained transcripts represented by over 30 reads. Then, for each condition and poly(A) length bin, the number of transcripts in each bin was plotted (only transcripts detected in each dataset were included).

**Binning reads by pA-tail length.** For each set of samples, reads were divided into bins of multiple of 5 pA-tails length. Then for each condition and poly(A) length bin read abundances (normalized to sequencing depth) were plotted.

**Gene ontology analysis.** Gene ontology analysis was performed using the BioMart R package based

on goslim terms. Only transcripts represented by 10 reads in each biological repeat of the chase experiment on Mex67-AA were included in the GO-term analysis. As for all other analyses the 'mean\_mean' decay and deadenylation coefficients were used.

### **1.10. Description of dataset quality control and considerations regarding the estimation of decay and quantile deadenylation coefficients**

**General quality control metrics.** As specified in the Methods section, the Nanopolish 0.13.2 polyA function was used to estimate the quality of pA-tail length estimation, and only the reads flagged as PASS were taken for further analyses. The Expanded View Dataset 2 lists the DRS sequencing runs along with the total library read count performed for this study. The Appendix Table S4 lists the PASS counts number for libraries other than the chase experiments, whereas the bar plots in Appendix Figure S3A show the read number and quality distribution in each chase data point. Prior to further analyses, DRS replicates were compared for reproducibility of individual transcript count and mean pA-tail length by producing a Spearman rho correlation coefficient for all reads and mRNAs transcriptionally repressed during heat stress, including RPG mRNAs (Appendix Table S4). Such in-depth analysis for the chase DRS datasets is specified in the subsequent section. Overall, the mRNA abundance was reproduced with a Spearman rho factor within the range of 0.8 to 0.99. The reproducibility of mean pA-tail length for all mRNA ranged from 0.25 to 0.6, which, as expected, strongly depended on the sequencing depth. Importantly, for highly abundant RPG mRNAs, which were the main functional group of mRNAs analyzed in our study, the mean pA-tail length was replicated with a Spearman rho coefficient oscillating between 0.73 and 0.99. Those parameters indicated that the obtained data was of good quality, especially for RPG mRNAs, and could be used to model mRNA decay and deadenylation dynamics.

**Chase datasets quality control and modeling strategy.** Expanded View Dataset 2 lists the number of reads in each chase library, regardless of quality, while Appendix Figure S3A divides those counts into quality classes for each chase dataset sample.

The high reproducibility between the dataset biological replicates was crucial for the estimation of deadenylation and decay rates. Before commencing modeling the data was visually inspected in order to assess the reproducibility of the time-dependent phenotypes associated with each mutant (Mex67-AA) or growth condition (wild-type under heat stress at 37°C or thiolutin at 25°C). For each chase sample Appendix Figure S3B shows a scatterplot comparing the log2 mRNA abundance to mean pA-tail length. As previously observed (Tudek et al, 2021), in all control samples the mean pA tail length was inversely correlated with mRNA abundance. Specifically, mRNAs expressed at high levels, primarily the ribosomal protein-encoding mRNAs (RPG mRNAs) indicated by red dots, exhibited the shortest mean pA-tails.

During the Mex67-AA depletion at 25°C (see Appendix Figure S3B), we observed a gradual reduction in the mRNA mean pA-tail lengths and a decrease in abundance of most transcripts. As stated in the main text (in reference to Figures 1B, 2A, and EV1K), the terminal time-points of each chase experiment were excluded from subsequent deadenylation modeling. It is because for those samples, we observed an increase in mean pA-tail length, which was likely an effect of hyperadenylation occurring on a few nuclear mRNAs in the Mex67-depleted cells (Jensen et al., 2001). These hyperadenylated species are scarce compared to the cytoplasmic mRNA fraction. However, with significant loss of cytoplasmic mRNAs, they become dominant over time and thus strongly affect the estimation of the mean pA-tail length.

Heat stress at 37°C induced transcriptomic changes distinct from those observed during the Mex67-depletion chase at 25°C (refer to Appendix Figure S3B). Most mRNAs did not exhibit significant changes in abundance or mean pA-tail length. However, the group of transcripts

identified by Vinayachandran et al (2018) as being transcriptionally silenced during the acute stress response underwent substantial changes in both abundance and adenylation status (blue dots for non-RPG and red dots for RPG mRNAs). These changes were indicative of deadenylation and decay. Despite this, a notable recovery in mean pA-tail length and mRNA abundance was observed at the final time points of each chase experiment (18-20 minutes), likely due to the resumption of transcription in this group of mRNAs. Consequently, these time points were excluded from deadenylation modeling, as marked in Figure 6A.

Cell treatment with thiolutin at 25°C qualitatively resembled the events occurring during heat stress response (Appendix Figure S3B). Specifically, there was a gradual decrease in both the abundance and mean pA-tail length of mRNAs transcriptionally silenced during heat stress, including RPG mRNAs (Vinayachandran et al, 2018). In contrast, the abundance and pA-tail length of other transcripts remained unchanged. Given this, we conclude that thiolutin at the low concentration used in our experiments, triggers a transcriptional response akin to reaction to heat stress, as previously suggested by Adams and Gross (1991). Notably, no recovery in pA-tail length or mRNA abundance was observed in the terminal chase data points (20 minutes and beyond). Therefore, all samples were included in the deadenylation and decay modeling.

The next quality control step involved assessing the reproducibility of mRNA abundance and pA-tail length estimations across each replicate control sample (Appendix Figure S4A). This focus on control samples was justified due to the dynamic changes in mRNA levels and mean pA-tail length observed in the later chase data points. Read counts among individual samples correlated strongly, with Spearman's rho coefficients ranging from 0.85 to 0.96, a level of reproducibility comparable to other sequencing techniques such as Illumina. The reproducibility of mean pA-tail lengths for the entire transcriptome had rho values between 0.26 and 0.49 (black dots). However, when restricting the analysis to datasets containing at least 10 reads per transcript, the rho coefficient increased to a range of 0.52 to 0.70 (grey dots). 

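Between control libraries, Spearman rho of the counts over all mRNAs was between 0.890 and 0.963 for the 3 pairs of Mex67-AA replicates and between 0.850 and 0.931 for the 3 pairs of heat stress replicates. For mean tails over all mRNAs, it was between 0.355 and 0.486 in the Mex67-AA controls and between 0.256 and 0.356 in the heat stress controls. Restricted to mRNAs with at least 10 reads in both controls, the ranges were 0.514 to 0.596 and 0.567 to 0.674. For RPG mRNAs, they were 0.740 to 0.913 and 0.787 to 0.940. Thiolutin has a single replicate here and gives no such value. The coefficients are across mRNAs, which are not independent replicates.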

Notably, for highly expressed RPG mRNAs, this coefficient ranged from 0.69 to 0.94. These observations prompted us to conduct deadenylation modeling exclusively on datasets with at least 10 reads per transcript. This also indicated that any estimations of deadenylation rates for RPG mRNAs are highly reliable, regardless of library size, as these transcripts are typically represented by many dozens to hundreds of reads individually.

Next, to assess the reproducibility of decay and deadenylation rate estimates across replicates, we performed a trial calculation for the Mex67-AA chase dataset (Appendix Figure S4B). To this end, we estimated the decay and deadenylation coefficient for each replicate separately using the given replicate control sample as a reference. Therefore, the decay factor was estimated from five samples in each replicate, while the deadenylation factor was estimated from four (for replicate A and B) or three (for replicate H) samples (Appendix Figure S4C, calculation setting presented in the top panel). As described in the Methods section and the main text, the exponential deadenylation factor was calculated separately from the 75<sup>th</sup>, 80<sup>th</sup>, 85<sup>th</sup>, 90<sup>th</sup>, and 95<sup>th</sup> quantiles and then averaged. Next, we compared the decay and deadenylation coefficients across replicates. The decay coefficient demonstrated high reproducibility, with Spearman's rho values ranging between 0.65 and 0.79 across all mRNAs and between 0.72 and 0.84 for transcripts represented by at least 10 reads. 

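With constants from every pair of time points, the decay constants of the Mex67-AA replicates had a rho between 0.644 and 0.818 over all mRNAs and between 0.770 and 0.862 with at least 10 reads in both controls. With each time point set against the control of its replicate alone, the ranges were 0.453 to 0.689 and 0.590 to 0.772. The deadenylation constants with at least 10 reads gave 0.424 to 0.501, or 0.305 to 0.356 against the control alone. For RPG mRNAs they gave 0.698 to 0.816, or 0.485 to 0.681. The decay constants of RPG mRNAs had a lower rho, between 0.283 and 0.498, or 0.506 to 0.677 against the control alone.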

The Spearman's rho correlation coefficients for the quantile deadenylation rate were lower than those for decay, but this outcome was anticipated due to the greater complexity of estimation of pA-tail length statistics, as previously discussed. For mRNAs represented by at least 10 reads, the rho values were 0.52, 0.47, and 0.38. The lowest correlations were observed with replicate H, which had the poorest overall read count and three instead of four time points used for modeling deadenylation. Notably, when considering only the abundant ribosomal protein-encoding mRNAs (RPG mRNAs), the correlation was substantially stronger across all replicates, with rho values ranging from 0.60 to 0.74. We also performed the same

calculations on the thiolutin and heat stress chase experiments. For this analysis, we narrowed the datasets to 517-519 transcriptionally down-regulated mRNAs described by Vinayachandran et al (2018). We observed a high correlation of decay (0.66-0.81 for heat stress and 0.75 for thiolutin) and deadenylation rates (0.42-0.7 for heat stress and 0.66 for thiolutin) across all replicates. 

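Across the heat-repressed mRNAs of the list, the decay constants of the 3 pairs of heat stress replicates had a rho between 0.664 and 0.845, and the deadenylation constants between 0.463 and 0.749. Set against the control alone, the ranges were 0.681 to 0.809 and 0.461 to 0.705. They are across mRNAs, which are not independent replicates.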

In summary, we demonstrated that the three chase datasets exhibited strong reproducibility of key phenotypic features, including mRNA abundance and mean pA-tail length. Furthermore, these datasets proved effective for calculating exponential decay and deadenylation coefficients, yielding highly satisfactory results.

The quality of deadenylation and decay rate estimation depends on the sequencing depth of the obtained datasets and the number of time-points. Therefore, to enhance the modeling power, we increased the number of samples used to estimate decay and deadenylation coefficients. This was achieved by treating each time point in the biological replicate chase dataset as a control for the consecutive time-points (Appendix Figure S4C, compare modeling strategies shown in the top and bottom schemes). Analyzing the Mex67-AA chase dataset, we encountered a challenge. To observe cytoplasmic decay events, it was essential to fully inhibit new mRNA synthesis after efficient Mex67 depletion. This time delay could potentially set the control samples considerably apart from the other time points in the dataset, introducing bias in estimates derived from the control sample alone (Appendix Figure S4C). To address this issue, the precise onset of the Mex67-depletion phenotype was calculated during the modified gamma modeling and estimated to be 2.67 min. For the heat stress response, experimental evidence from RNA polymerase II ChIP assays demonstrated that transcriptional silencing of both RPG and non-RPG mRNAs occurs within 3 minutes (Vinayachandran et al, 2018). Therefore, we assumed the time delay between the onset of the phenotype and transcriptional shutdown to be negligible, implying that transcriptional shutdown happens almost instantaneously following a rapid temperature shift. The correction applied increased the modeling power, especially for the deadenylation rate calculations.

After establishing the uniformity of the chase replicates, we conducted a bulk estimation of decay and deadenylation coefficients from all replicates. In case of the deadenylation rate, for each quantile separately (95<sup>th</sup>, 90<sup>th</sup>, 85<sup>th</sup>, 80<sup>th</sup>, 75<sup>th</sup>, 50<sup>th</sup>, 15<sup>th</sup>, 10<sup>th</sup> and 5<sup>th</sup>) the mean, median and standard deviation of the deadenylation rate was calculated. Next, using the 95<sup>th</sup>-75<sup>th</sup> quantiles the mean and medians were calculated from respective intermediate values, and listed along with a standard deviation in Expanded View Dataset 1. Throughout the main manuscript the deadenylation rate '(...)*mean\_mean*' values were used, including for calculation of the terminal adenosine half-lives. Next, we compared the standard deviation of the decay and deadenylation coefficient estimate calculated for each chase experiment (Appendix Figure S4D). This showed that the value of the standard deviation was substantially lower (up to 2-fold) than the decay rate for the heat stress and thiolutin chase experiments. In the case of the Mex67-AA chase the relatively high standard deviations for the decay rate estimate encouraged further investigations. We cross-compared our mRNA half-life estimates to four published datasets (see text related to Figure 1D.-E. and Appendix Figure S1C.-D.; Miller et al, 2011; Neymotin et al, 2014; Chan et al, 2018; Presnyak et al, 2015) and obtained good correlations with independent studies based on metabolic 4tU-labelling in otherwise wild-type cells ( $\rho = 0.74$  for Miller et al, 2011;  $\rho = 0.62$  for Chan et al, 2018 and  $\rho = 0.44$  for Neymotin et al, 2014). Lower reproducibility was observed in a chase dataset obtained through heat-inactivation of a strain encoding a mutated RNA polymerase II ( $\rho = 0.31$ , Presnyak et al., 2015). This suggests that the relatively high standard deviation of the decay rate estimate in the Mex67-AA chase is not concerning in terms of data quality, as our estimates are comparable to those previously published. In contrast, the standard deviations of our deadenylation rate estimates were much lower than the coefficient itself (Appendix Figure S4D). We validated our deadenylation rate estimates by comparing the decay functions drawn using the obtained estimates with the

experimental quantile pA-tail length values used for the calculations. For this purpose, we selected twelve mRNAs characterized by varying quantile deadenylation rates (slow or fast deadenylation; see Figure EV4A). This analysis revealed that the quantile deadenylation rates accurately predicted the changes in experimental quantile pA-tail lengths. Coupled with the low standard deviation of our quantile deadenylation rate estimates, this indicates the reliability of the obtained coefficients.

## 2. APPENDIX TABLES

**Appendix Table S1.** Yeast strains used in this study.

| Name                                                                                                                                         | Identifier                                             | Source                                        |
|----------------------------------------------------------------------------------------------------------------------------------------------|--------------------------------------------------------|-----------------------------------------------|
| Wild-type W303:<br>MAT A; <i>leu2-3,112; trp1-1, can1-100; ura3-1, ade2-1; leu2-3,112; his3-11,15</i>                                        | T. H. Jensen collection Y159; A. Tudek collection Y13  | Euroscarf Cat#BMA64-1A                        |
| Dcp2-AID-FLAG:<br>As W303, <i>OsTIR1:URA3, DCP2::mAID-6flag::HygR</i>                                                                        | T. H. Jensen collection Y3798; A. Tudek collection Y45 | This study                                    |
| Dcp2-AID-FLAG Mex67-AA:<br>As W303; <i>tor1-1 fpr1::LEU RPL13-2xFKBP12::loxP-TRP1-loxP OsTIR::URA MEX67:FRB::kanMX DCP2-mAID-6FLAG::HygR</i> | T. H. Jensen collection Y3927; A. Tudek collection Y62 | This study                                    |
| Pab1-AID-6HA; Mex67-AA:<br>As W303, <i>tor1-1 fpr1::LEU RPL13-2xFKBP12::loxP-TRP1-loxP OsTIR::URA MEX67:FRB::KANmx PAB1-mAID-6HA::HygR</i>   | T. H. Jensen collection Y3879                          | This study                                    |
| <i>dhh1Δ</i> :<br>as W303, <i>DHH1::URA3ca</i>                                                                                               | A. Tudek collection Y68                                | This study                                    |
| <i>lsm1Δ</i> :<br>as W303, <i>LSM1::URA3ca</i>                                                                                               | A. Tudek collection Y69                                | This study                                    |
| Mex67-AA:<br>as W303, <i>tor1-1 fpr1::NAT RPL13-2xFKBP12::TRP1 MEX67:FRB::kanMX6</i>                                                         | T. H. Jensen collection 2618; A. Tudek collection Y39  | Euroscarf from Haruki et al, 2018: Cat#HHY182 |
| Wild-type to match Tucker et al. (2001) strains:<br><i>MATa leu2-3,112 trp1-1 ura3-52 his4-539 cup1::LEU2/PGK1pG/MFA2pG</i>                  | R. Parker collection yRP840; A. Tudek collection Y79   | Tucker et al, 2001                            |
| <i>pan2Δ</i> :<br><i>MATa leu2-3,112 trp1-1 ura3-52 his4-539 cup1::LEU2/PGK1pG/MFA2pG pan2Δ::URA3</i>                                        | R. Parker collection yRP1619; A. Tudek collection Y80  | Tucker et al, 2001                            |
| <i>ccr4Δ</i> :<br><i>MATa leu2-3,112 trp -1 ura3-52 his4-539 cup1::LEU2/PGK1pG/MFA2pG ccr4Δ::NEO</i>                                         | R. Parker collection yRP1616; A. Tudek collection Y81  | Tucker et al, 2001                            |
| <i>pan2Δ ccr4Δ</i> :<br><i>MATa leu2-3,112 trp -1 ura3-52 his4-539 cup1::LEU2/PGK1pG/MFA2pG ccr4Δ::NEO pan2Δ::URA3</i>                       | R. Parker collection yRP1620; A. Tudek collection Y82  | Tucker et al, 2001                            |
| Xrn1-AID:<br>as W303, His+ <i>tor1-1 fpr1::LEU RPL13-2xFKBP12::loxP-TRP1-loxP HIS+ OsTIR::URA3 XRN1::AID::KANmx</i>                          | T. H. Jensen collection Y3688; A. Tudek collection Y43 | Tudek et al. 2018                             |

**Appendix Table S2.** Oligonucleotides used in this study

| Name                                  | Sequence                                                                  | Source                  |
|---------------------------------------|---------------------------------------------------------------------------|-------------------------|
| 25S_rRNA_FWD                          | ATTCCCACTGTCCCTATCTACT                                                    | Custom (LifeTechnology) |
| 25S_rRNA_REV                          | CTTGGCTGTGGTTTCGCT                                                        | Custom (LifeTechnology) |
| HHF1_FWD                              | ACTGCCCCGGTTTTTCTTCT                                                      | Custom (LifeTechnology) |
| HHF1_REV                              | CCTAAACCCGCTATAATACACTCAT                                                 | Custom (LifeTechnology) |
| Hsp104_FWD                            | AGCTGAAGAATGTCTGGAAGT                                                     | Custom (LifeTechnology) |
| Hsp104_REV                            | CGTCATCACCTAACGTGTCA                                                      | Custom (LifeTechnology) |
| Markers for bulk RNA pA-tail length   | CCCCACCACCAUCACUUA(3)<br>CCCCACCACCAUCACUUA(14)<br>CCCCACCACCAUCACUUA(34) | Future Synthesis        |
| oligo-dT(18)                          | TTTTTTTTTTTTTTTTTTT                                                       | Custom (LifeTechnology) |
| Random hexamers                       |                                                                           | Invitrogen (48190-011)  |
| Rpl21B_FWD                            | ACAGATCTCGTACACGTTACA                                                     | Custom (LifeTechnology) |
| Rpl21B_REV                            | CGACAATGTCACCAACCT                                                        | Custom (LifeTechnology) |
| Rpl36A_FWD                            | AAGGTAAGAAGGTCAC TAGCA                                                    | Custom (LifeTechnology) |
| Rpl36A_REV                            | GTTGGAAGCAGCACCTTT                                                        | Custom (LifeTechnology) |
| RPL28_FWD                             | CGGTAAAGGTCGTATCGGT                                                       | Custom (LifeTechnology) |
| RPL28_REV                             | TCCATGTTAATTCTGTGGTGATGT                                                  | Custom (LifeTechnology) |
| RPS5 Northern blot probe              | CTTAACGGTTAGACTTGGAACACG<br>TTCCAATTCATCCTTCTTCTTGATAG<br>CGTAAGAAG       | Custom (LifeTechnology) |
| RPS5 RNaseH-targeting oligonucleotide | GGCCAAAGTTTCAGCAATGGTC                                                    | Custom (LifeTechnology) |
| RPS13_FWD                             | ATTTCTTCTTCTGCTATTCCATACTC<br>T                                           | Custom (LifeTechnology) |
| RPS13_REV                             | CCCTTCTCGCGTACTTGAC                                                       | Custom (LifeTechnology) |
| SSA4_FWD                              | AAATTGTA CTGTGTTGGTGGTTCA                                                 | Custom (LifeTechnology) |
| SSA4_REV                              | GGGTTAATCGAACGGTTTGG                                                      | Custom (LifeTechnology) |
| SCR1 Northern blot probe              | GGTCACCTTTGCTGACGCTGG                                                     | Custom (LifeTechnology) |
| TDH3_FWD                              | CTCTCACTCTTCCATCTTCGAT                                                    | Custom (LifeTechnology) |
| TDH3_REV                              | CGTACCAGGAGACCAACTT                                                       | Custom (LifeTechnology) |

**Appendix Table S3.** List of the  $\gamma\_shape$  and  $\gamma\_rate$  parameters of the modified gamma distribution\*.

| distributi<br>on | replicate | Name            | time | $\gamma\_shape$ | $\gamma\_shape$<br>standard error | $\gamma\_rate$ | $\gamma\_rate$<br>standard error |
|------------------|-----------|-----------------|------|-----------------|-----------------------------------|----------------|----------------------------------|
| all              | A         | ORFs_repA       | 0    | 4,7382963016    | 0,1701733983                      | 0,0443559959   | 0,0010031239                     |
| all              | A         | ORFs_repA       | 12   | 4,5458072251    | 0,1709085326                      | 0,0762571365   | 0,0020174607                     |
| all              | A         | ORFs_repA       | 14   | 4,6083475182    | 0,168448713                       | 0,0815975926   | 0,002133893                      |
| all              | A         | ORFs_repA       | 16   | 4,8639966029    | 0,1753657642                      | 0,087245794    | 0,0022913976                     |
| all              | A         | ORFs_repA       | 30   | 5,2342823366    | 0,1819466638                      | 0,1141303491   | 0,0030768485                     |
| all              | A         | ORFs_repA       | 8    | 4,3443018564    | 0,1549567484                      | 0,0655559453   | 0,0015840391                     |
| all              | B         | ORFs_repB       | 0    | 3,9477063331    | 0,0911411231                      | 0,0511873469   | 0,0007594507                     |
| all              | B         | ORFs_repB       | 10   | 4,2942553682    | 0,1421460508                      | 0,071834078    | 0,001648011                      |
| all              | B         | ORFs_repB       | 12   | 4,5649936518    | 0,1616177987                      | 0,075070907    | 0,0018626591                     |
| all              | B         | ORFs_repB       | 14   | 4,6732992589    | 0,1589867501                      | 0,0807358774   | 0,0019612077                     |
| all              | B         | ORFs_repB       | 20   | 4,9889139759    | 0,161404659                       | 0,09254039     | 0,0022133365                     |
| all              | B         | ORFs_repB       | 4    | 4,198432916     | 0,1294216769                      | 0,0522990157   | 0,0010384718                     |
| all              | H         | ORFs_repH       | 0    | 4,0679072475    | 0,0776561027                      | 0,0548363985   | 0,0006835345                     |
| all              | H         | ORFs_repH       | 16   | 4,473338404     | 0,146948969                       | 0,0982197119   | 0,0024128111                     |
| all              | H         | ORFs_repH       | 30   | 4,446216747     | 0,127695574                       | 0,1256616164   | 0,0028422138                     |
| all              | H         | ORFs_repH       | 4    | 4,0473310821    | 0,0939395946                      | 0,0600702287   | 0,000927981                      |
| all              | H         | ORFs_repH       | 60   | 3,6058199436    | 0,1301168254                      | 0,145361458    | 0,0041971596                     |
| all              | H         | ORFs_repH       | 8    | 6,2086731339    | 0,3371068626                      | 0,0634482699   | 0,0023046447                     |
| GAS1             | A         | GAS1_Mex67_repA | 0    | 12,8878769438   | 2,2655815304                      | 0,0265802005   | 0,0032441697                     |
| GAS1             | A         | GAS1_Mex67_repA | 12   | 6,3919655705    | 1,3689190922                      | 0,0547458302   | 0,0092779551                     |
| GAS1             | A         | GAS1_Mex67_repA | 14   | 6,2650623134    | 0,6454890465                      | 0,0697053807   | 0,0050987687                     |
| GAS1             | A         | GAS1_Mex67_repA | 16   | 8,9633308236    | 0,7226478602                      | 0,0852400776   | 0,0051341791                     |
| GAS1             | A         | GAS1_Mex67_repA | 30   | 5,9157295834    | 0,9502770809                      | 0,1229971594   | 0,0158369891                     |
| GAS1             | A         | GAS1_Mex67_repA | 8    | 9,8906015085    | 2,0648593467                      | 0,038581405    | 0,0060285048                     |
| GAS1             | B         | GAS1_Mex67_repB | 0    | 12,6040841543   | 1,4189279791                      | 0,0348463035   | 0,0025265516                     |
| GAS1             | B         | GAS1_Mex67_repB | 10   | 10,5083794243   | 0,9226133331                      | 0,0649782919   | 0,0039115551                     |
| GAS1             | B         | GAS1_Mex67_repB | 12   | 9,6327202168    | 0,9413267313                      | 0,0635621115   | 0,0041820153                     |
| GAS1             | B         | GAS1_Mex67_repB | 14   | 8,0122699547    | 0,6846031221                      | 0,0723561782   | 0,0042777458                     |
| GAS1             | B         | GAS1_Mex67_repB | 20   | 7,5828969199    | 0,5517643955                      | 0,0974706489   | 0,0053612539                     |
| GAS1             | B         | GAS1_Mex67_repB | 4    | 14,067586699    | 2,2942563187                      | 0,0328918473   | 0,003448606                      |
| HHF1             | B         | HHF1_Mex67_repB | 0    | 6,5107924093    | 0,5834895098                      | 0,0467976725   | 0,0027494249                     |
| HHF1             | B         | HHF1_Mex67_repB | 10   | 5,1562236603    | 0,4261955779                      | 0,0869064592   | 0,0054112257                     |
| HHF1             | B         | HHF1_Mex67_repB | 12   | 4,2297377129    | 0,3584940978                      | 0,0831228148   | 0,00519282                       |
| HHF1             | B         | HHF1_Mex67_repB | 14   | 3,9341234102    | 0,4833755925                      | 0,0819018723   | 0,0073712193                     |
| HHF1             | B         | HHF1_Mex67_repB | 20   | 2,7006263757    | 0,5798381797                      | 0,0668342626   | 0,0092484496                     |

|         |   |                                |    |              |              |              |              |
|---------|---|--------------------------------|----|--------------|--------------|--------------|--------------|
|         |   |                                |    |              |              |              |              |
| HHF1    | B | HHF1_Mex67_repB                | 4  | 5,9981626059 | 0,579284607  | 0,0472671672 | 0,002942895  |
| HHF1    | A | HHF1_Mex67_repA                | 0  | 6,6145650838 | 1,0320558602 | 0,0291373227 | 0,0030225197 |
| HHF1    | A | HHF1_Mex67_repA                | 12 | 3,7479265145 | 1,3662826645 | 0,0709915031 | 0,0208753089 |
| HHF1    | A | HHF1_Mex67_repA                | 14 | 3,572616036  | 0,6737905223 | 0,0821874673 | 0,0121809386 |
| HHF1    | A | HHF1_Mex67_repA                | 16 | 5,3275541288 | 0,757245699  | 0,1021711043 | 0,0113029587 |
| HHF1    | A | HHF1_Mex67_repA                | 30 | 0,1297825643 | 0,5114497365 | 0,0067028791 | 0,0058751255 |
| HHF1    | A | HHF1_Mex67_repA                | 8  | 6,3802674481 | 1,1872879096 | 0,0573295013 | 0,0077858905 |
| high    | A | Mex67_high_abundance_ORFS_     | 0  | 4,9654002402 | 0,1430404473 | 0,0544502193 | 0,0010223591 |
| high    | A | Mex67_high_abundance_ORFS_     | 8  | 4,4507002021 | 0,1369398016 | 0,0700066827 | 0,00148884   |
| high    | A | Mex67_high_abundance_ORFS_     | 12 | 4,7092277065 | 0,1653948932 | 0,078703171  | 0,001967263  |
| high    | A | Mex67_high_abundance_ORFS_     | 14 | 4,7505973006 | 0,1662417261 | 0,0831457526 | 0,0020981125 |
| high    | A | Mex67_high_abundance_ORFS_     | 16 | 5,057551509  | 0,1753887568 | 0,088430846  | 0,002246691  |
| high    | A | Mex67_high_abundance_ORFS_     | 30 | 5,6661134788 | 0,1847040146 | 0,1179515794 | 0,0030100054 |
| high    | B | Mex67_high_abundance_ORFS_repB | 0  | 4,1583258244 | 0,0848307042 | 0,0600664537 | 0,0008161981 |
| high    | B | Mex67_high_abundance_ORFS_repB | 10 | 4,3737259612 | 0,1377950671 | 0,074463203  | 0,001645561  |
| high    | B | Mex67_high_abundance_ORFS_repB | 12 | 4,65940655   | 0,1590682664 | 0,0769404313 | 0,0018574119 |
| high    | B | Mex67_high_abundance_ORFS_repB | 14 | 4,7985933133 | 0,1616056564 | 0,0823170797 | 0,0019938044 |
| high    | B | Mex67_high_abundance_ORFS_repB | 20 | 5,2350598403 | 0,1717914696 | 0,0943295448 | 0,0023023997 |
| high    | B | Mex67_high_abundance_ORFS_repB | 4  | 4,3113343862 | 0,1094349881 | 0,0597594955 | 0,0010081333 |
| low     | A | Mex67_low_abundance_ORFS_      | 0  | 4,7934942737 | 0,2585077417 | 0,0361313324 | 0,0012129324 |
| low     | A | Mex67_low_abundance_ORFS_      | 8  | 4,2598497515 | 0,1874837742 | 0,0606844373 | 0,0017680253 |
| low     | A | Mex67_low_abundance_ORFS_      | 12 | 4,3086098793 | 0,1826785709 | 0,0728297541 | 0,002136068  |
| low     | A | Mex67_low_abundance_ORFS_      | 14 | 4,3769701007 | 0,1751196888 | 0,0791355528 | 0,0022357259 |
| low     | A | Mex67_low_abundance_ORFS_      | 16 | 4,5450343598 | 0,1770653555 | 0,0852472269 | 0,0023951438 |
| low     | A | Mex67_low_abundance_ORFS_      | 30 | 4,3424692286 | 0,1930820392 | 0,1056367641 | 0,00355708   |
| low     | B | Mex67_low_abundance_ORFS_repB  | 0  | 3,8488234017 | 0,1266423076 | 0,0427803314 | 0,0008794938 |
| low     | B | Mex67_low_abundance_ORFS_repB  | 10 | 4,1916359993 | 0,1522345815 | 0,0682804239 | 0,00168943   |
| low     | B | Mex67_low_abundance_ORFS_repB  | 12 | 4,4227910912 | 0,1683514236 | 0,0723216818 | 0,0019028602 |
| low     | B | Mex67_low_abundance_ORFS_repB  | 14 | 4,469556271  | 0,1584036705 | 0,0782098125 | 0,001955639  |
| low     | B | Mex67_low_abundance_ORFS_repB  | 20 | 4,5480351401 | 0,1499378985 | 0,0892115375 | 0,0021480054 |
| low     | B | Mex67_low_abundance_ORFS_repB  | 4  | 4,218966619  | 0,1793497749 | 0,0450593145 | 0,0012005542 |
| non_RPG | A | Mex67_NON_RPG_ORFS_            | 0  | 4,9672842436 | 0,2041426011 | 0,0420164582 | 0,0010823057 |
| non_RPG | A | Mex67_NON_RPG_ORFS_            | 8  | 4,5478286662 | 0,1737482453 | 0,0640898907 | 0,001648397  |
| non_RPG | A | Mex67_NON_RPG_ORFS_            | 12 | 4,7113500016 | 0,1880873248 | 0,0745866179 | 0,0020824396 |
| non_RPG | A | Mex67_NON_RPG_ORFS_            | 14 | 4,7899489509 | 0,1817291368 | 0,0800705223 | 0,0021630123 |
| non_RPG | A | Mex67_NON_RPG_ORFS_            | 16 | 5,0501213504 | 0,1880011016 | 0,0859854215 | 0,0023234117 |
| non_RPG | A | Mex67_NON_RPG_ORFS_            | 30 | 5,3781243432 | 0,1882079531 | 0,1125937656 | 0,0030494312 |

|         |   |                         |    |               |              |              |              |
|---------|---|-------------------------|----|---------------|--------------|--------------|--------------|
| non_RPG | B | Mex67_NON_RPG_ORFS_repB | 0  | 4,0641918842  | 0,1090397351 | 0,0484523351 | 0,0008273292 |
| non_RPG | B | Mex67_NON_RPG_ORFS_repB | 10 | 4,4557985875  | 0,1593752927 | 0,069907468  | 0,001720062  |
| non_RPG | B | Mex67_NON_RPG_ORFS_repB | 12 | 4,7420000963  | 0,1795998684 | 0,0732750569 | 0,001931857  |
| non_RPG | B | Mex67_NON_RPG_ORFS_repB | 14 | 4,8351224907  | 0,1729630996 | 0,0790030243 | 0,0020061326 |
| non_RPG | B | Mex67_NON_RPG_ORFS_repB | 20 | 5,1578102871  | 0,169904363  | 0,0910024898 | 0,0022076077 |
| non_RPG | B | Mex67_NON_RPG_ORFS_repB | 4  | 4,3683962591  | 0,1548699682 | 0,0498433958 | 0,0011278062 |
| RPG     | A | Mex67_RPG_ORFS_         | 0  | 4,3858961152  | 0,1058700093 | 0,0575355128 | 0,0009149546 |
| RPG     | A | Mex67_RPG_ORFS_         | 12 | 4,1553868064  | 0,1301502105 | 0,0845869745 | 0,0019155143 |
| RPG     | A | Mex67_RPG_ORFS_         | 14 | 4,1607554066  | 0,1346566299 | 0,0893391874 | 0,0021160282 |
| RPG     | A | Mex67_RPG_ORFS_         | 16 | 4,3703662408  | 0,1408138464 | 0,0938420789 | 0,0022411947 |
| RPG     | A | Mex67_RPG_ORFS_         | 30 | 4,8103893624  | 0,1690452851 | 0,1210655792 | 0,0033317169 |
| RPG     | A | Mex67_RPG_ORFS_         | 8  | 3,8644026949  | 0,1139602911 | 0,0739623327 | 0,0015281639 |
| RPG     | B | Mex67_RPG_ORFS_repB     | 0  | 3,8555028598  | 0,0582620036 | 0,0664051418 | 0,0006846856 |
| RPG     | B | Mex67_RPG_ORFS_repB     | 10 | 3,9489536256  | 0,0993100557 | 0,0818493924 | 0,0014775611 |
| RPG     | B | Mex67_RPG_ORFS_repB     | 12 | 4,1741445384  | 0,1156586365 | 0,0843256963 | 0,0016897826 |
| RPG     | B | Mex67_RPG_ORFS_repB     | 14 | 4,2886229838  | 0,1223996468 | 0,0897249208 | 0,0018799829 |
| RPG     | B | Mex67_RPG_ORFS_repB     | 20 | 4,531451744   | 0,1373959954 | 0,1005650055 | 0,0022971299 |
| RPG     | B | Mex67_RPG_ORFS_repB     | 4  | 3,9586374237  | 0,0731793719 | 0,0658968609 | 0,0008289751 |
| RPL36A  | A | RPL36A_Mex67_repA       | 0  | 2,8192824408  | 0,3875104317 | 0,0647922677 | 0,0062227307 |
| RPL36A  | A | RPL36A_Mex67_repA       | 12 | 1,3721045181  | 0,4193238798 | 0,0647006171 | 0,0138986434 |
| RPL36A  | A | RPL36A_Mex67_repA       | 14 | 1,6425974593  | 0,2100203444 | 0,0972620201 | 0,0087508354 |
| RPL36A  | A | RPL36A_Mex67_repA       | 16 | 1,5166212554  | 0,2149594425 | 0,0870663529 | 0,0083362171 |
| RPL36A  | A | RPL36A_Mex67_repA       | 30 | 1,7650534662  | 0,1940463142 | 0,145168502  | 0,0120251798 |
| RPL36A  | A | RPL36A_Mex67_repA       | 8  | 0,7462916293  | 0,3792584594 | 0,0445654237 | 0,0168873429 |
| RPL36A  | B | RPL36A_Mex67_repB       | 0  | 2,1049159955  | 0,2743369736 | 0,0703452894 | 0,0062238436 |
| RPL36A  | B | RPL36A_Mex67_repB       | 10 | 1,9638093588  | 0,2320665218 | 0,0882218348 | 0,0074217638 |
| RPL36A  | B | RPL36A_Mex67_repB       | 12 | 2,3951711021  | 0,303675421  | 0,0859376154 | 0,0078766261 |
| RPL36A  | B | RPL36A_Mex67_repB       | 14 | 2,1362480698  | 0,1726494221 | 0,1047377701 | 0,0062705979 |
| RPL36A  | B | RPL36A_Mex67_repB       | 20 | 2,0780686213  | 0,2028633333 | 0,1074758501 | 0,0075829429 |
| RPL36A  | B | RPL36A_Mex67_repB       | 4  | 2,3159699391  | 0,2573549803 | 0,0817314839 | 0,0064354323 |
| RPL4A   | B | RPL4A_Mex67_repB        | 0  | 9,172571753   | 0,6554593614 | 0,0471791874 | 0,0021513514 |
| RPL4A   | B | RPL4A_Mex67_repB        | 10 | 9,2060871326  | 0,6338473303 | 0,0696616726 | 0,0033154902 |
| RPL4A   | B | RPL4A_Mex67_repB        | 12 | 9,6473512415  | 0,5408277986 | 0,0773711923 | 0,0030662237 |
| RPL4A   | B | RPL4A_Mex67_repB        | 14 | 8,9636686903  | 0,4260715937 | 0,0858034461 | 0,0029696257 |
| RPL4A   | B | RPL4A_Mex67_repB        | 20 | 7,5764018507  | 0,310144215  | 0,1031378864 | 0,0032820025 |
| RPL4A   | B | RPL4A_Mex67_repB        | 4  | 11,5571626981 | 0,9525045631 | 0,0490049967 | 0,0025948041 |
| RPL4A   | A | RPL4A_Mex67_repA        | 0  | 12,4593701276 | 0,9660117938 | 0,0480937052 | 0,0024011968 |
| RPL4A   | A | RPL4A_Mex67_repA        | 12 | 9,1933802778  | 0,8813587195 | 0,0786350812 | 0,0055350599 |

|       |   |                  |    |              |              |              |              |
|-------|---|------------------|----|--------------|--------------|--------------|--------------|
| RPL4A | A | RPL4A_Mex67_repA | 14 | 8,6831377247 | 0,5264877475 | 0,0911187785 | 0,0041281053 |
| RPL4A | A | RPL4A_Mex67_repA | 16 | 8,8569352177 | 0,3520108131 | 0,1137183769 | 0,00355103   |
| RPL4A | A | RPL4A_Mex67_repA | 30 | 8,9253033819 | 1,5156237934 | 0,1760605628 | 0,0258553617 |
| RPL4A | A | RPL4A_Mex67_repA | 8  | 8,0298469685 | 0,8059447231 | 0,055392504  | 0,0037789706 |

\*a .csv file is deposited at Mendeley.

**Appendix Table S4.** Basic DRS data statistics for datasets other than the chase experiments.

| Sample:                                                                                                                                                                      | All PASS reads                                                                |                                                                                      | mRNAs reads                                                                   |                                                                                      | Heat stress repressed mRNA reads                                              |                                                                                      | RPG mRNA reads                                                               |                                                                                      |
|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|-------------------------------------------------------------------------------|--------------------------------------------------------------------------------------|-------------------------------------------------------------------------------|--------------------------------------------------------------------------------------|-------------------------------------------------------------------------------|--------------------------------------------------------------------------------------|------------------------------------------------------------------------------|--------------------------------------------------------------------------------------|
|                                                                                                                                                                              | count number                                                                  | rho: counts/ mean pA-tail                                                            | count number                                                                  | rho: counts/ mean pA-tail                                                            | count number                                                                  | rho: counts/ mean pA-tail                                                            | count number                                                                 | rho: counts/ mean pA-tail                                                            |
| Pab1-AID control 1<br>Pab1-AID control 2                                                                                                                                     | 1461085<br>326593                                                             | 0.93/0.42                                                                            | 1433042<br>320052                                                             | 0.93/0.43                                                                            | 755069<br>167353                                                              | 0.98/0.73                                                                            | 585883<br>129810                                                             | 0.98/0.73                                                                            |
| Pab1-AID 1h auxin 1<br>Pab1-AID 1h auxin 2                                                                                                                                   | 1118293<br>1145958                                                            | 0.97/0.48                                                                            | 1096564<br>1123276                                                            | 0.96/0.55                                                                            | 567206<br>540441                                                              | 0.99/0.85                                                                            | 442538<br>421278                                                             | 0.99/0.95                                                                            |
| Pab1-AID 2h auxin 1<br>Pab1-AID 2h auxin 2                                                                                                                                   | 569602<br>1171693                                                             | 0.93/0.42                                                                            | 554508<br>1148828                                                             | 0.93/0.46                                                                            | 259303<br>543553                                                              | 0.98/0.81                                                                            | 199356<br>415730                                                             | 0.93/0.87                                                                            |
| Control for Xrn1-AID and Dcp2AID replicate 1<br>replicate 2                                                                                                                  | 1136743<br>1195900                                                            | 0.97/0.44                                                                            | 1104241<br>1172287                                                            | 0.97/0.54                                                                            | 380041<br>416018                                                              | 0.99/0.68                                                                            | 243639<br>266540                                                             | 0.98/0.93                                                                            |
| Dcp2-AID replicate 1<br>Dcp2-AID replicate 2                                                                                                                                 | 315388<br>687910                                                              | 0.95/0.34                                                                            | 302813<br>662182                                                              | 0.95/0.39                                                                            | 95793<br>169021                                                               | 0.97/0.51                                                                            | 58419<br>92399                                                               | 0.96/0.75                                                                            |
| Xrn1-AID replicate 1<br>Xrn1-AID replicate 2                                                                                                                                 | 306564<br>737127                                                              | 0.95/0.34                                                                            | 296792<br>713751                                                              | 0.95/0.41                                                                            | 141424<br>340845                                                              | 0.98/0.64                                                                            | 101982<br>243608                                                             | 0.99/0.89                                                                            |
| <i>pan2Δ ccr4Δ</i> 25°C rep1<br><i>pan2Δ ccr4Δ</i> 25°C rep2<br><i>pan2Δ ccr4Δ</i> 25°C rep3                                                                                 | 428496<br>541867<br>424573                                                    | (0.94-0.93-0.94)/(0.26-0.25-0.26)                                                    | 418937<br>528708<br>413829                                                    | (0.94-0.93-0.94)/(0.28-0.28-0.27)                                                    | 187184<br>254563<br>196043                                                    | (0.99-0.99-0.99)/(0.64-0.66-0.68)                                                    | 127163<br>174407<br>131024                                                   | (0.99-0.98-0.99)/(0.87-0.86-0.89)                                                    |
| <i>pan2Δ ccr4Δ</i> 37°C rep1<br><i>pan2Δ ccr4Δ</i> 37°C rep2<br><i>pan2Δ ccr4Δ</i> 37°C rep3                                                                                 | 592954<br>156325<br>176421                                                    | (0.89-0.89-0.87)/(0.28-0.30-0.24)                                                    | 581615<br>152947<br>172571                                                    | (0.89-0.88-0.88)/(0.30-0.31-0.24)                                                    | 219324<br>61010<br>66955                                                      | (0.97-0.98-0.97)/(0.53-0.66-0.52)                                                    | 144836<br>39698<br>42464                                                     | (0.97-0.97-0.98)/(0.8-0.76-0.76)                                                     |
| Mex67-AA 25°C rep1<br>Mex67-AA 25°C rep2                                                                                                                                     | 2184459<br>1118897                                                            | 0.96/0.47                                                                            | 2141570<br>1098396                                                            | 0.96/0.49                                                                            | 1081952<br>539068                                                             | 0.99/0.83                                                                            | 756476<br>374611                                                             | 0.96/0.91                                                                            |
| Mex67-AA 37°C rep1<br>Mex67-AA 37°C rep2                                                                                                                                     | 841310<br>1415229                                                             | 0.96/0.53                                                                            | 827924<br>1392269                                                             | 0.96/0.56                                                                            | 295373<br>392041                                                              | 0.97/0.66                                                                            | 202933<br>243062                                                             | 0.97/0.77                                                                            |
| Mex67-AA 37°C +rapamycin rep1<br>Mex67-AA 37°C +rapamycin rep2                                                                                                               | 1406000<br>1049059                                                            | 0.88/0.41                                                                            | 1381734<br>1028633                                                            | 0.89/0.43                                                                            | 750886<br>549364                                                              | 0.97/0.45                                                                            | 576594<br>413477                                                             | 0.97/0.83                                                                            |
| WT 30°C replicate1<br>WT 30°C replicate2<br>WT 30°C replicate3<br>WT 30°C replicate4<br>WT 30°C replicate5<br>WT 30°C replicate6<br>WT 30°C replicate7<br>WT 30°C replicate8 | 457235<br>960094<br>644548<br>3844655<br>874196<br>525983<br>774954<br>596447 | *(0.94-0.96-0.95-0.94-0.56-0.96-0.97-0.96)/(0.54-0.65-0.61-0.55-0.76-0.71-0.75-0.70) | 447134<br>940138<br>633208<br>3745464<br>867826<br>515572<br>755067<br>581467 | *(0.93-0.96-0.95-0.92-0.54-0.95-0.97-0.96)/(0.55-0.65-0.61-0.59-0.78-0.73-0.77-0.72) | 244466<br>528309<br>348321<br>1605245<br>137717<br>293606<br>415717<br>311665 | *(0.99-0.99-0.99-0.96-0.95-0.98-0.99-0.99)/(0.80-0.91-0.87-0.87-0.64-0.84-0.80-0.80) | 178995<br>394153<br>255176<br>1175348<br>92547<br>223015<br>313297<br>230320 | *(0.95-0.97-0.94-0.92-0.83-0.91-0.96-0.97)/(0.93-0.96-0.94-0.89-0.84-0.89-0.94-0.92) |
| <i>ccr4Δ</i> 30°C replicate 1<br><i>ccr4Δ</i> 30°C replicate 2                                                                                                               | 459838<br>285056                                                              | 0.79/0.49                                                                            | 449734<br>279388                                                              | 0.77/0.52                                                                            | 205757<br>154516                                                              | 0.89/0.80                                                                            | 137171<br>118949                                                             | 0.51/0.86                                                                            |
| <i>pan2Δ</i> 30°C replicate 1<br><i>pan2Δ</i> 30°C replicate 2                                                                                                               | 311266<br>475953                                                              | 0.93/0.37                                                                            | 304145<br>464686                                                              | 0.92/0.37                                                                            | 167681<br>258399                                                              | 0.99/0.59                                                                            | 121460<br>191672                                                             | 0.98/0.88                                                                            |
| <i>pop2Δ</i> 30°C replicate 1<br><i>pop2Δ</i> 30°C replicate 2                                                                                                               | 287286<br>525820                                                              | 0.95/0.50                                                                            | 279923<br>512622                                                              | 0.94/0.55                                                                            | 122635<br>217714                                                              | 0.98/0.84                                                                            | 87657<br>154100                                                              | 0.98/0.90                                                                            |
| WT 30°C<br>WT 30°C +Xrn1 <i>in vitro</i>                                                                                                                                     | 1291153<br>1090351                                                            | 0.96/0.55                                                                            | 1251152<br>1042261                                                            | 0.95/0.61                                                                            | 620428<br>550406                                                              | 0.99/0.80                                                                            | 449596<br>402027                                                             | 0.98/0.86                                                                            |

\*due to the large number of replicates in this datasets the Spearman rho coefficients were calculated between a given replicate and the sum of all reads.

### 3. APPENDIX REFERENCES

- Bilska, A., Kusio-Kobińska, M., Krawczyk, P. S., Gewartowska, O., Tarkowski, B., Kobylecki, K., Nowis, D., Golab, J., Gruchota, J., Borsuk, E., Dziembowski, A., Mroczek, S. (2020) Immunoglobulin expression and the humoral immune response is regulated by the non-canonical poly(A) polymerase TENT5C. *Nat Commun.* 11(1):2032. doi: 10.1038/s41467-020-15835-3.
- Kadanoff, L. P. 2009. More is the Same; Phase Transitions and Mean Field Theories. *Journal of Statistical Physics.* 137 (5-6) , pp.777-797. DOI 10.1007/s10955-009-9814-1
- Posit team (2024). RStudio: Integrated Development Environment for R. Posit Software, PBC, Boston, MA. URL <http://www.posit.co/>
- RStudio Team (2019). RStudio: Integrated Development for R. RStudio, Inc., Boston, MA URL <http://www.rstudio.com/>
- Tucker, M., Valencia-Sanchez, M. A., Staples, R. R., Chen, J., Denis, C. L., Parker, R. (2001) The transcription factor associated Ccr4 and Caf1 proteins are components of the major cytoplasmic mRNA deadenylase in *Saccharomyces cerevisiae*. *Cell.* 104(3):377-86. doi: 10.1016/s0092-8674(01)00225-2.

#### **4. APPENDIX FIGURES**

# Appendix Figure S1

A

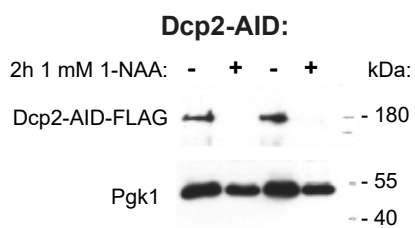

B

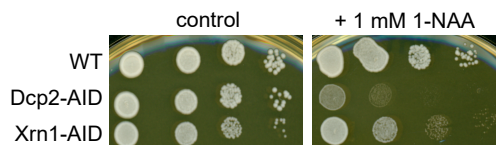

C

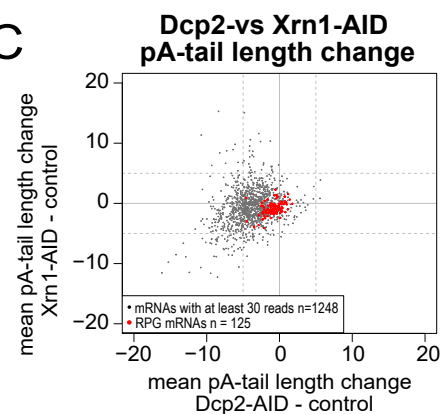

D

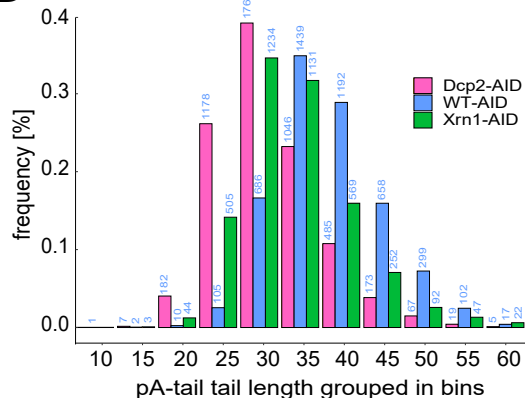

E

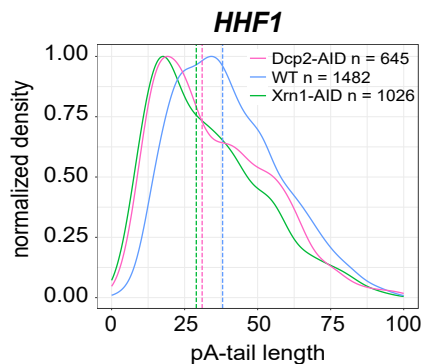

H

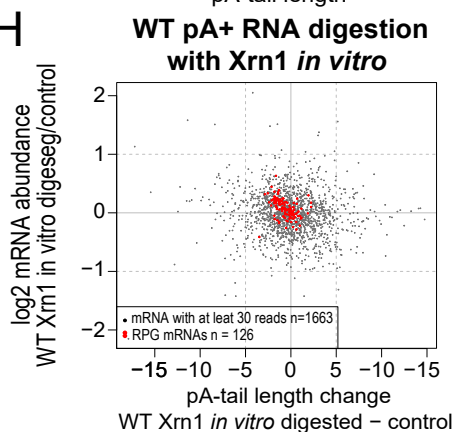

F

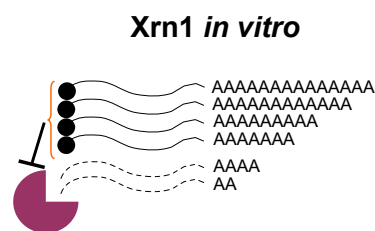

G

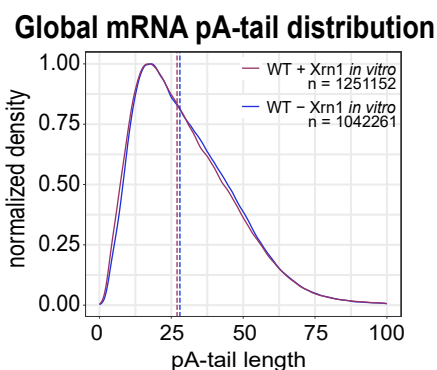

I

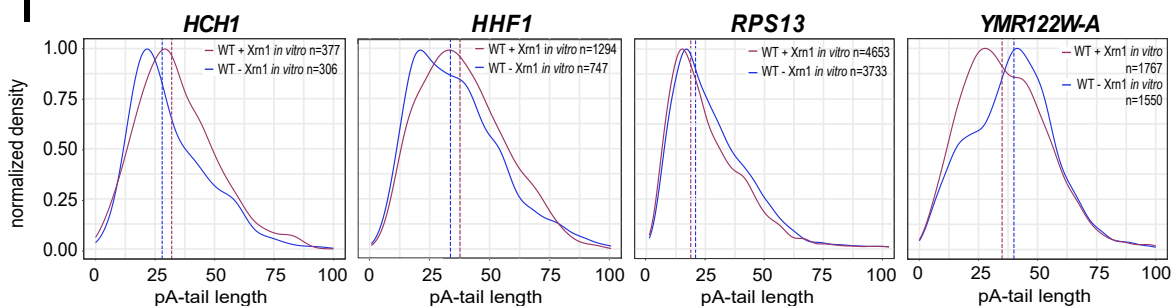

J

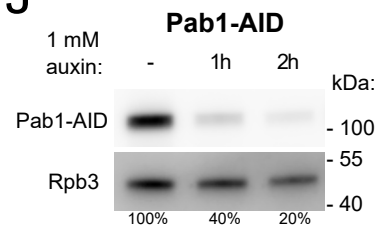

K

**mRNA pA-tail length distribution**

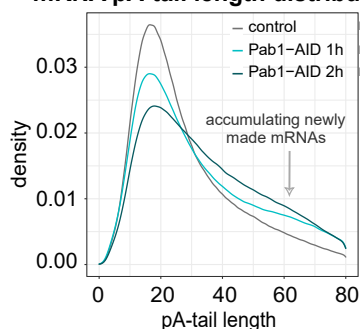

L

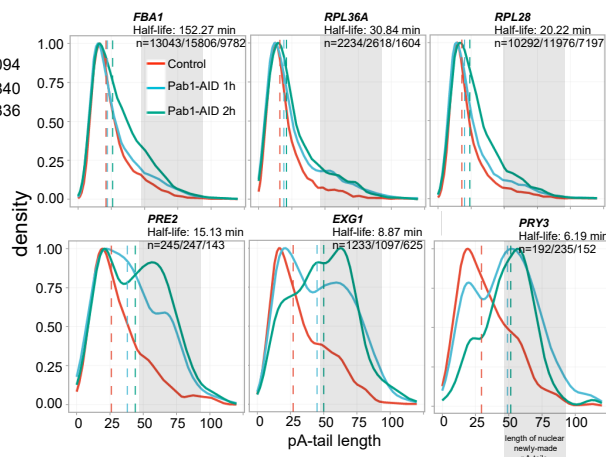

M

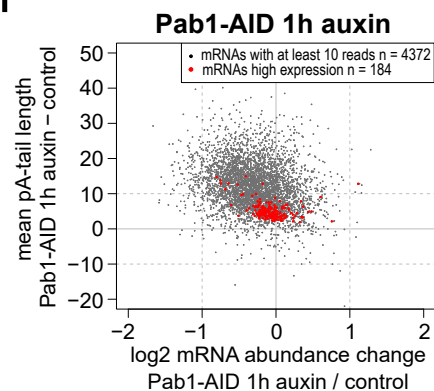

**Appendix Figure S1.** Assessment of the impact of Dcp2, Xrn1 and Pab1 on mRNA pA-tail lengths *in vivo*. **A.** Western blot shows the efficiency of depletion of Dcp2 using the AID system for 2 hours. PGK1 is used as a loading control. **B.** Growth test produced using 10-fold serial dilutions of Dcp2-AID and Xrn1-AID cells grown on a control or auxin-supplemented medium. **C.** Scatterplot compares the absolute change in mean pA-tail length in Dcp2- and Xrn1-depleted cells compared to control. **D.** Proportion of transcripts with specific median pA-tail lengths in designated value ranges presented for control, Dcp2- and Xrn1-depleted cells. **E.** pA-tail length distribution of *HHF1* and *RPS13* mRNAs in control and Dcp2- or Xrn1-depleted cells. **F.** Scheme shows that Xrn1 can only digest mRNAs devoid of a cap, potentially altering pA-tail distribution if transcripts are massively decapped only at a defined pA-tail length. **G.** Global pA-tail length distribution of coding transcripts in wild-type sample digested or not with Xrn1 *in vitro*. **H.** Absolute change in mean pA-tail length in relation to the log2 change in mRNA abundance in between a wild-type sample digested or not with Xrn1 *in vitro*. **I.** pA-tail length distributions of *HCH1*, *HHF1*, *RPS13* and *YMR122W-A* mRNAs in a control wild-type sample compared to the same sample digested with Xrn1 *in vitro*. **J.** Western blot shows depletion of Pab1 protein using the auxin-inducible degron for 1 and 2 hours. Rpb3 is shown as a loading control. The percentages shown below the Rpb3 loading control designate the estimated amount of Pab1-AID remaining in the sample relative to the control. **K.** Distribution of all coding transcript pA-tail lengths in control wild-type cells compared to 1 or 2 hours Pab1-depleted cells. **L.** pA-tail length distribution of *FBA1*, *RPL36A*, *RPL28*, *PRE3*, *EXG1* and *PRY3* mRNAs in control cells compared to strains depleted for Pab1 using the AID system for 1 or 2 hours. The mRNAs are ranked by half-life time. The number of reads that sum into each distribution is indicated on the panel with n='control'/'1h depletion'/'2h depletion'. **M.** Comparison of log2 change in mRNA abundance to absolute change in mean pA-tail length for cells depleted for Pab1 for 1 hour compared to wild-type control.

# Appendix Figure S2

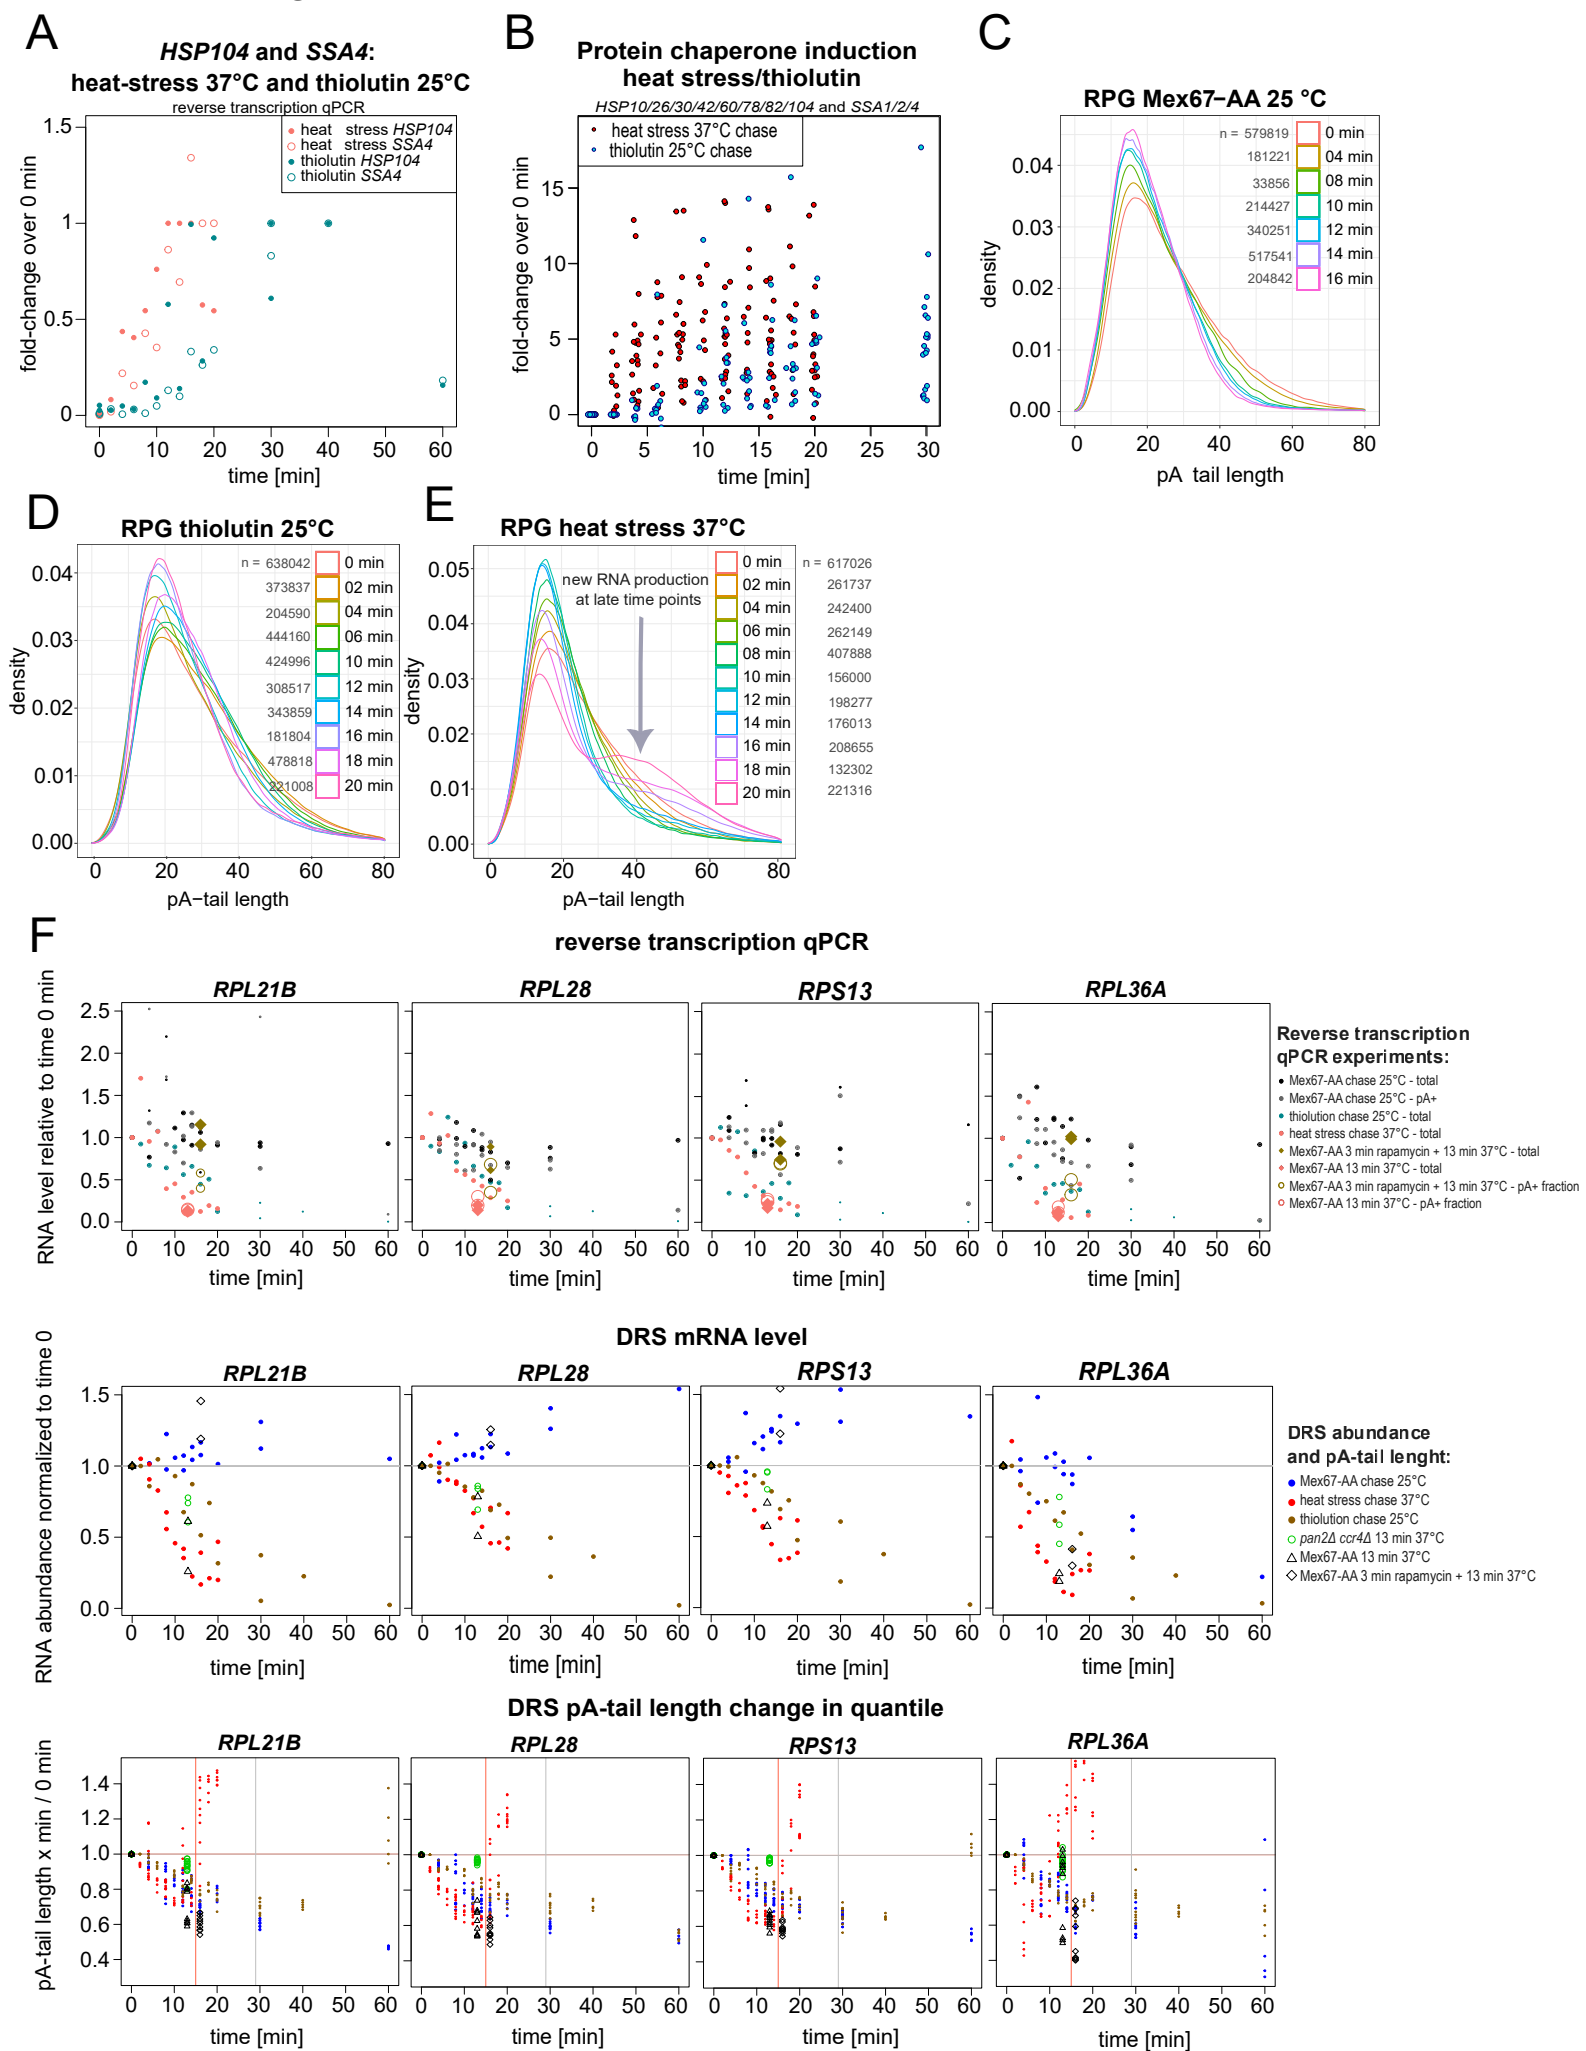

**Appendix Figure S2.** Transcriptomic changes upon heat stress and thiolutin treatment. **A.** Graph shows up-regulation of *HSP104* and *SSA4* mRNA levels during heat stress at 37 °C and thiolutin treatment at 25 °C by reverse transcription coupled to qPCR. **B.** Plot shows the up-regulation of a collection of chaperone mRNAs in the heat-stress at 37 °C and thiolutin treatment at 25 °C chase sequencing data. Those transcripts are known to be transcriptionally induced during heat stress (Vinayachandran et al, 2018). **C.-E.** Global distributions of RPG mRNA pA-tail lengths in chase experiments: Mex67-depletion (C.), thiolutin treatment at 25 °C (D.) and heat stress at 37 °C (E.). The arrow on the heat stress density plot points to a peak of long pA-tailed mRNAs accumulating in later heat stress chase time points. Since transcriptional down-regulation of RPGs during heat stress is only temporary (Vinayachandran et al, 2018), those can only be new transcripts. The contribution of new mRNAs in late heat stress time points was too important (they strongly distorted quantile values) and therefore those samples were not used for deadenylation modeling. **F.** Series of graphs show in rows from top to bottom time dependent: (top) mRNA abundance by reverse-transcription coupled to qPCR, mRNA, (middle) abundance by DRS and (bottom) change in the pA-tail length in upper quantiles (75-95<sup>th</sup>) normalized to control for single RPG mRNAs: *RPL21B*, *RPL36A*, *RPS13*, and *RPL28* in Mex67-depletion, heat-stress 37 °C and thiolutin 25 °C chase sequencing data. Legends for each type of experiment are given separately.

# Appendix Figure S3

## A DRS library read count by category

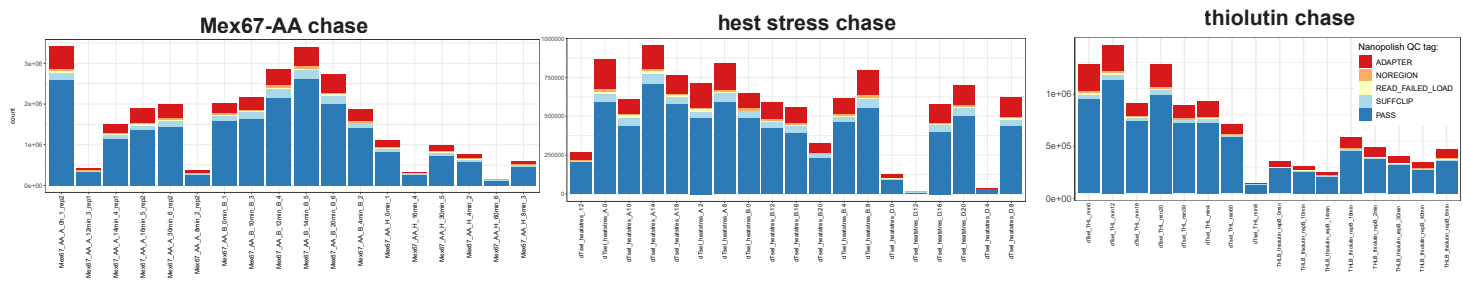

## B Mex67-AA chase

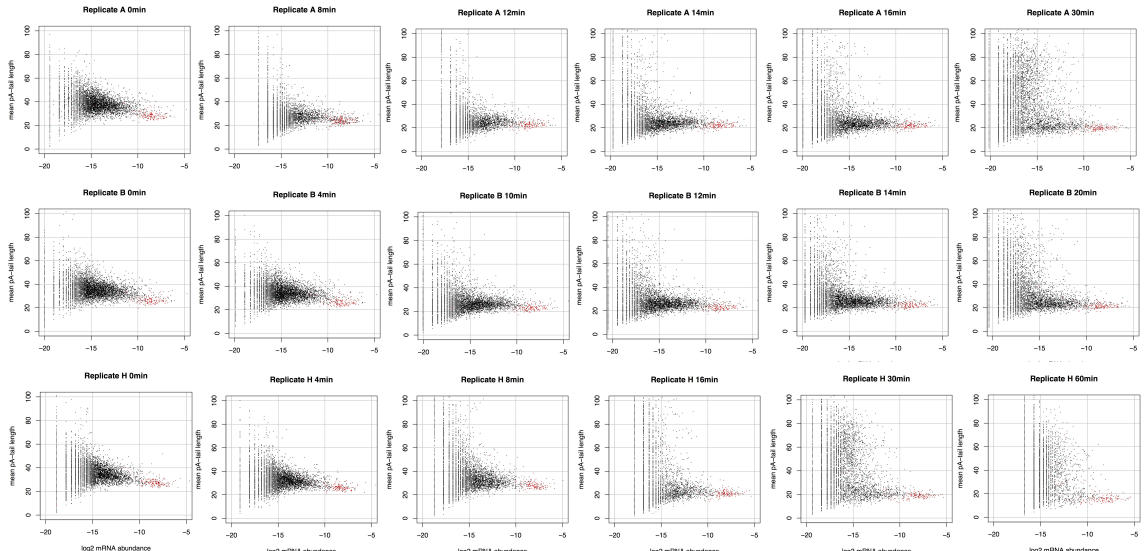

## Heat stress chase

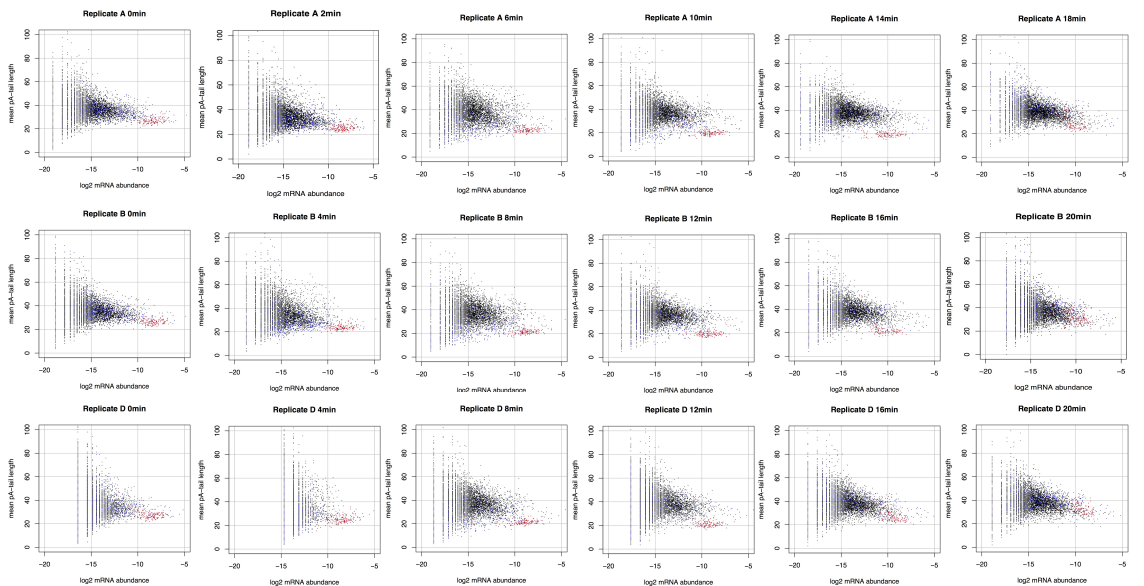

## Thiolutin chase

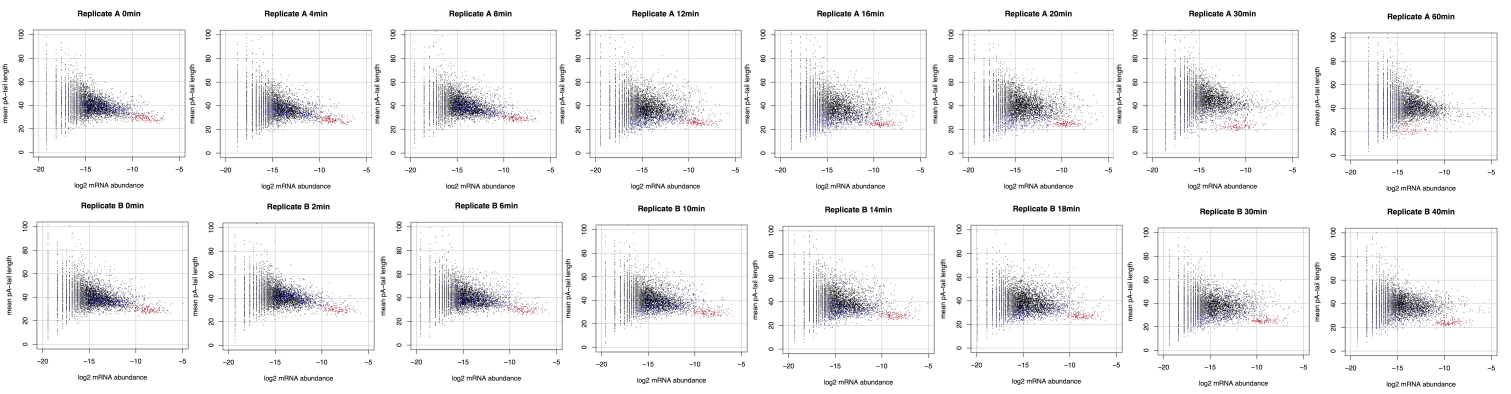

Legend:

- all mRNAs
- RPG mRNAs
- non-RPG mRNAs transcriptionally silenced during heat stress

**Appendix Figure S3.** General DRS chase quality control. **A.** Bar plots show each DRS chase sample read count with division into read quality control tags. Only the PASS counts were used for further analyses. **B.** Matrixes of scatterplots comparing the log<sub>2</sub> mRNA abundance on y-scale to the transcripts' mean pA-tail length on the x-axis for the three chase experiments (Mex67-depletion, heat stress and thiolutin treatment). Where appropriate selected groups of mRNAs are highlighted as indicated in the legend. The number of mRNAs shown on each figure is indicated in each panel legend.

# Appendix Figure S4

A

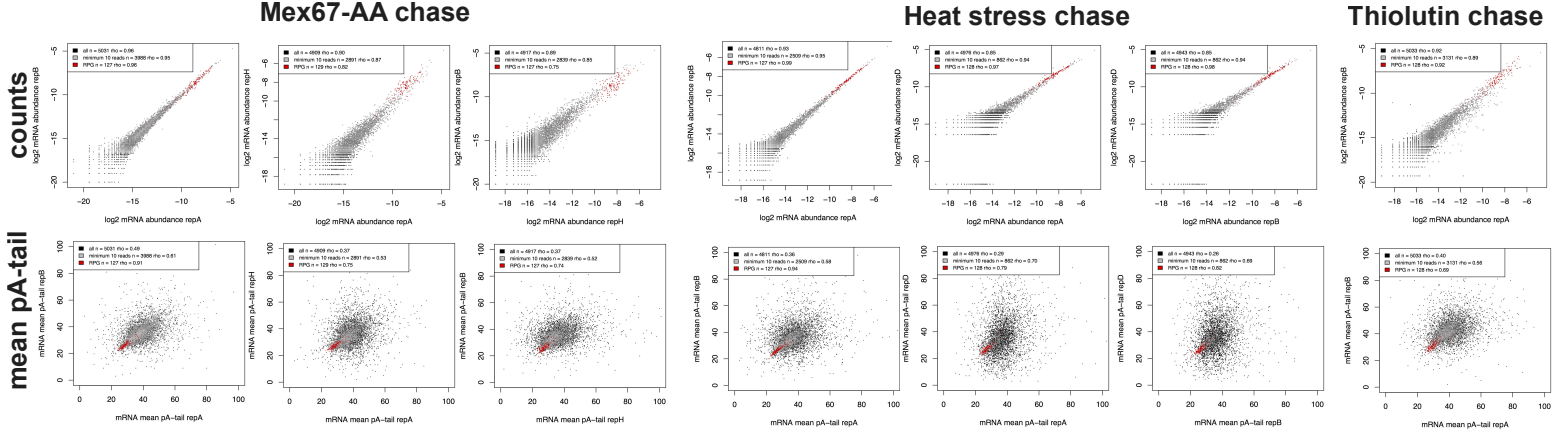

B

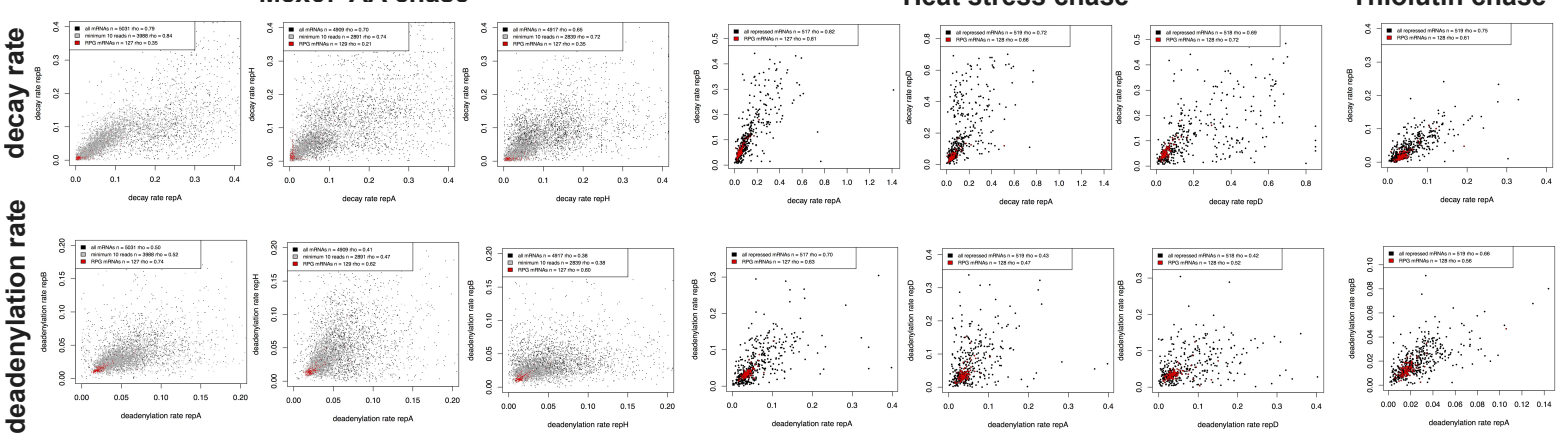

C

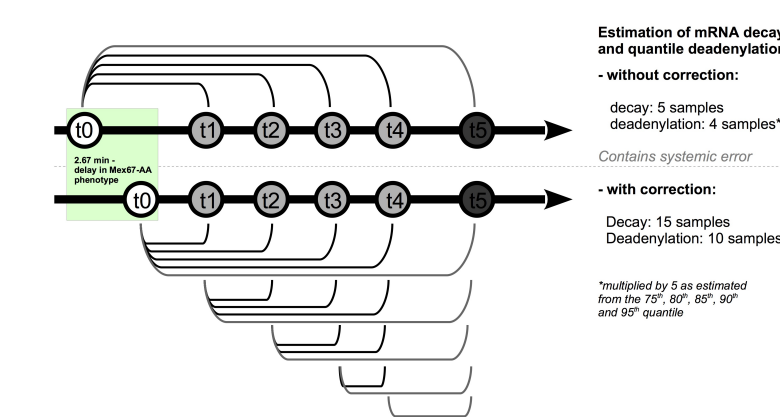

D

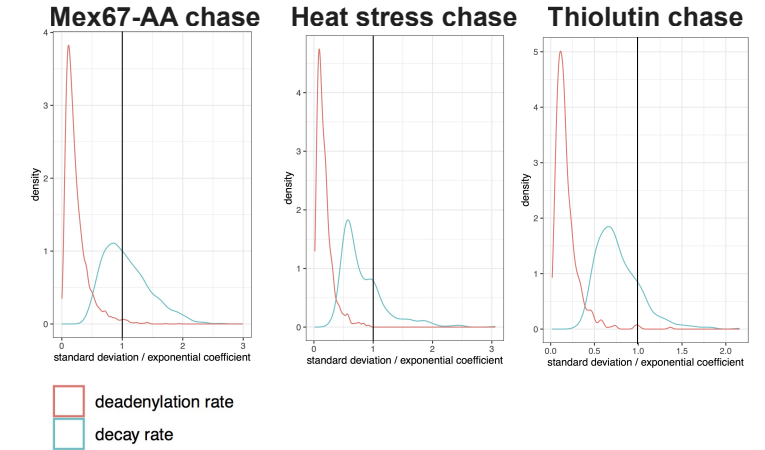

**Appendix Figure S4.** DRS quality control and decay/deadenylation modeling strategy. **A.** Scatter plots showing the correlation between read count in log2-scale (top row) and mean pA-tail length (bottom row) in the three chase experiments. Only the control samples for each replicate were analyzed as only these samples are expected to be similar. The plots show all detected mRNAs (black dots), mRNAs detected with at least 10 reads (grey dots) and RPG mRNAs (red dots). The number of mRNAs analyzed for each group and the Spearman rho is indicated on the Figure panel. **B.** Scatter plots showing the correlation between decay (top row) and deadenylation coefficients obtained from the preliminary data analysis (see Appendix main text). The classes of mRNAs analyzed are the same as in Appendix Fig. S4A. The good correlation between replicates justified merging the replicates (Appendix Fig. S4C and main text). **C.** Scheme compares two strategies for calculation of decay and quantile deadenylation rates. The top version shows the classical approach where the unique control sample is used to estimate the decay coefficient in relation to all the data-points in the replicate. In case of the Mex67-depletion this introduces a bias that is due to the time required for the phenotype onset to be fully established. This exact time was calculated when the modified gamma model was built and defined to be equal to 2.67 min. This allowed to shift the control sample on the time-line and to treat every time-point in the chase experiment as a control for the consecutive sample. This approach greatly increases the number of coefficients that can be used to estimate the decay and quantile deadenylation rates. In the latter case this number is further increased by 5-fold as each quantile deadenylation coefficient is estimated from five quantiles: 75<sup>th</sup>, 80<sup>th</sup>, 85<sup>th</sup>, 90<sup>th</sup> and 95<sup>th</sup>. The accuracy of the calculated decay and deadenylation coefficients was further tested by comparing mRNA half-lives to published datasets (Figure 1) and by evaluating the compliance of the functions drawn using the quantile deadenylation coefficients compared to actual experimental data (EV Figure 5A). **D.** Density plots compare the ratio between the standard deviation and its corresponding decay or quantile deadenylation coefficient calculated using the bulk method shown in Appendix Figure S4C (bottom version; see also main text). The number of measurements is the same as in Appendix Figure S4B.

## 5. R code for calculation of the modified gamma distribution parameters

#this code should calculate the modified gamma distribution gamma\_shape and gamm\_rate parameters. Remember that estimation of the modified gamma distribution parameters is most accurate on distributions containing a large number of reads.

#download dataframes and prepare a separate directory; then set the directory path in setwd(). The end result table and pdf files containing figures will be downloaded in this directory.

#note that this code works with the Mex67-chase dataset dataframes as it extracts the time point from the column header using the colnames() command. If you want to use it on other dataframes, then either adjust the column name or change the colnames() commands accordingly.

# 0.096 parameter (beta = JP\_DECAP) should be adjusted to the given datasets and remain equal for all distributions.

```
setwd("set chosen directory")
```

```
getwd())# will check the chosen directory location
```

```
JP_DECAP<-0.096
```

```
JP_dist<-function(x,decap,shape,rate) {
```

```
  return((((tanh(x*decap))^shape)*exp(-rate*x))
```

```
})
```

```
JP_RES<-NULL
```

```
JP_LogN<-NULL
```

```
JP_Log2<-NULL
```

```
now<-Sys.time()
```

```
sname<-paste0("JP4AT-",format(Sys.time(),format="%y%m%d-%H%M"))
```

```
pdf(file=paste0(sname,".pdf"))
```

```
nn<-60 # number of curves produced for the simulation step
```

```
ll<-80 # fixed parameter describing the maximum pA-tail length; do not modify
```

```
zz<-80
```

```
pp<-0.5 # fixed parameter not to be changed
```

```
tt<-60 # maximum time in minutes
```

```
scale<-1 # curve density for the simulation step; - scale * nn is the maximum in silico evolution time
```

```
fname<- "ORFs_repB" #file name of one of the data frames
```

```
for (fname in c("name of dataframe in chosen directory")) {
```

```
  all_raw<-read.csv(paste0(fname,".csv"))
```

```
  all<-all_raw[order(all_raw[,1]),]
```

```
  all<-NULL
```

```
  ii<-0
```

```
  for(ii in 0:(ll+1)) {
```

```

ss<-all_raw[all_raw[,1]==ii,]

if (length(ss[,1])==0) {

  ss<-all_raw[1,]

  ss[1,1]<-ii

  ss[1,-1]<-0

}

ss<-gsub("NA",0,ss)

ss<-as.numeric(ss)

all<-rbind(all,as.numeric(ss))

}

colnames(all)<-gsub("_", "", gsub("25C", "", gsub("min", "", gsub(fname, "", colnames(all_raw)))))

colnames(all)<-gsub("min", "", gsub("Mex67AA", "", colnames(all)))

#rownames(all)<-all[,1]

all<-as.data.frame(all)

#all[,1]<-as.numeric(0:(ll+1))

for(ii in 2:7) {

  # all[,ii]<-as.numeric(all[,ii])

  all[,ii]<-all[,ii]/max(all[,ii],na.rm = TRUE)

}

dist<-all[1:(ll+2),1:2]

names(dist)<-c("n","o")

#dist$n<-0:(ll+1)

#dist$o<-0

dist$o[is.na(dist$o)]<-0

dist$o<-dist$o/max(dist$o)

#dist$o<-dist$o*0

#dist$o[70]<-1

old<-dist$o

old2<-dist$o

plot(dist$o,type="n",col="blue",log="",xlim=c(0,100),xlab = "N-Tail",

      ylab = " experimental PolyA distribution",lwd=2,main=fname)

```

```

for ( ii in 2:7) {

  cc<-as.double(colnames(all)[ii])/tt

  lines(all[,ii],type="l",col=rgb(1-cc,0,cc),lwd=2)

}

plot(dist$0,type="n",col="blue",log="xy",xlab = "N-Tail",xlim=c(1,200),

      ylab = "normalized experimental PolyA distribution",lwd=2,main=fname)

for ( ii in 2:7) {

  cc<-as.double(colnames(all)[ii])/tt

  lines(all[,ii],type="l",col=rgb(1-cc,0,cc),lwd=2)

}

plot(dist$0,type="l",col="red",log="xy",xlab = "N-Tail",ylab = "modelled PolyA distribution",lwd=2,main=fname)

wcap<-(0:(ll+1))*JP_DECAP

wcap<-(tanh(wcap))pp

beta<-0

for (beta in 0:(nn-1)) {

  new<-dist$0*0

  for (ii in 1:(ll+1)) {

    for (jj in (ll+2-ii):1) {

      new[ii]<-(new[ii]+dist$0[ii+jj])*beta*scale/jj

    }

    new[ii]<-new[ii]+dist$0[ii]

  }

  new<-new*exp(-beta*scale)

  old<-cbind(old,new)

  colnames(old)[beta+2]<-paste0("b",beta*scale)

  wcap<-tanh((0:(ll+1))*JP_DECAP)

  wcap<-wcap((beta*scale)pp)

  old2<-cbind(old2,new*wcap)

  colnames(old2)[beta+2]<-paste0("b",beta*scale)

  #lines(new,type="l",col="green")

  lines(new*wcap,type="l",col=rgb(0,beta/nn,1-beta/nn))

```

```

}

write.table(old,file=paste0(fname,"_models.txt"),sep="\t")

plot(old[,1],col="blue",type="n",xlim=c(1,100),lwd=4,log="",xlab = "N-Tail",

      ylab = "modelled PolyA distribution",main=fname)

for(ii in 2:length(colnames(old))) {

  lines(old[,ii],col=rgb(0,(ii-1)/nn,1-(ii-1)/nn),type="l")

}

lines(old[,1],col="red",type="l",lwd=2)

plot(old[,1],col="blue",type="n",xlim=c(1,100),lwd=4,log="",xlab = "N-Tail",

      ylab = "normalized modelled PolyA distribution",main=fname)

for(ii in 2:length(colnames(old))) {

  # old[,ii]<-old[,ii]/max(old[,ii])

  lines(old[,ii]/max(old[,ii]),col=rgb(0,(ii-1)/nn,1-(ii-1)/nn),type="l")

}

lines(old[,1],col="red",type="l",lwd=3)

#old2<-old*wcap

#old2[,1]<-old[,1]

plot(old2[,1],col="blue",type="n",xlim=c(1,100),lwd=4,log="",xlab = "N-Tail",

      ylab = "modelled PolyA distribution",main=fname)

for(ii in 2:length(colnames(old2))) {

  lines(old2[,ii],col=rgb(0,(ii-1)/nn,1-(ii-1)/nn),type="l")

}

lines(old2[,1],col="red",type="l",lwd=3)

plot(old2[,1],col="blue",type="n",xlim=c(1,100),lwd=4,log="",xlab = "N-Tail",

      ylab = "normalized modelled PolyA distribution",main=fname)

for(ii in 2:length(colnames(old))) {

  # old2[,ii]<-old2[,ii]/max(old2[,ii])

  lines(old2[,ii]/max(old2[,ii]),col=rgb(0,(ii-1)/nn,1-(ii-1)/nn),type="l")

}

lines(old2[,1],col="red",type="l",lwd=3)

```

```

plot(dist$o,type="n",col="blue",log="",xlim=c(0,100),xlab = "N-Tail",

      ylab = "normalized experimental PolyA distribution",lwd=2,main=fname)

for ( ii in 2:7) {

  cc<-as.double(colnames(all)[ii])/tt

  lines(all[,ii],type="l",col=rgb(0,1-cc,cc),lwd=2)

}

```

```

plot(dist$o,type="n",col="blue",log="",xlim=c(0,100),xlab = "N-Tail",

      ylab = "normalized experimental PolyA distribution",lwd=2,main=fname)

for ( ii in 2:7) {

  cc<-as.double(colnames(all)[ii])/tt

  lines(all[,ii],type="l",col=rgb(0,1-cc,cc),lwd=2)

}

for(ii in 2:length(colnames(old))) {

  lines(old2[,ii]/max(old2[,ii]),col=rgb(0,(ii-1)/nn,1-(ii-1)/nn),type="l")

}

```

```

for ( ii in 2:7) {

#####

#Glowne dopasowanie

#####

```

```

cc<-as.double(colnames(all)[ii])/tt

max<-9e99

kk<-1

for(jj in 2:length(colnames(old))) {

  chi2<-old2[,jj]/max(old2[,jj])-all[1:(lt+2),ii]

  chi2<-chi2*chi2

  chi2<-sum(chi2*chi2)

  if (chi2<max) {

    max<-chi2;

    kk<-jj

    #   print(c(ii,jj,chi2,"n"))

```

```

}

}

plot(all[,ii],type="p",pch=19,col=rgb(0,1-cc,cc),log="",xlim=c(0,100),xlab = "N-Tail",

      ylab = "normalized experimental PolyA distribution",lwd=2,main=paste0(fname," min ",cc*tt,"; in silico ",kk-1))

lines(old2[,kk]/max(old2[,kk]),col=rgb(0,(kk-1)/nn,1-(kk-1)/nn),type="l",lw=2)

dd<-all[,c(1,ii)]

dd[,1]<-as.numeric(dd[,1])

dd[,2]<-as.numeric(dd[,2])

dd<-dd[dd[,2]>0,]

dd<-dd[dd[,1]<=zz,]

x<-as.numeric(dd[,1])

y<-as.numeric(dd[,2])

rate<-0.05

shape=3

fit0<-nls(y ~ a*JP_dist(x,JP_DECAP,shape,rate),start=list(a=8e3),control=nls.control(maxiter=500))

co<-coefficients(fit0)

lines(x,predict(fit0),lw=0.5)

fit1<-nls(y ~ a*JP_dist(x,JP_DECAP,shape,rate),start=list(a=co[1],rate=rate),control=nls.control(maxiter=500))

co<-coefficients(fit1)

lines(x,predict(fit1),lw=0.5)

fit2<-nls(y ~ a*JP_dist(x,JP_DECAP,shape,rate),start=list(a=co[1],shape=shape,rate=co[2]),control=nls.control(maxiter=500))

co<-coef(fit2)

lines(x,predict(fit2),lw=1)

fit3<-nls(y ~ a*JP_dist(x,JP_DECAP,shape,rate),start=list(a=co[1],shape=co[2],rate=co[3]),control=nls.control(maxiter=500),weights = 1/(1+y))

co<-coef(fit3)

lines(x,predict(fit3),lw=3,col="black")

ssss<-summary(fit3)

JP_RES<-rbind(JP_RES,c(fname,cc*tt,co,ssss$parameters[2,],ssss$parameters[3,]))

```

```

if (as.numeric(colnames(all)[ii])<15) {

mean<-3.75

width<-0.31

plot(all[,ii],type="p",pch=19,col=rgb(0,1-cc,cc),log="",xlim=c(0,100),xlab = "N-Tail",

      ylab = "normalized experimental PolyA distribution with logN",lwd=2,main=paste0(fname," min ",cc*tt,"; in silico ",kk-1))

#   lines(old2[,kk]/max(old2[,kk]),col=rgb(0,(kk-1)/nn,1-(kk-1)/nn),type="l",lw=2)

ww<-x

aa<-(ww>60)+(ww<20)

fit4<-nls(y ~ a*JP_dist(x,JP_DECAP,shape,rate),

          start=list(a=co[1],shape=co[2],rate=co[3]),control=nls.control(maxiter=500),weights = aa/(1+y))

coss<-coef(fit4)

lines(x,predict(fit4),lw=0.1,col="black")

shape=coss[2]

rate<-coss[3]

fit5<-nls(y ~ a*JP_dist(x,JP_DECAP,shape,rate)+b*dlnorm(x,mean,width),

          start=list(a=coss[1],b=1),control=nls.control(maxiter=500),weights = 1/(1+y))

coss<-coef(fit5)

lines(x,predict(fit5),lw=0.1,col="black")

fit6<-nls(y ~ a*JP_dist(x,JP_DECAP,shape,rate)+b*dlnorm(x,mean,width),

          start=list(a=coss[1],shape=shape,rate=rate,b=coss[2]),control=nls.control(maxiter=500),weights = 1/(1+y))

coss<-coef(fit6)

lines(x,predict(fit6),lw=.5,col="black")

shape<-coss[2]

rate<- coss[3]

ok<-tryCatch( {

fit7<-nls(y ~ abs(a)*JP_dist(x,JP_DECAP,shape,rate)+abs(b)*dlnorm(x,mean,width),

          start=list(a=coss[1],b=coss[4],mean=mean,width=width),control=nls.control(maxiter=500),weights = 1/(1+y))

coss<-coef(fit7)

lines(x,predict(fit7),lw=1,col="black")

```

```

},error=function(cond) {

lines(x,predict(fit6),lw=.1,col="black")

print(c("7",as.numeric(colnames(all)[ii]),fname))

}

)

ok<-tryCatch({

fit8<-nls(y ~ abs(a)*JP_dist(x,JP_DECAP,shape,rate)+abs(b)*dlnorm(x,mean,width),

start=list(a=coss[1],shape=shape,rate=rate,b=coss[2],mean=coss[3],width=coss[4]),control=nls.control(maxiter=500),weights = 1/(1+y))

coss<-coef(fit8)

lines(x,predict(fit8),lw=3,col="red")

lines(x,coss[4]*dlnorm(x,coss[5],coss[6]),col="blue",lw=2,lty=1)

lines(x,coss[1]*JP_dist(x,JP_DECAP,coss[2],coss[3]),col="green",lw=2,lty=1)

ssss<-summary(fit8)

JP_LogN<-rbind(JP_LogN,c(fname,cc*tt,coss,ssss$parameters[1,],ssss$parameters[2,],ssss$parameters[3,],ssss$parameters[4,],ssss$parameters[5,],ssss$parameters[6,]))

},error=function(cond) {

# lines(x,predict(fit7),lw=.1,col="black")

print(c("8",as.numeric(colnames(all)[ii]),fname))

}

)

ok<-tryCatch({

mean<-3.72

width<-0.284

fit9<-nls(y ~ abs(a)*JP_dist(x,JP_DECAP,shape,rate)+abs(b)*dlnorm(x,mean,width),

start=list(a=coss[1],shape=coss[2],rate=coss[3],b=coss[4]),control=nls.control(maxiter=5000),weights = 1/(1+y))

coss<-coef(fit9)

ssss<-summary(fit9)

JP_Log2<-rbind(JP_Log2,c(fname,cc*tt,coss,ssss$parameters[1,],ssss$parameters[2,],ssss$parameters[3,],ssss$parameters[4,]))

lines(x,predict(fit9),lw=3,col="red",lty=2)

lines(x,coss[4]*dlnorm(x,mean,width),col="blue",lw=2,lty=2)

lines(x,coss[1]*JP_dist(x,JP_DECAP,coss[2],coss[3]),col="green",lw=2,lty=2)

```

```

},error=function(cond) {

  print(c("9",as.numeric(colnames(all)[ii]),fname))

}

)

lines(x,predict(fit3),lwd=3,col="black")

}

}

#lines(old2[,22]/max(old2[,22]),type="l",col=rgb(1,0,0),lwd=3,lty=4)

#lines(old2[,18]/max(old2[,18]),type="l",col=rgb(1,0,0),lwd=3,lty=4)

#lines(old2[,15]/max(old2[,15]),type="l",col=rgb(1,0,0),lwd=3,lty=4)

#lines(old2[,4]/max(old2[,4]),type="l",col=rgb(1,0,0),lwd=3,lty=4)

#lines(old2[,2]/max(old2[,2]),type="l",col=rgb(1,0,0),lwd=3,lty=4)

dall<-all[,1]

dall<-cbind(dall,all[,2]-all[,3])

dall<-cbind(dall,all[,2]-all[,4])

dall<-cbind(dall,all[,2]-all[,5])

dall[,2]<-dall[,2]/max(dall[,2],na.rm = TRUE)

dall[,3]<-dall[,3]/max(dall[,3],na.rm = TRUE)

dall[,4]<-dall[,4]/max(dall[,4],na.rm = TRUE)

plot(dall[,2],type="n",col="blue",xlim=c(0,80),xlab = "N-Tail",

      ylab = "normalized difference in experimental PolyA distributions",lwd=2,main=fname)

lines(dall[,2],type="p",pch=19)

x<-dall[,1]

y<-dall[,2]

w<-0+(x>35)

fitex<-nls(y~a*dlnorm(x,mean,width),start=c(a=10,mean=3.8,width=0.1),weights = w)

res<-summary(fitex)

lines(predict(fitex),col="blue",lwd=2)

#lines(dall[,4],type="p")

#lines(all[,1],10*dlnorm(all[,1],meanlog=3.8,.1),col="green")

```

```
write.table(dall,file = paste0(fname,"diff.txt"),sep="\t")

syn<-coef(fitex)

}

dev.off()

write.table(JP_RES,paste0(sname,"JP_RES.txt"),sep="\t")

write.table(JP_LogN,paste0(sname,"JP_LogN.txt"),sep="\t")

write.table(JP_Log2,paste0(sname,"JP_Log2.txt"),sep="\t")
```

# Supplementary material for: Modeling of mRNA deadenylation rates reveal a complex relationship between mRNA deadenylation and decay
**Source:** EMBO J. 2024 Oct 11;43(24):6525–54. doi: 10.1038/s44318-024-00258-3

# GAS1\_Mex67\_repA

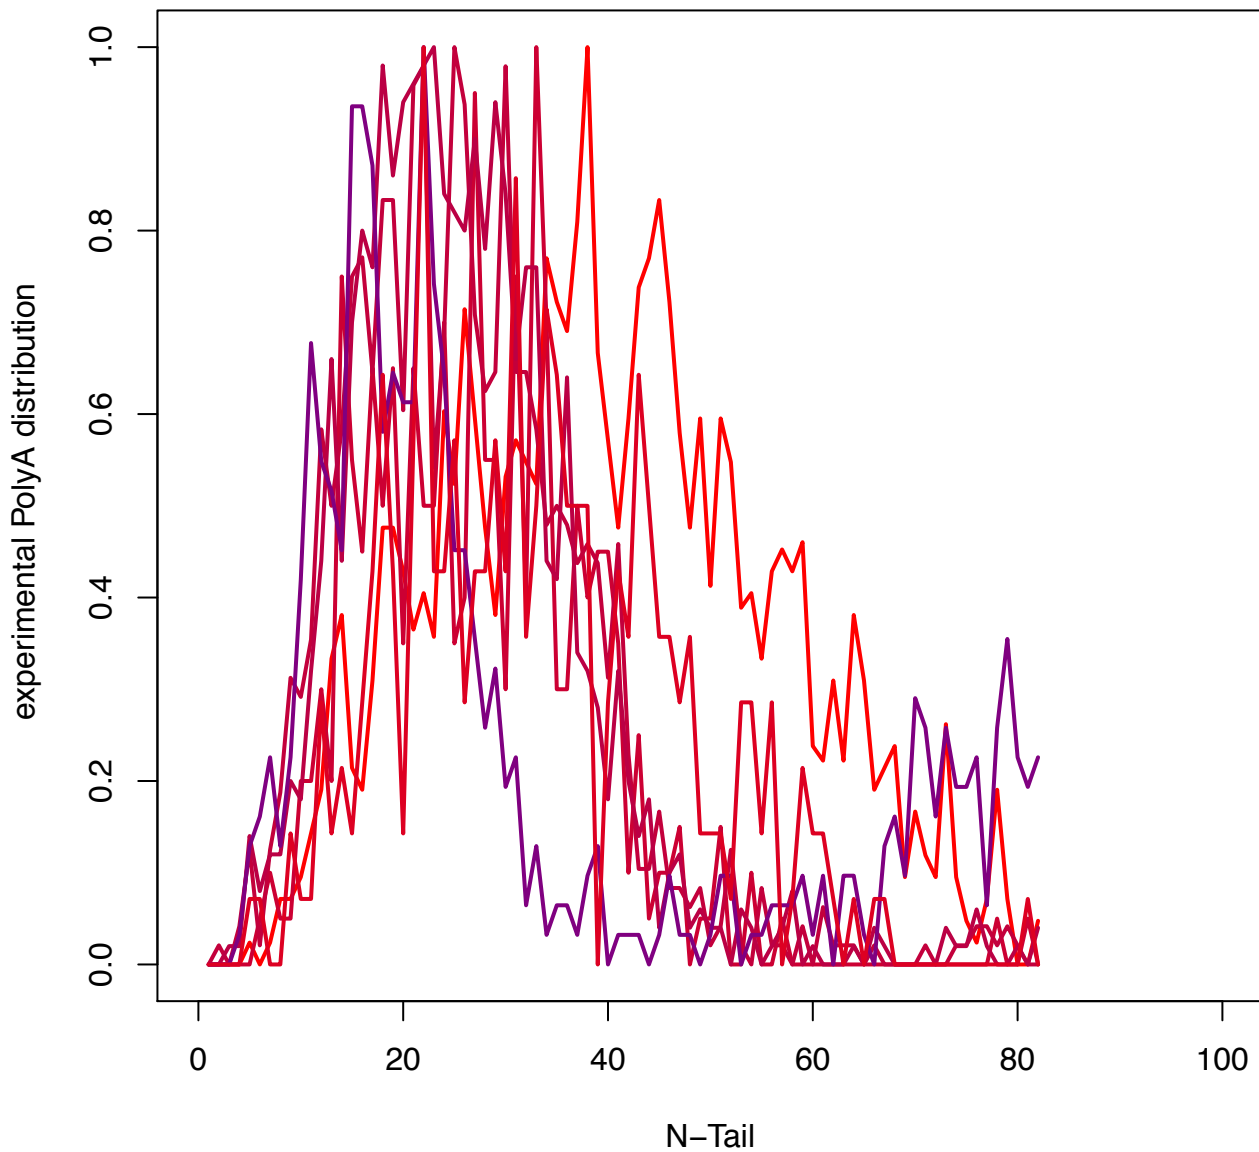

# GAS1\_Mex67\_repA

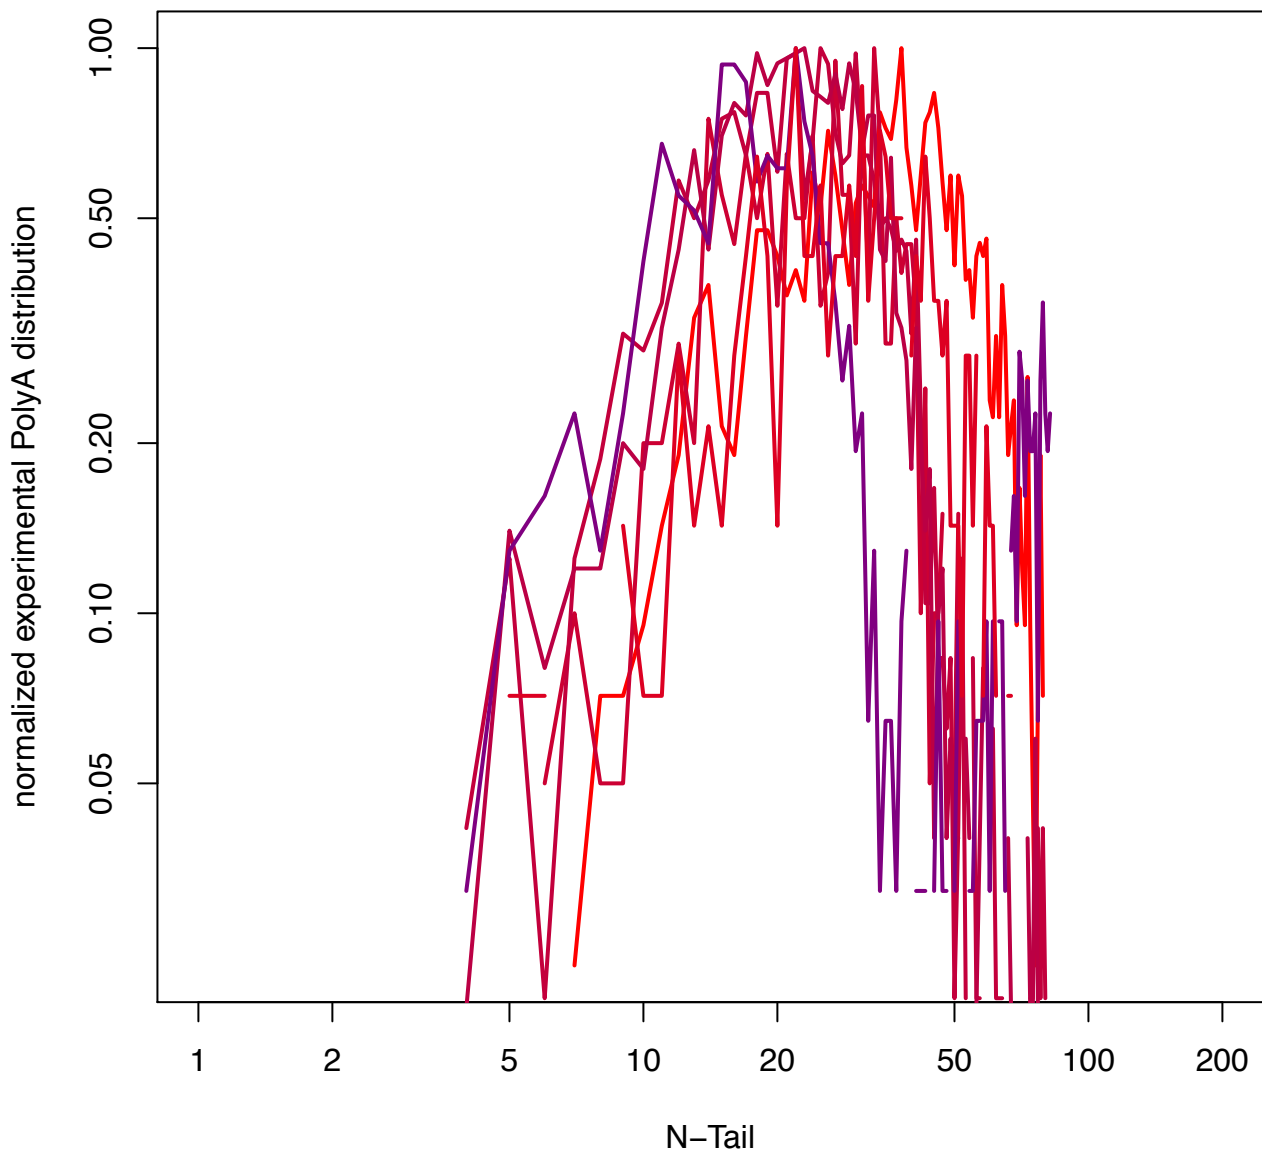

# GAS1\_Mex67\_repA

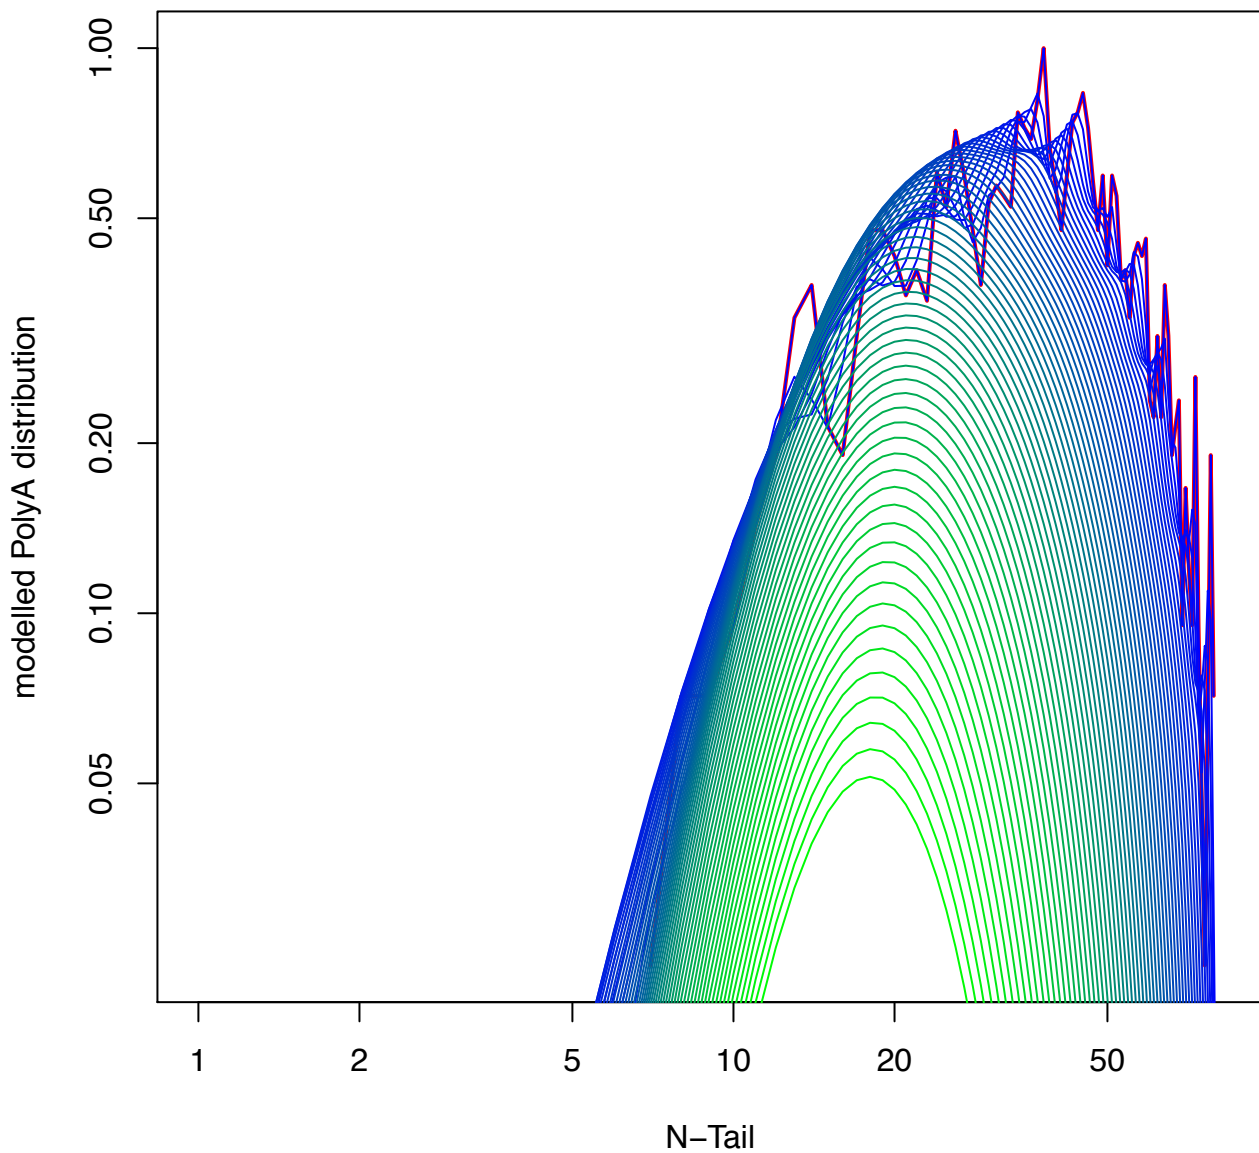

# GAS1\_Mex67\_repA

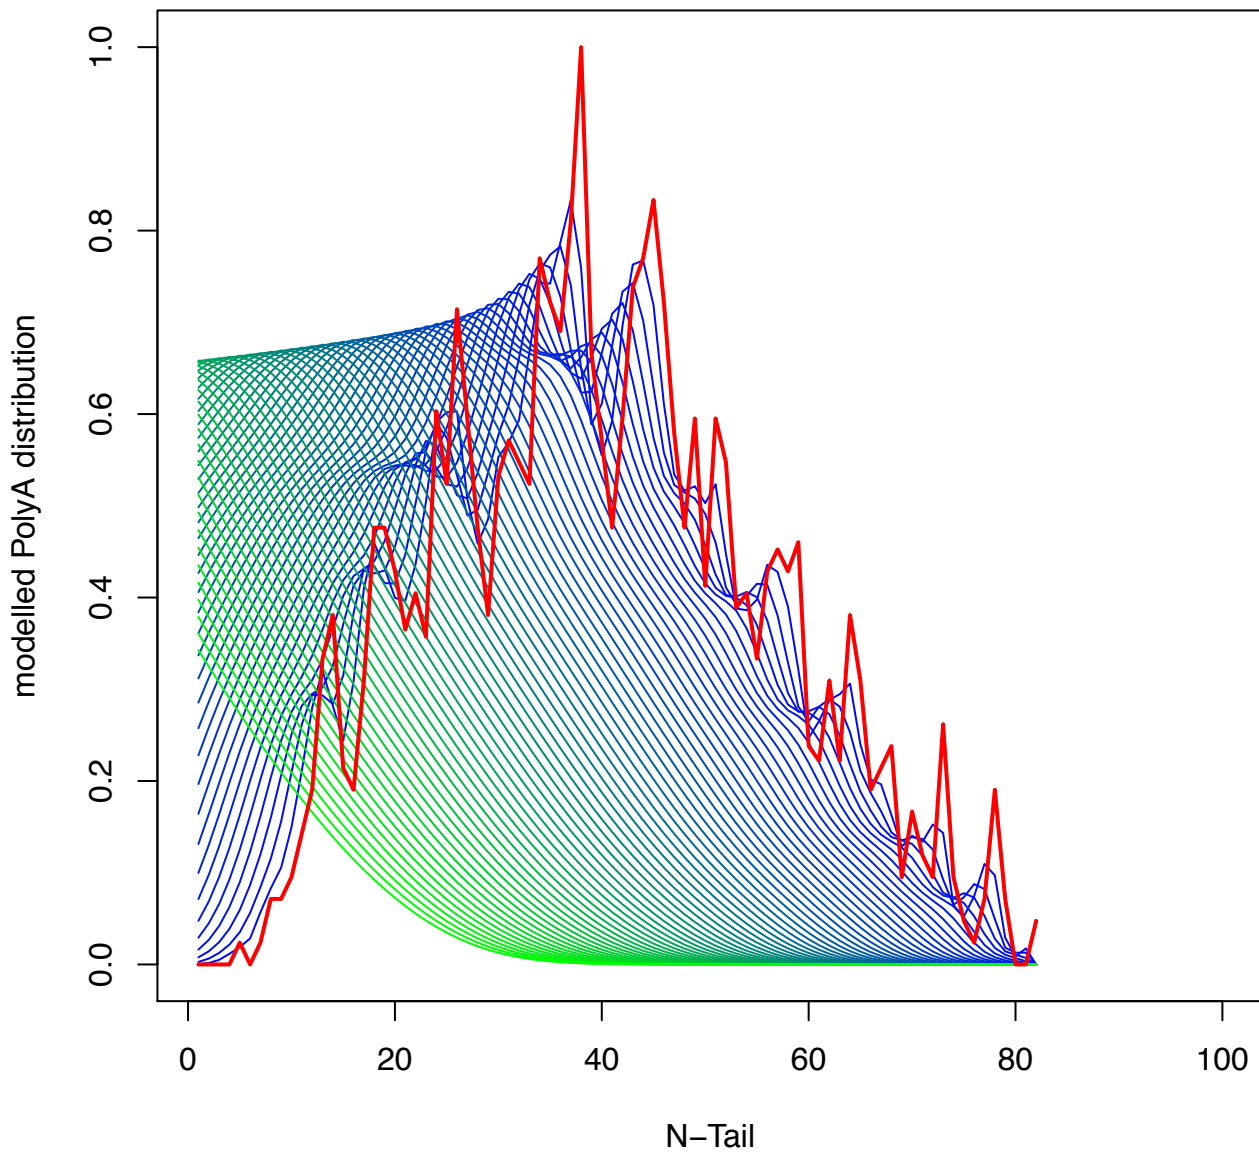

# GAS1\_Mex67\_repA

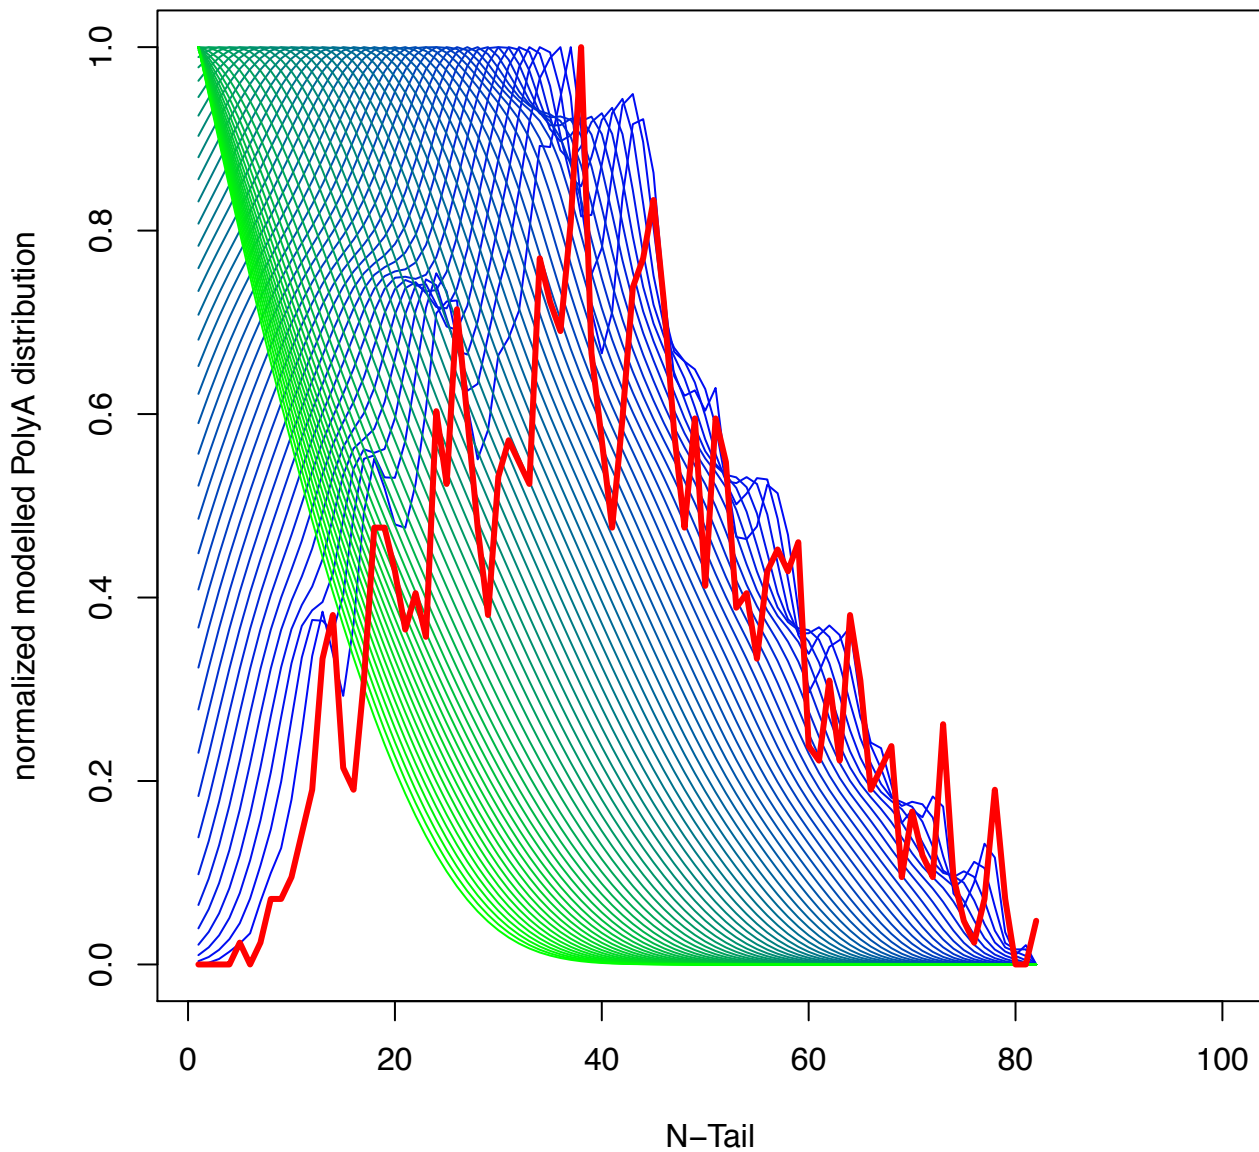

# GAS1\_Mex67\_repA

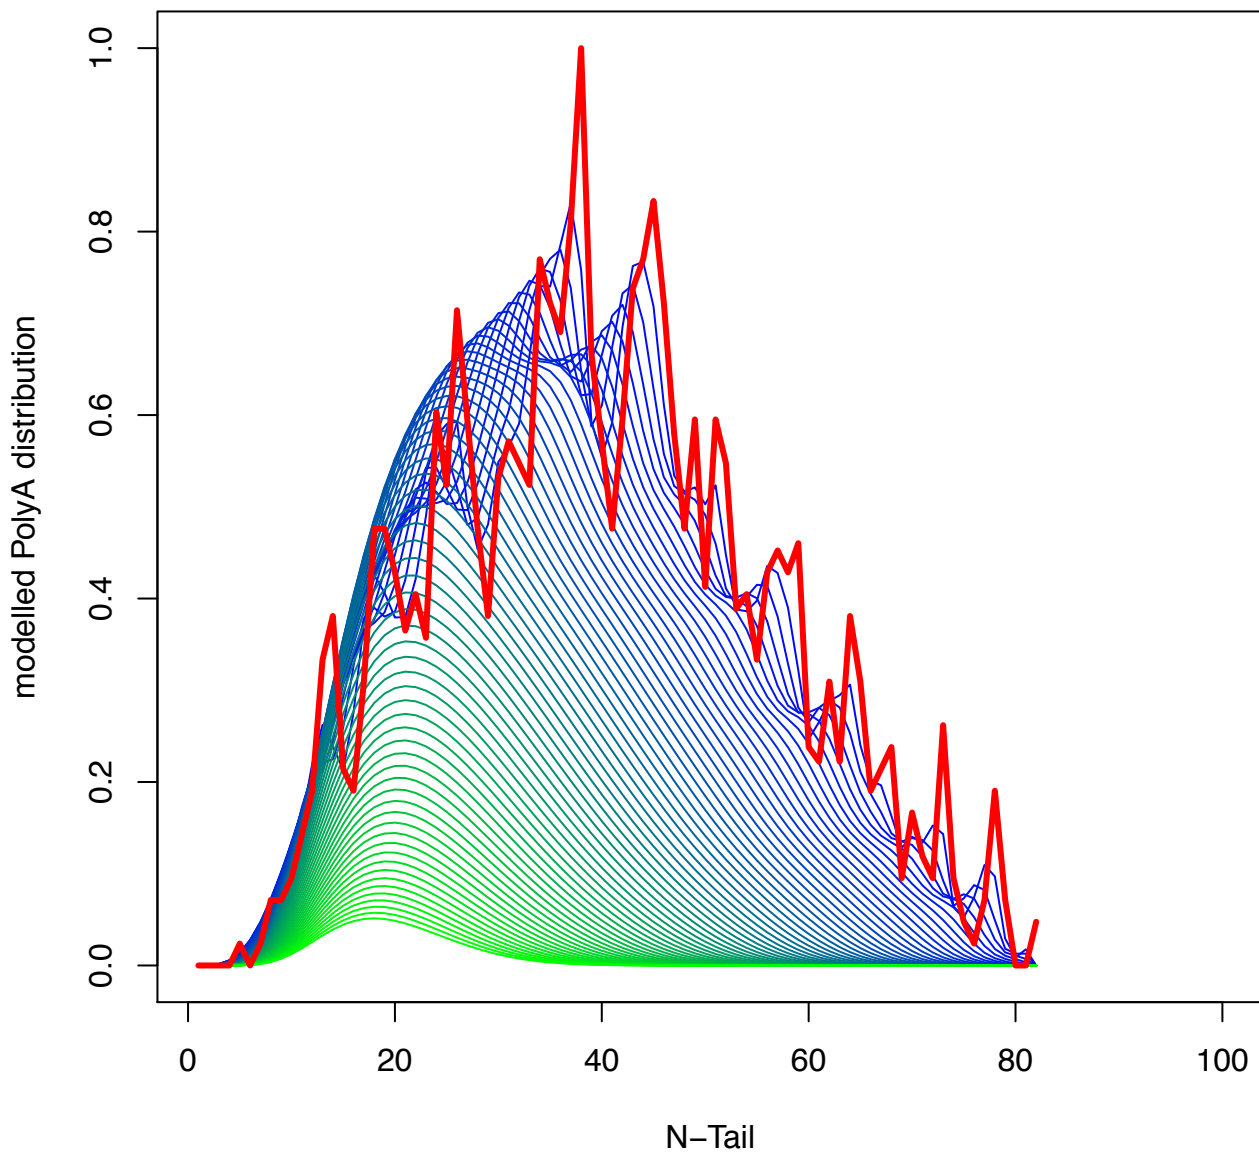

# GAS1\_Mex67\_repA

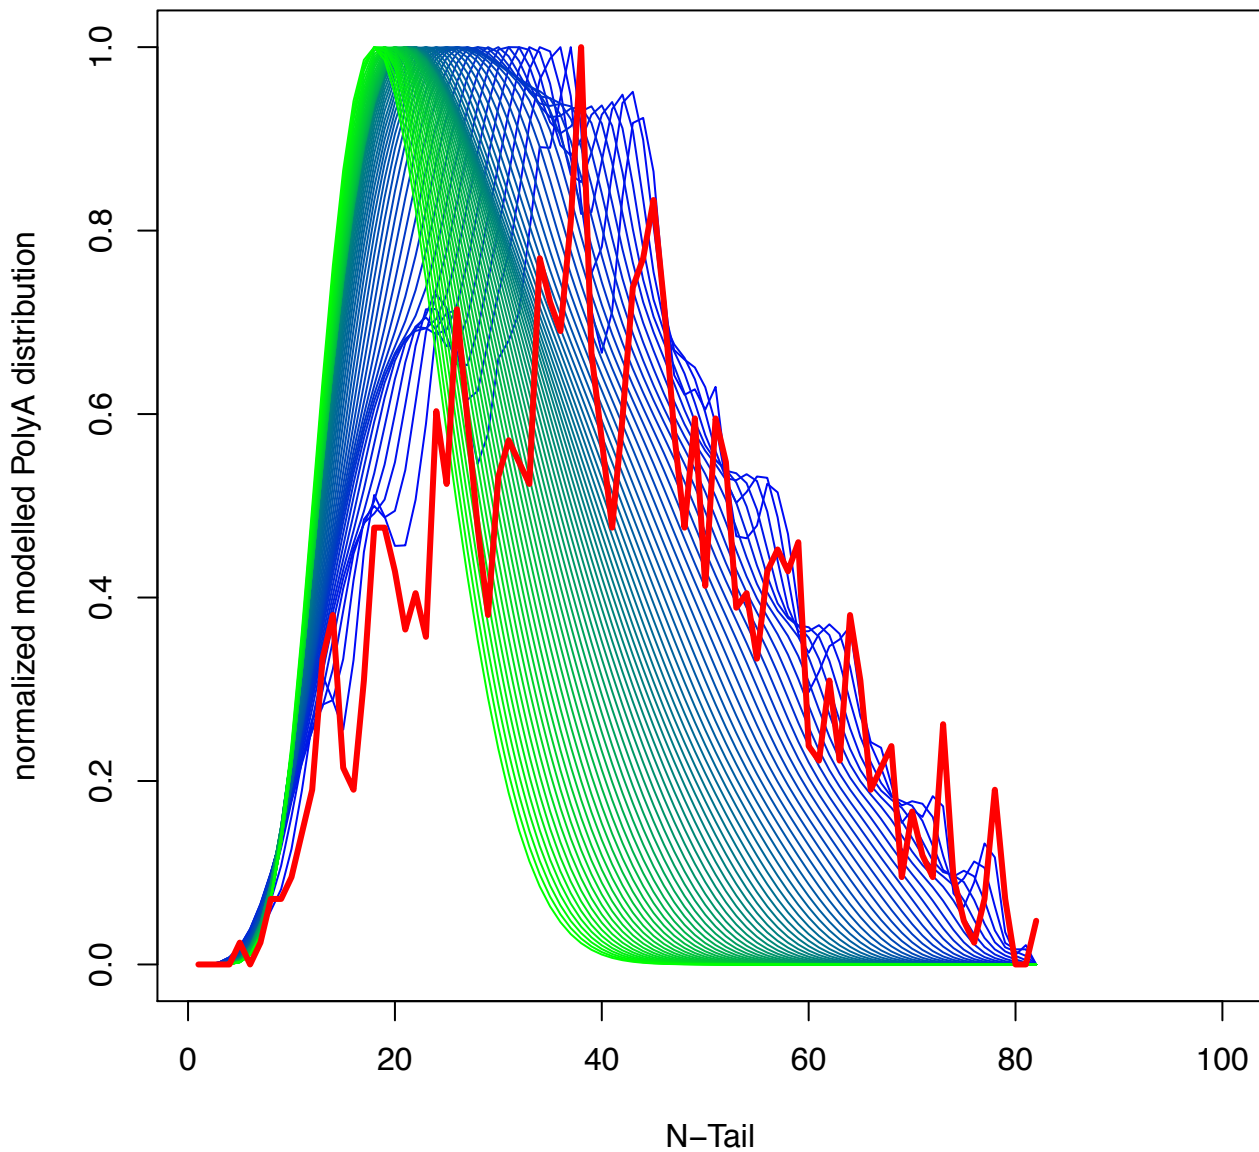

# GAS1\_Mex67\_repA

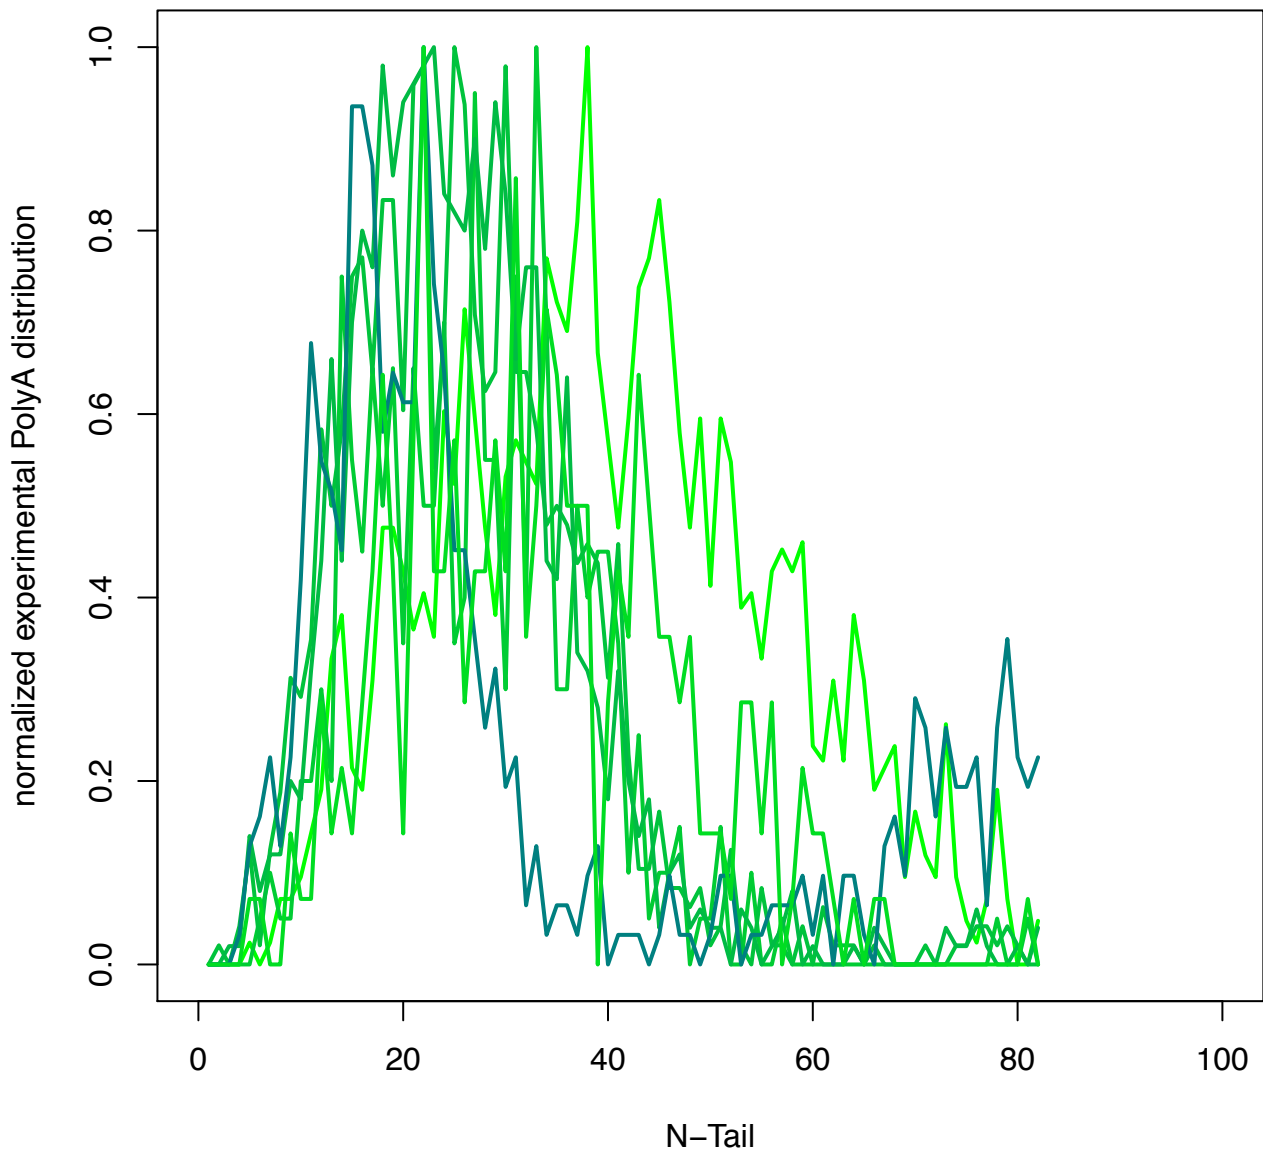

# GAS1\_Mex67\_repA

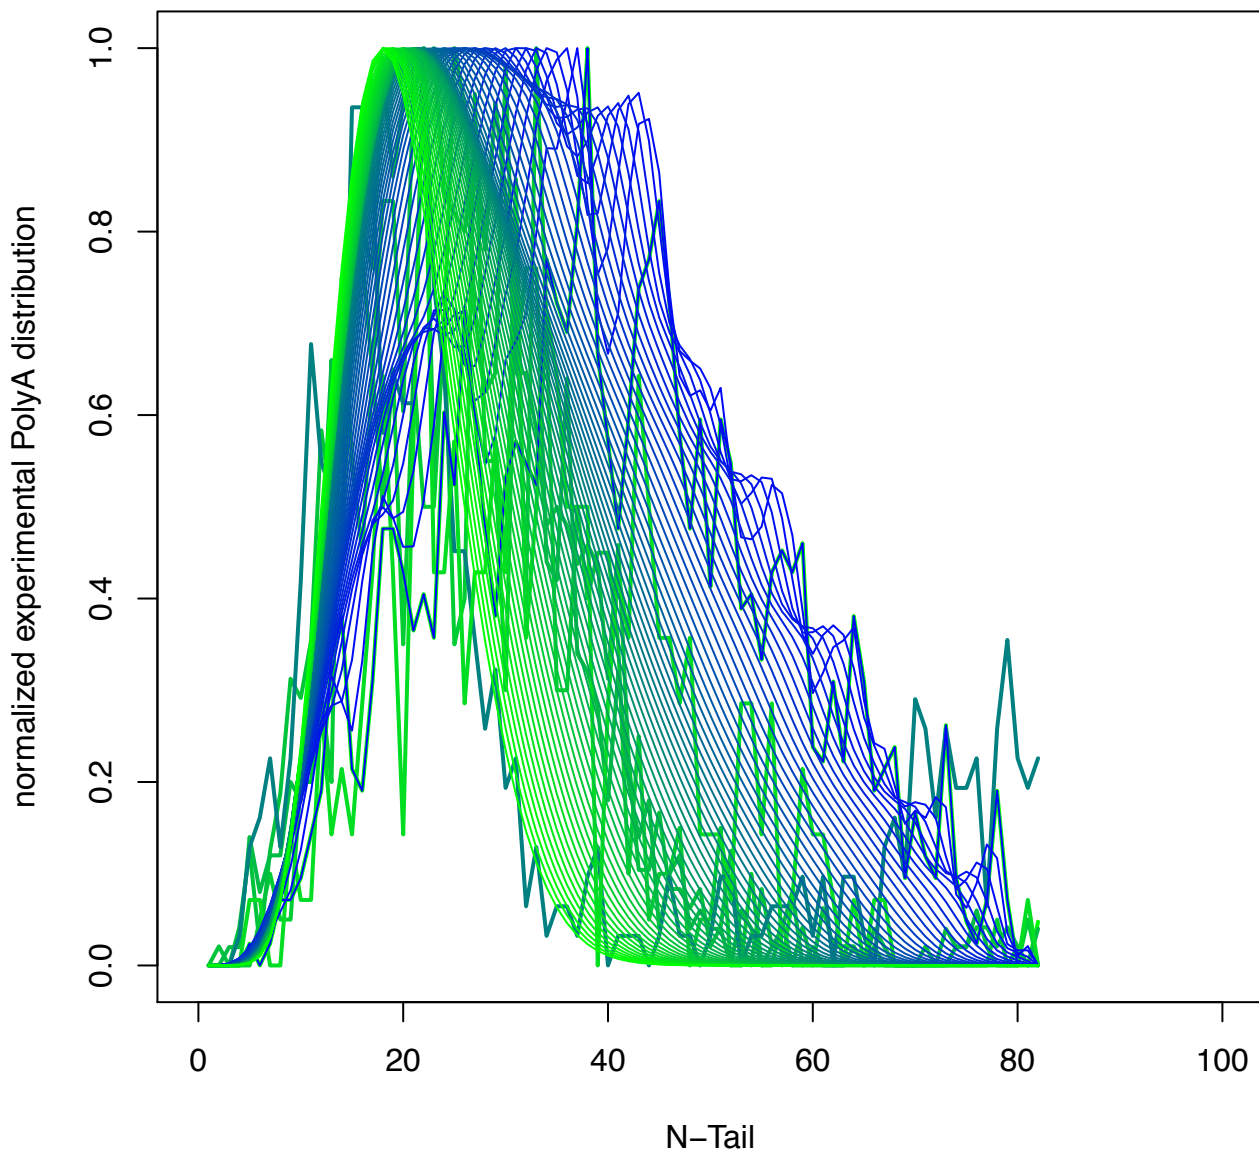

# GAS1\_Mex67\_repA min 0; in silico 1

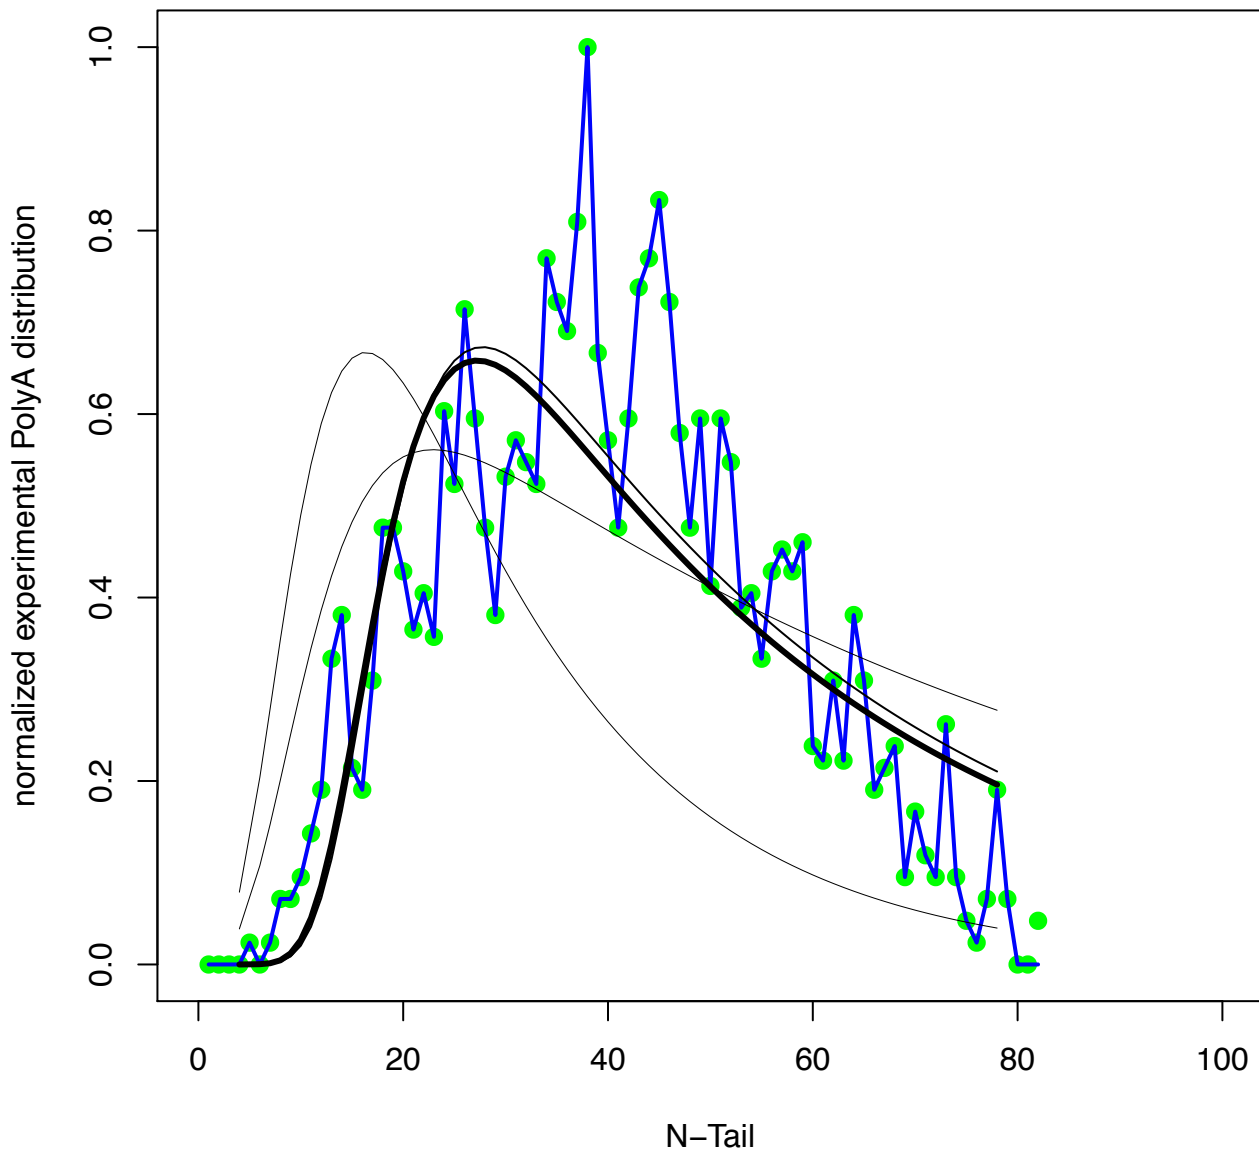

# GAS1\_Mex67\_repA min 0; in silico 1

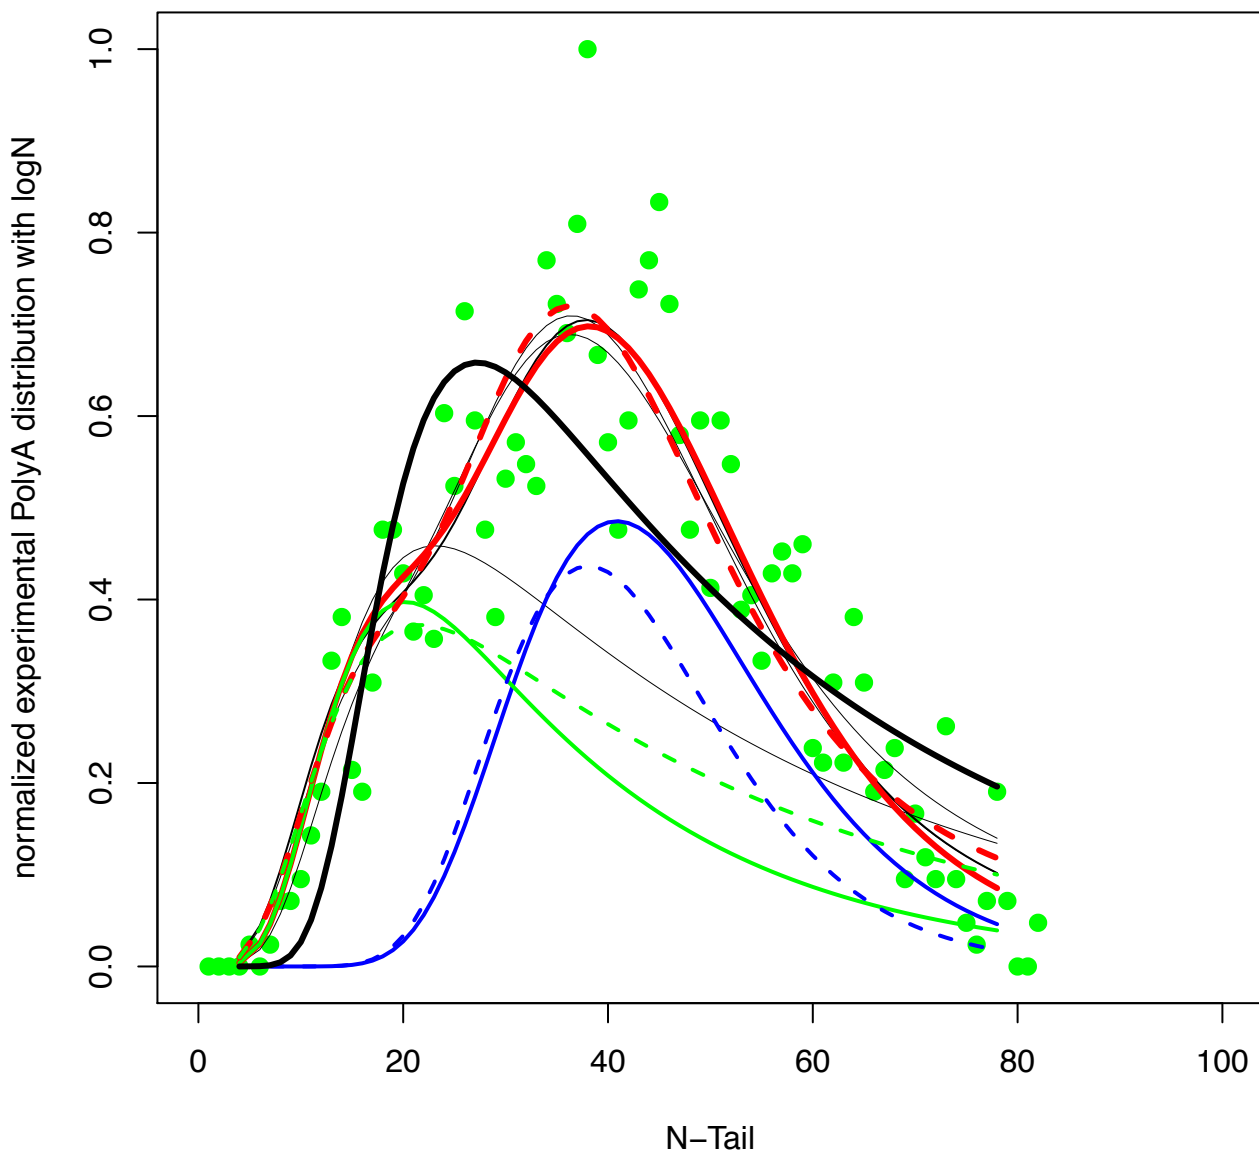

# GAS1\_Mex67\_repA min 12; in silico 42

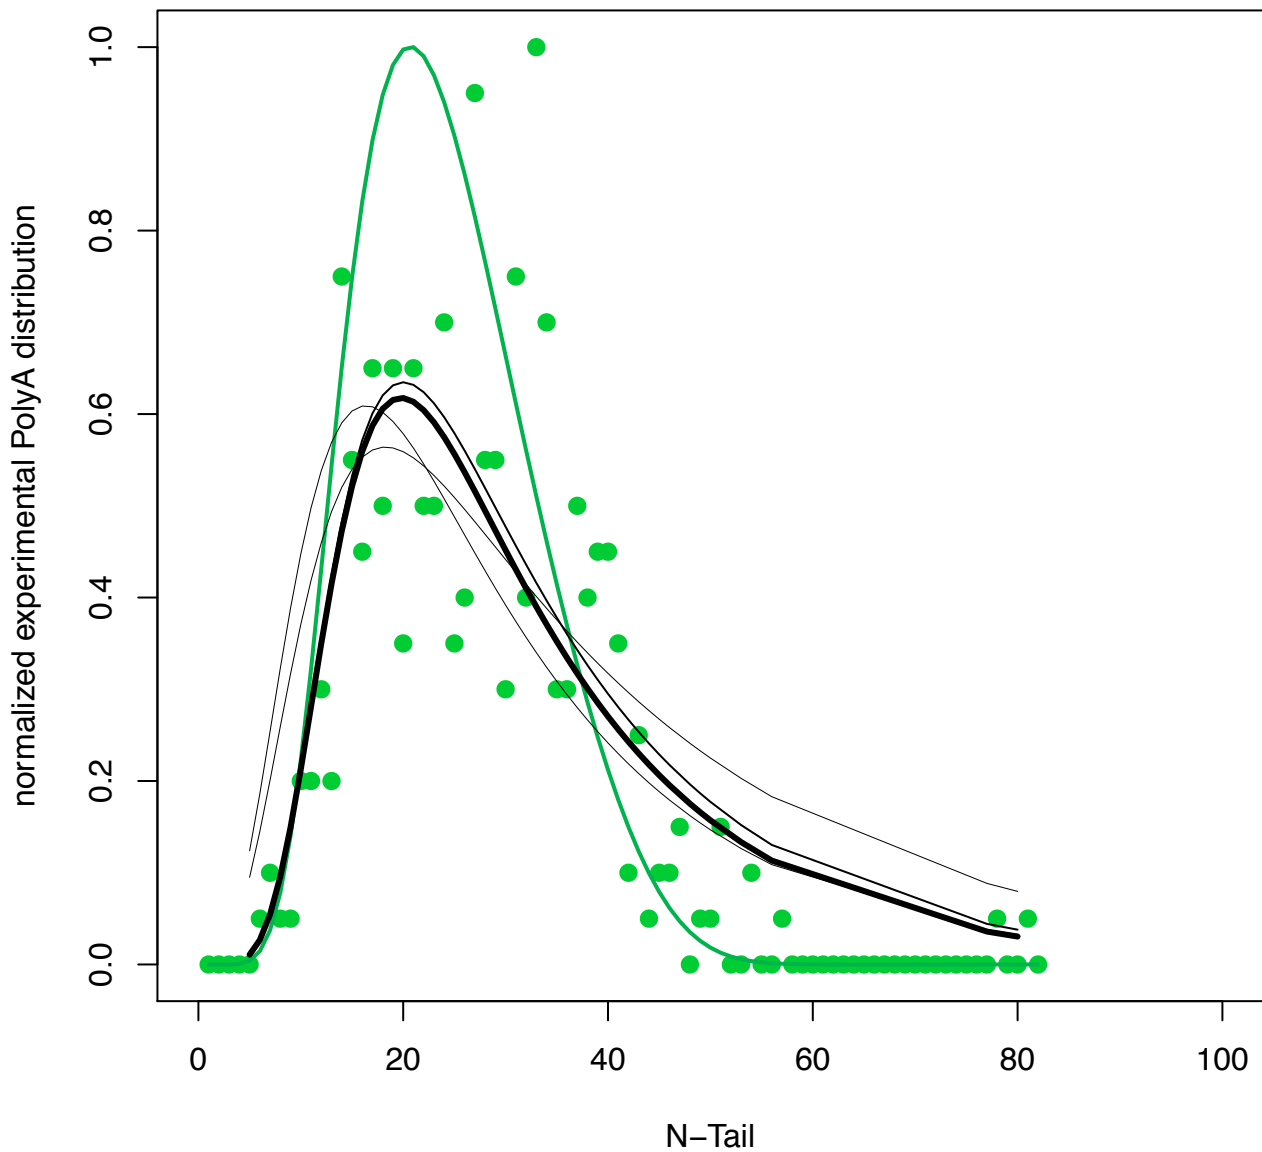

# GAS1\_Mex67\_repA min 12; in silico 42

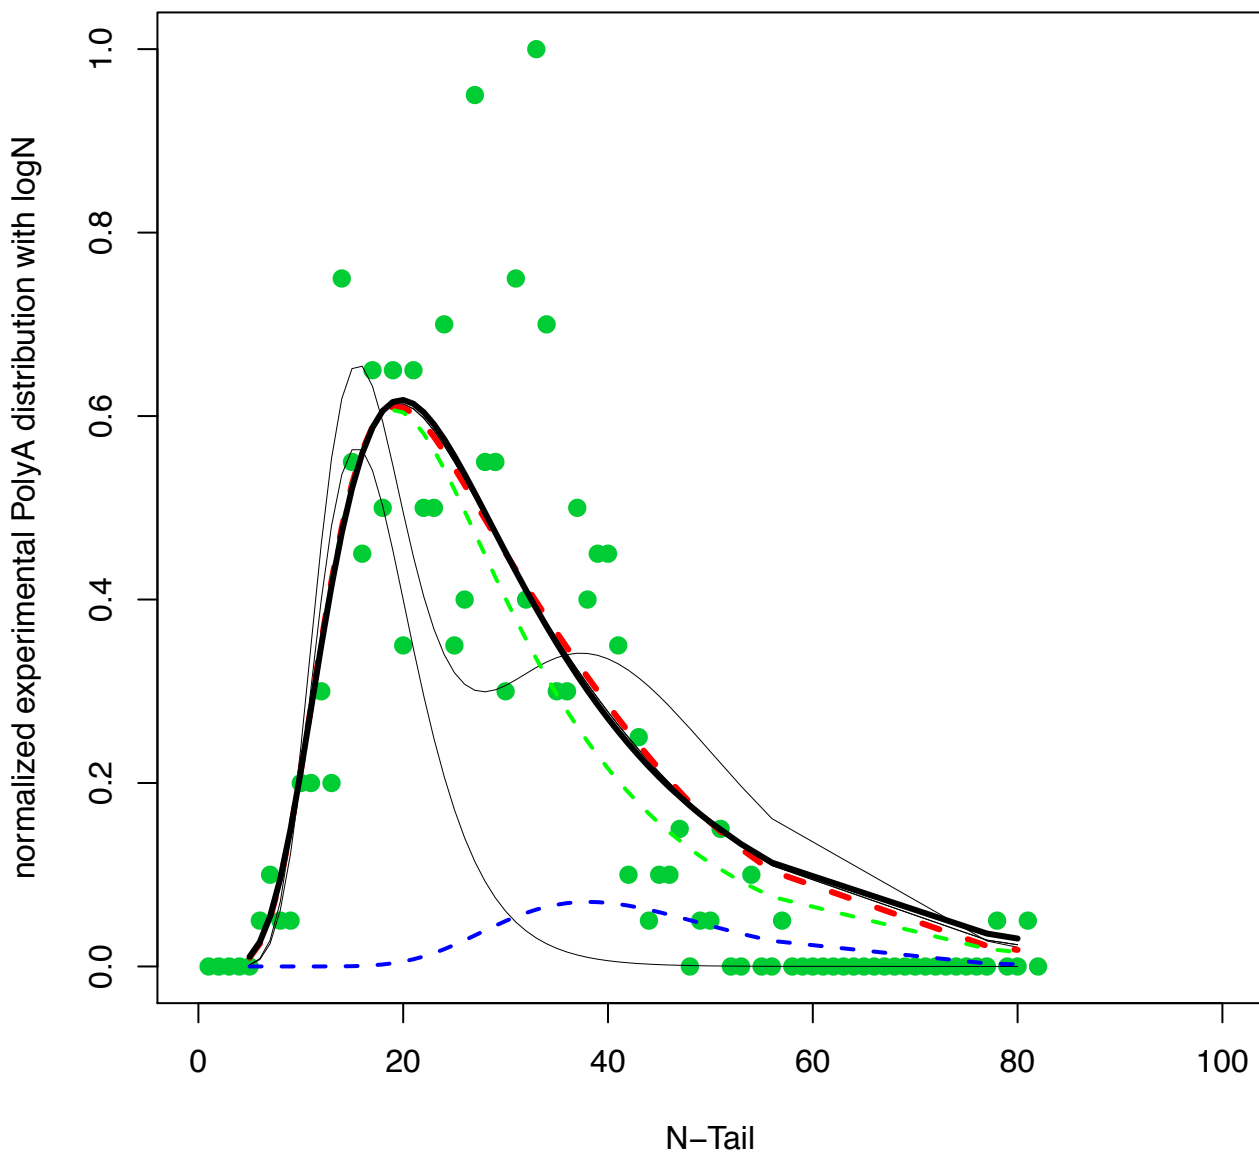

# GAS1\_Mex67\_repA min 14; in silico 37

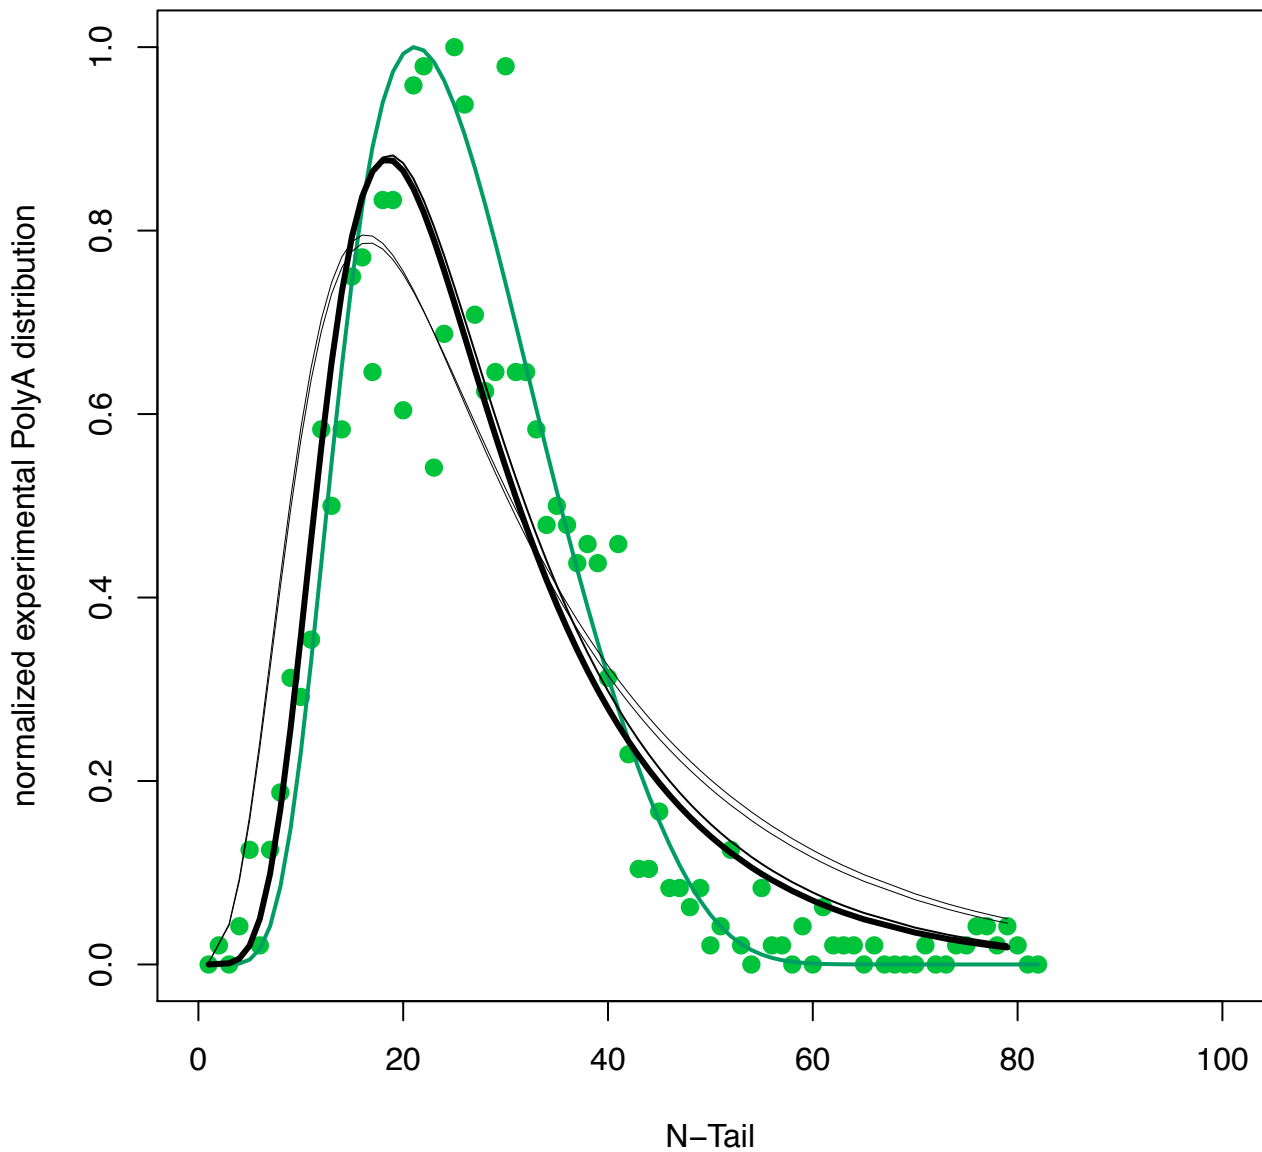

# GAS1\_Mex67\_repA min 14; in silico 37

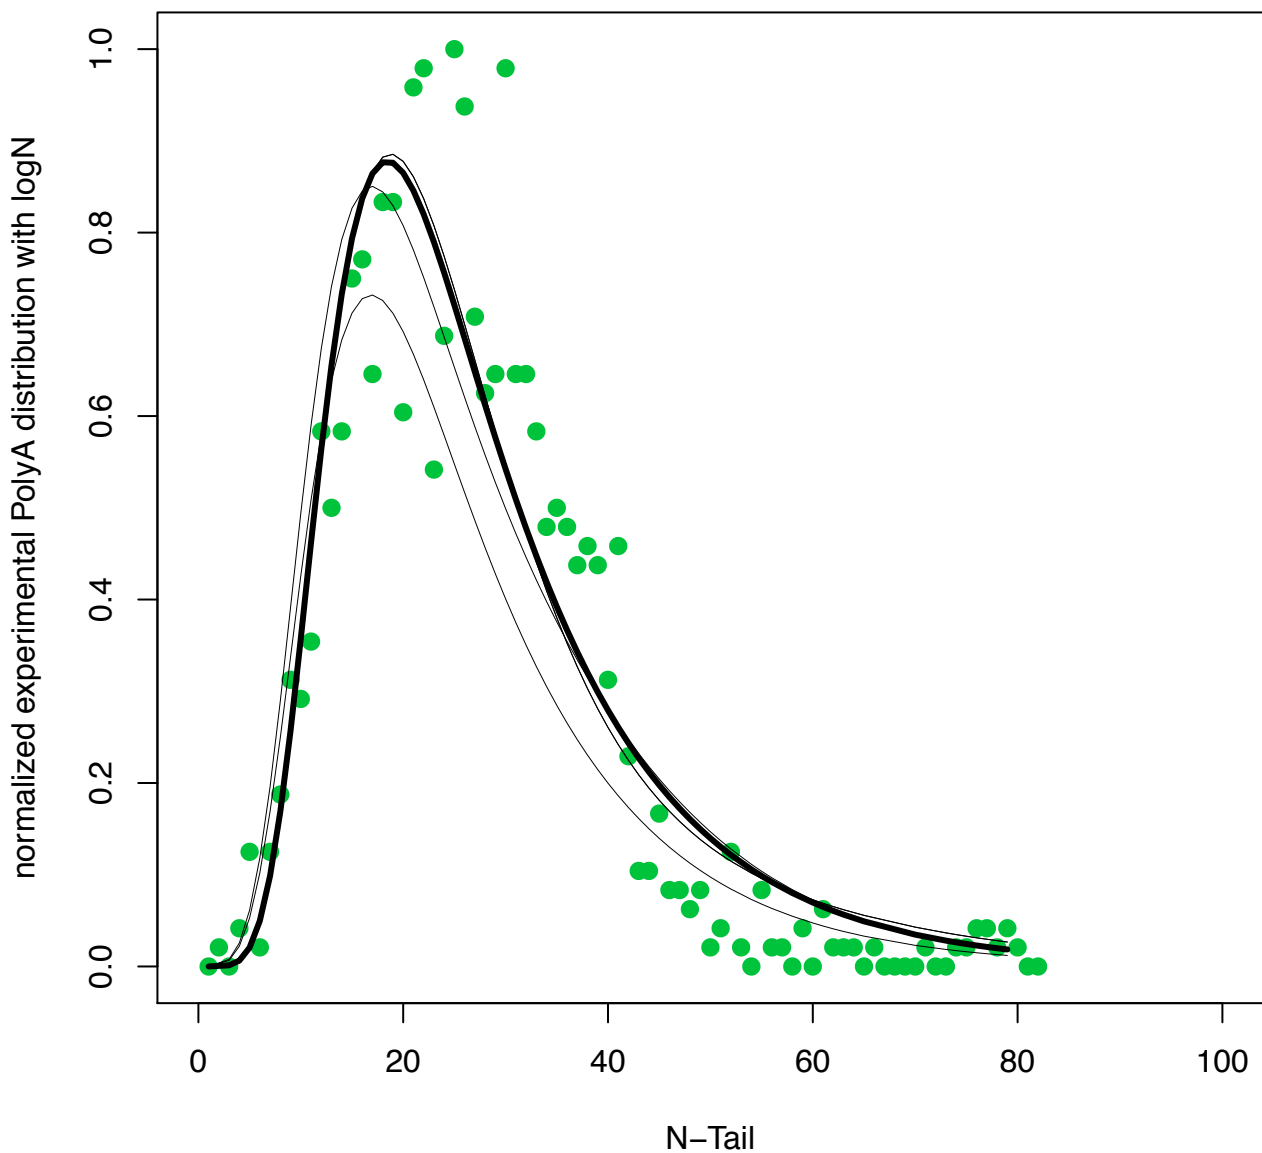

# GAS1\_Mex67\_repA min 16; in silico 37

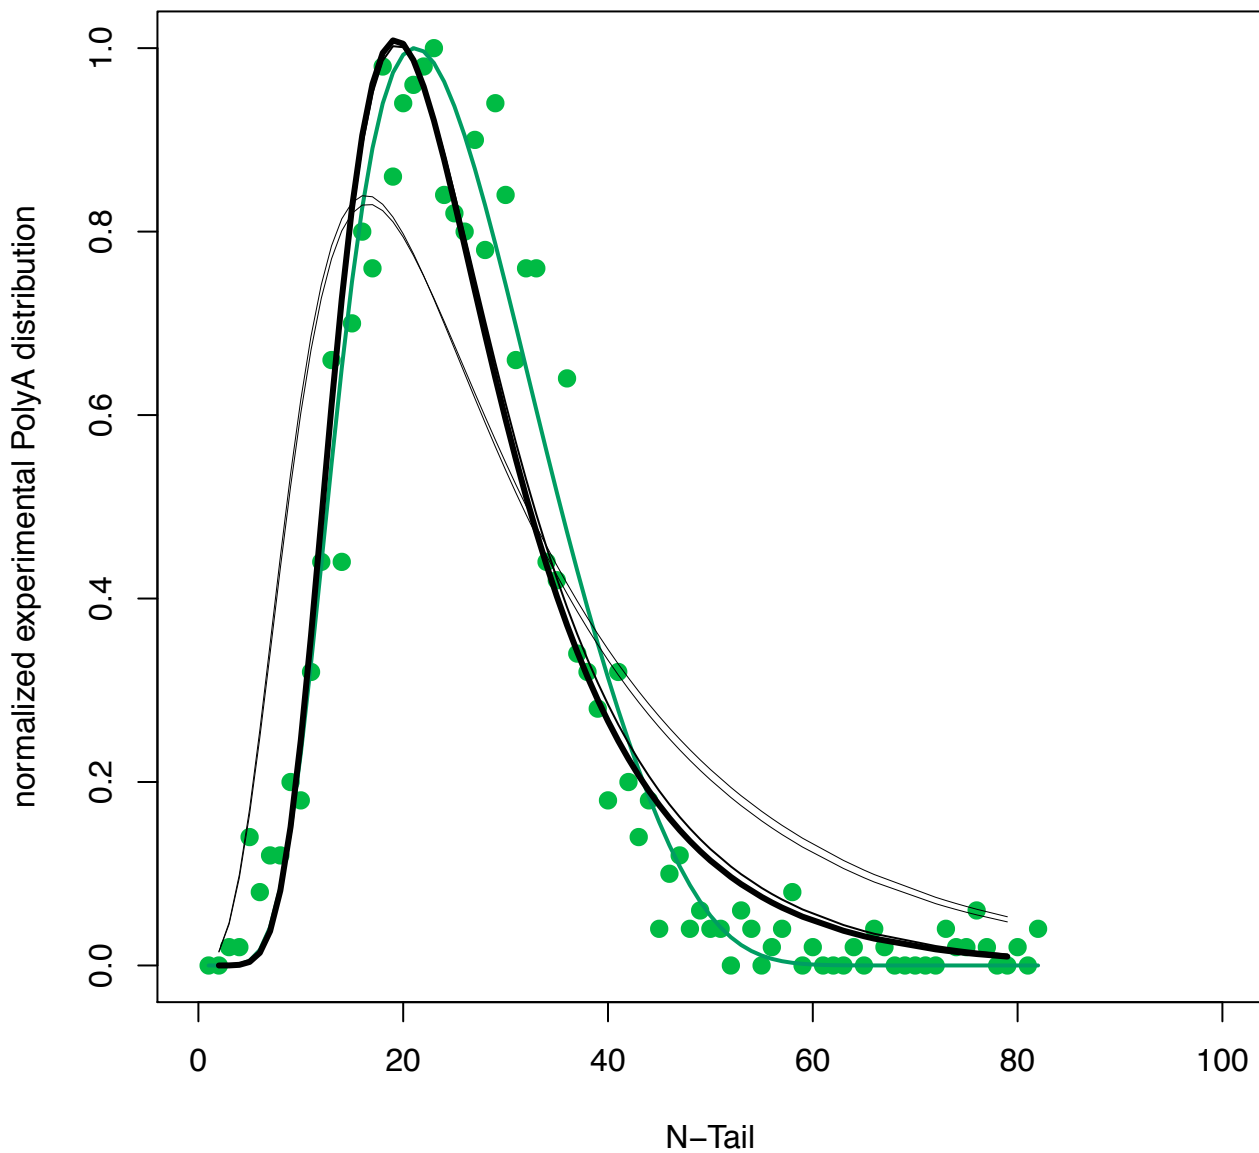

# GAS1\_Mex67\_repA min 30; in silico 60

How the deposited data were processed for this re-analysis (not part of the article)

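The series holds 94 samples of 9 experiments on budding yeast, all sequenced as native RNA on Nanopore. The chases follow Mex67-AA cells after rapamycin, cells after a shift to 37 °C and cells with thiolutin. The other experiments compare strains depleted of Dcp2, Xrn1 or Pab1 by auxin, RNA digested with Xrn1 in the tube, deadenylase mutants, and heat stress in export-blocked cells or in the double deadenylase mutant. Conditions and replicates were taken from the labels and the paper. In 15 deposited tables, 45 samples have a column of their own, and 12 groups have a pooled column each.

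The authors called bases with Guppy, aligned the reads with minimap2 to a custom yeast transcriptome, removed unmapped, supplementary and reverse-strand alignments with samtools, and estimated pA-tail lengths with Nanopolish, of which only estimates that passed its quality control were kept. The counts that the authors deposited are whole numbers of such reads per transcript, without normalization, and a transcript without reads has no value. The tail lengths that the authors deposited are the mean, median and quantiles of a transcript's reads, in adenosines. For the pooled columns, the authors combined the reads of several samples. Some tables list a transcript on several lines, each with the values of 1 column, and these were merged. In total, 696 columns of values were used. The other 624 columns, among them those of 7 libraries that could not be matched to a sample, were not used.

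ENO2 was removed, as in the paper. For decay, a missing count was set to 0.01 reads, counts were divided by the library total, and a constant was computed as the natural log of the ratio of both levels over the time between them, for each pair of time points of a replicate. Constants of 0 or less were removed and the others averaged over the replicates. The control of the Mex67-AA chase was set to 2.67 min, heat stress was used up to 16 min and thiolutin with all time points. Deadenylation constants came from the 75th, 80th, 85th, 90th and 95th percentile of mRNAs with at least 10 reads, with increases removed, up to 16 min for Mex67-AA and heat and up to 30 min for thiolutin. They were converted to the half-life of the adenosine at position 60. Highly abundant mRNAs have a log2 mean library fraction above -10 in the Mex67-AA controls. Changes of chaperone mRNAs were computed with 0.5 reads added. Gene groups are the 129 RPG mRNAs and the 393 other transcripts of the paper's list of 522 heat-repressed transcripts. Codon optimality was computed from the coding sequences of the R64 assembly with the codon classes that the paper's table implies; this assembly served only for coding sequences and for a check of positions.

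The genome build of the deposited coordinates is not named in the paper's text, and they are printed as given. Of 5893 transcripts annotated as mRNA, 5427 matched a gene of the R64 assembly by name, and 5424 of these (99.9%) overlapped it in position.

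Libraries of the Mex67-AA chase held 188519 to 2184459 reads, those of the heat stress chase 25838 to 668505 (median 427416) and those of the thiolutin chase 320726 to 777753. In a library, 1181 to 4632, 376 to 3922 and 2604 to 3796 mRNAs had at least 10 reads in these chases. ENO2 took 2.11% to 3.20% of the reads under heat and 4.34% to 39.7% with thiolutin. Shares of reads on groups of transcripts are given with 95% Clopper-Pearson intervals where no replicates exist; direct RNA reads are not amplified, and the intervals cover counting error only.

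Within the Mex67-AA chase, groups of mRNAs were compared by exact two-sided permutation tests with sign flips of the difference within each replicate, and chases by exact two-sided permutation tests of the replicate medians. With 3 replicates the smallest possible p is 0.25 for the first and 0.1 for the second, so that neither can fall under 0.05. Correlations are Spearman coefficients across mRNAs. Those between strains that share a control were set beside 100 simulated draws without a change, which held only the error of sampling reads. Permutation tests on single libraries had been planned for the strains compared at 1 time point, and replicate B of thiolutin for the chases; because these strains are pooled and this replicate was not analysed, their values have no test. Count models planned for heat stress in export-blocked cells and in the double mutant were not run, since their columns are pooled or match no sample.

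Genes are named by a rule set in advance: each gene that the paper names for an experiment, and the gene targeted in a strain. The result of 1 gene that this rule covers is not reported here. The alternatives covered the value of a missing count, the removal of increases, the pairs of time points, the control time, the time windows, the average of constants, the denominator, ENO2, the minimum number of reads, the quantile, the summary of tails, the number of reads added and leaving out replicates.

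The calculation was tested on simulated chases with the real library sizes. Of 5331 simulated mRNAs, 200 had constants changed 3-fold. Among them, 83.2% of 197 measured decay constants and 93.4% of 183 measured deadenylation constants were recovered with a change of more than 1.5-fold, and 17.1% and 4.28% of the unchanged mRNAs exceeded this limit. Analyses used Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9.

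The gamma models of the paper, its blots and quantitative PCR, the double mutant, the 60 min sample of Mex67-AA replicate C and gene groups other than RPG and heat-repressed mRNAs were not analysed here. Supplementary tables held in part, the published half-lives (first 1999 of 7292 rows) and the optimality table (first 1999 of 6629 rows), were used for correlations and codon classes, and not for any overlap or enrichment.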

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

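Of the tests given next, only the comparison of the other classes of transcripts with XUTs was chosen after its values had been seen, and the patterns themselves were known when the tests were written. In the thiolutin chase, the median half-life of RPG mRNAs was shorter than in the Mex67-AA chase, with a mean difference of -32.4 min and with -30.6, -57.5 and -9.23 min against replicates A, B and C. It was -19.9 min without Mex67-AA replicate B. The half-life of the other heat-repressed mRNAs was longer, with a mean difference of 1.82 min and with 2.38, 0.932 and 2.14 min against the same replicates. What drew attention is that these groups of mRNAs moved in opposite directions against every Mex67-AA replicate. The difference between the groups was not tested, because thiolutin has 1 replicate here. Counts are fractions of a library, and a change of the library average shifts the constants of every mRNA by the same amount. With negative constants kept, so that no constant is lost when all shift, the difference between the median constants of the other heat-repressed and RPG mRNAs would then be the same in both chases. Computed in this way, it was -0.00244 per min with thiolutin (0.0472 and 0.0497 per min) and between 0.0580 and 0.0593 per min in the Mex67-AA replicates, which argues against the library average as the cause. With negative constants removed, as for the half-lives above, it was 0.00971 per min with thiolutin and between 0.0517 and 0.0704 per min in the Mex67-AA replicates. The longer thiolutin chase is not the whole cause either, since the differences were -28.3 and 1.11 min with thiolutin up to 20 min. With a control time of 0 min for Mex67-AA, they were -40.1 and 0.737 min. Still open is a technical deviation of the single thiolutin replicate. A biological hypothesis is that thiolutin sets off a stress response that speeds up the decay of RPG mRNAs. Another places the change in the Mex67-AA chase, because the paper concludes that RPG mRNA decay under heat depends on ongoing export. Mex67 depletion blocks this export and could thus lengthen RPG half-lives. Neither hypothesis was tested here.

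Among reads of the AID strains, XUTs, a class of noncoding transcripts that the text of the paper does not discuss, took 2.23% in Dcp2-AID (95% Clopper-Pearson interval 2.20 to 2.26%) and 1.27% in Xrn1-AID (1.25 to 1.29%), above 0.803% in the control (0.790 to 0.817%). The shares come from 21837, 12957 and 14088 reads of pooled columns, and the intervals cover counting error only, without any spread between cultures. In Dcp2-AID and Xrn1-AID, CUTs rose from 0.287% in the control (0.279 to 0.295%) to 0.581% (0.566 to 0.596%) and 0.413% (0.401 to 0.426%), and SUTs from 0.102% (0.0976 to 0.107%) to 0.253% (0.243 to 0.263%) and 0.170% (0.162 to 0.178%). A few XUTs do not account for the difference in Xrn1-AID: the 10 XUTs with the most reads held 16.2% of its XUT reads, and the share on the others was 1.07% (1.05 to 1.09%) against 0.672% (0.660 to 0.684%) in the control. The same was not tested in Dcp2-AID. Depth widens or narrows the interval of a share and does not shift it. A loss of mRNA reads alone would raise every other class by the same factor. XUTs rose 2.78-fold in Dcp2-AID, while snRNAs changed 0.819-fold, from 0.623% (0.611 to 0.634%) to 0.510% (0.496 to 0.524%). In Xrn1-AID, XUTs rose 1.58-fold. The class of other RNAs, with 728 reads, changed 0.770-fold, from 0.0926% (0.0882 to 0.0973%) to 0.0713% (0.0662 to 0.0767%). The remaining classes rose with XUTs, snRNAs from 0.623% to 1.11% (1.09 to 1.13%) and rRNAs from 0.121% to 0.211%. The largest of these rises was 1.79-fold. In Dcp2-AID, rRNAs also rose, to 0.243%. The values argue against such a loss as the whole cause in Dcp2-AID. In Xrn1-AID the same argument rests on the class of other RNAs alone. A loss of mRNA reads stays open there as part of the cause. Still open are differences between cultures or preparations that pooling hides. The name XUT stands for Xrn1-sensitive unstable transcript. A rise in Xrn1-AID thus follows from how the class is defined and gives no separate support for a mechanism. For Dcp2-AID, a biological hypothesis is that XUTs are degraded from the 5' end after decapping. It was not set against a spread between replicates.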

How the results depend on the processing

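The alternatives were set before the data were examined, except for 9 added after the values had been seen: the smaller version of the digested library, mRNAs with at least 10 reads in every library of the window, leaving out replicates for the tail length over the chase, the later of equally near time points for the chaperone mRNAs, the mean of half-lives up to 60 min, the total of the highly abundant mRNAs as denominator, and restriction of the correlations to mRNAs with at least 10 control counts in every replicate, with a deadenylation constant in every replicate, or with both constants. Among 108 values of 32 comparisons computed without a replicate, 105 kept their direction and moved by less than the SD between replicates, or belong to tests that no setting can bring under 0.05, and 3 moved further. Under other settings, 174 values of 44 comparisons gave 81 of the first kind, 90 that moved in the same direction and 3 with the opposite sign. Values of tests that cannot fall under 0.05 count as the first kind whatever their shift. The counts therefore do not measure how stable those values are. Pooled columns and the single thiolutin replicate have no spread, so any shift is counted there. Among 16 further results, 6 of 48 values moved without a replicate, and among 20, 39 of 70 moved under other settings and 1 reversed. For every changed value below, the cause was not tested.

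The median half-life of mRNAs was 12.0 min with negative constants kept, 8.87 min for mRNAs with at least 10 control counts in every replicate, 7.61 min from the median of the constants and 6.69 min with missing counts left out. The added mean of half-lives up to 60 min was 8.21 min. Without a replicate it was 4.59 to 5.83 min. For the other biotypes, the same settings gave 51.4, 7.31, 5.32, 6.46 and 3.60 min. Setting each time point only against the control gave 2.76 min, a control time of 0 min 2.55 min, and the 3 fits without a replicate 2.20 to 2.39 min. The replicate SD of 0.0300 is small here, and the replicates on their own gave 2.50 to 2.55 min. The mRNA median lay above that of the other biotypes except with negative constants kept, where it was below.

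The median adenosine half-life of mRNAs was 16.5 s with at least 30 reads, 28.0 s with increases kept, 17.0 s with a control time of 0 min, 14.7 s with all time points and 15.7 s from the median of the constants. In the fits without a replicate it lay between 13.0 and 13.9 s. For highly abundant mRNAs it was 36.2 s at the 50th percentile and likewise 36.2 s with increases kept, 35.4 s with a control time of 0 min, 35.1 s with all time points, and 27.8 to 31.3 s without a replicate. The differences between highly and less abundant mRNAs, and between RPG and other mRNAs, were recomputed under fewer settings. These were other abundance limits, at least 30 reads and leaving out a replicate. The differences in tail length, half-life and adenosine half-life kept their sign under them. The removal of increases, the pairs of time points and the control time were not varied in this check, so it does not cover them.

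With each time point set only against the control, the rho of decay and deadenylation constants over all mRNAs was 0.453. At 100 counts or more it was 0.396, and at 500 counts or more it changed sign, to -0.0532. Deadenylation and codon optimality then gave -0.410, and the half-lives with those of Presnyak et al 0.275. With negative constants and increases kept, the rho of decay and deadenylation constants over all mRNAs was 0.0500. Decay and codon optimality then gave -0.351, and deadenylation and codon optimality -0.0704. The half-lives gave 0.561 with Miller et al and 0.239 with Neymotin et al. Among the added settings, at least 10 control counts in every replicate gave 0.693 for decay and deadenylation, -0.578 and -0.543 for codon optimality with decay and deadenylation, 0.628 for codon optimality with abundance, and 0.445 for Presnyak et al. A deadenylation constant in every replicate gave 0.710. Restriction to mRNAs with both constants gave -0.541 for codon optimality with decay, 0.536 with abundance, and 0.369 for Presnyak et al. Without a replicate, the rho over all mRNAs was 0.545 to 0.571. At 100 counts it was 0.431 without replicate A (0.431 to 0.691 over the fits), and at 500 counts 0.513 without replicate C (0.209 to 0.513).

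For tails of the pooled strains, the change was computed from the median tail, with at least 30 reads, and weighted by reads. In this order it was -7, -5.59 and -3.11 adenosines in Dcp2-AID, -4, -2.84 and -2.08 in Xrn1-AID, 17, 11.7 and 5.90 after 1 h and 17, 12.4 and 8.26 after 2 h of Pab1 depletion, 7, 6.18 and 5.28 in ccr4Δ, 6, 6.90 and 7.76 in pan2Δ, and 1, 0.342 and 2.40 in pop2Δ. After digestion in the tube it was 1, 0.371 and -2.87 adenosines, so that weighting reversed it, and 0.931 with the added smaller version. In export-blocked cells under heat, the tail change over all mRNAs was -15 at the 50th percentile and -19.5 with at least 30 reads, and over RPG mRNAs -8 and -16.4. The log2 ratio of the RPG share was 0.23 over all counts, 0.093 as the median over RPG mRNAs and 0.25 with ENO2 kept. Over the Mex67-AA chase, the change of the mean tail lay between -12.7 and -10.1 adenosines in the added fits without a replicate. It was -9.90 adenosines over the mRNAs with at least 10 reads in every library of the window.

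Between chases, the RPG half-life with thiolutin minus that under heat was 5.69 min against the control only, 6.75 min with thiolutin up to 20 min, and reversed to -2.94 min with heat up to 10 min; it was 1.72 min without heat replicate B and 3.66 min without D. For the other heat-repressed mRNAs it was 7.35 min against the control only and 1.77 min with negative constants kept. Their thiolutin minus Mex67-AA difference was 3.94 min against the control only and 0.737 min with a control time of 0 min (1.54 to 2.26 min without a replicate). Heat minus Mex67-AA was -46.6 to -22.5 min for RPG mRNAs, the latter without Mex67-AA replicate B, and -3.78 to -2.74 min for the others in the fits without a replicate. Under the other settings it was -42.7 to -26.6 min and -4.45 to -0.336 min, the last with negative constants kept. RPG thiolutin minus Mex67-AA was -44.0 to -19.9 min without a replicate, the latter again without Mex67-AA replicate B.

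For adenosine half-lives of RPG mRNAs, thiolutin minus heat was 24.8 s against the control only, 22.6 s with heat up to 10 min, 14.7 s with thiolutin up to 20 min and 18.0 to 19.8 s without a replicate; thiolutin minus Mex67-AA was 17.5 s against the control only and 4.85 s with a control time of 0 min; heat minus Mex67-AA was -11.3 to -6.05 s without a replicate and -14.0 to -7.27 s under other settings. For the other heat-repressed mRNAs, thiolutin minus heat was 13.0 s against the control only, 1.74 s without heat replicate A, 2.64 s without B and 8.45 s without D. Thiolutin minus Mex67-AA was 18.6 s against the control only, 34.8 s with increases kept, 20.8 s with at least 30 reads and 5.91 s with a control time of 0 min. Heat minus Mex67-AA was 1.98 s without heat replicate D, up to 8.69 s without A. With the time point nearest to 10 min, of which the thiolutin chase has an earlier at 8 min and a later at 12 min, the log2 change in the thiolutin chase was 1.03 for HSP104 and -0.75 for SSA4 at 8 min, the latter a reversal from 5 reads, and 3.42 and 2.44 at 12 min, the added setting; with 0.1 reads added, it was 4.79 and 5.12. Under heat the fits without a replicate gave 5.09 to 6.52 and 7.94 to 8.96.

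Negative constants kept gave no RPG half-life in the Mex67-AA chase, where the median constant was not above 0, and so no difference from it. Increases kept gave no replicate difference in adenosine half-life of heat from either other chase. Over all replicates, the medians were then 49.1 s under heat and 36.6 s after Mex67 depletion for RPG mRNAs, which is the opposite order, and 186 and 27.4 s for the other heat-repressed mRNAs. With thiolutin they were 46.8 and 62.9 s. Alternatives for single replicates and for a replicate block of the pooled columns, all those of the pan2Δ ccr4Δ strain and those of the planned count models were not run. No paired analysis was possible because the strains and treatments whose samples share replicate numbers are deposited as pooled columns without replicate numbers, and the chases compared with each other are separate experiments in which a letter marks no shared culture.

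Depth is not the only limit of the decay constants. On simulated data, the median ratio of estimated to true decay constant was 0.434 for mRNAs with at least 100 control counts, 0.869 with 10 to 99 and 3.20 with under 10, against 1.06, 1.24 and 1.34 for deadenylation constants. Decay constants of mRNAs with at least 100 control counts were thus underestimated in the simulation. The same bias would lengthen the half-lives of highly abundant and RPG mRNAs. The simulated counts, like the real ones, are fractions of a library, in which decay shared by all mRNAs is not seen. The 4 min library of heat replicate D, with 25838 reads, limits the deadenylation values of that replicate.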

Differences from the paper's values

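The median half-life of mRNAs after Mex67 depletion was 4.93 min, and the paper's value is 9.7 min. Among the alternatives set before the data were examined, the value came within 1.5-fold of the paper's with negative constants kept (12.0 min), with at least 10 control counts in every replicate (8.87 min), with the median of the constants (7.61 min) and with missing counts left out (6.69 min). It did not when each time point was set only against the control (5.84 min), with a control time of 0 min (5.51 min), with the mRNA total as denominator (4.93 min), with ENO2 kept (4.94 min) or without replicate A, B or C (5.83, 4.59 and 5.17 min). The mean of half-lives up to 60 min, a setting chosen after seeing the values, came within it at 8.21 min, and the total of the highly abundant mRNAs as denominator, also chosen then, did not at 4.72 min.

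The rho of decay with codon optimality was 0.447 when slower decay counts as positive, the direction in which the paper gives 0.56. None of the alternatives set before the data were examined closed the gap: it was 0.410 against the control only, 0.351 with negative constants and increases kept, and 0.434, 0.438 and 0.470 without replicate A, B or C. Restriction to mRNAs with both constants (0.541) or with at least 10 control counts in every replicate (0.578) came within the replicate SD of the paper's value, and both were chosen after seeing the values. Over the 1035 mRNAs in the held rows of the optimality table, the rho with the decay constant itself was -0.633. The choice of genes alone thus moved its size past the paper's value. For codon optimality with abundance, the rho was 0.453, while the paper's is about 0.56 in Fig. 5I, read by eye. Without replicate A, B or C it was 0.455, 0.451 and 0.475, so that these alternatives, set before the data were examined, left the gap open. With both constants, a setting chosen after seeing the values, it was 0.536, within the SD of the paper's value, and with at least 10 control counts in every replicate, chosen likewise, it was 0.628.

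The tail change in pop2Δ was 0.629 adenosines as a difference of medians, and the paper's value is 1.9. As the mean of the changes of single mRNAs it was 0.955 adenosines. Of the alternatives set before the data were examined, weighting by reads gave 2.40 adenosines, within 1.5-fold of the paper's value, while the median tail (1 adenosine) and at least 30 reads (0.342) did not reach it.

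The deposited wild-type column held 5504907 reads without ENO2, whereas the replicates that the paper lists for the wild type in Appendix Table S4 sum to 8678112. In ccr4Δ the column held 2346311 reads against the paper's 744894, in pan2Δ 2888544 against the paper's 787219, and in pop2Δ 348649 against the paper's 813106. No alternative was set for these totals. The pool of the control of the AID strains held 1785296 reads with ENO2, against the paper's 2332643 from the same table, which is within 1.5-fold; which of these reads it holds is not known.

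The paper states that deadenylation of non-RPG mRNAs was faster under heat stress than after Mex67 depletion; here, the median adenosine half-life of the other heat-repressed mRNAs was 17.4 s under heat and 14.1 s after Mex67 depletion, and the replicate medians differed by 6.16 s, or 1.98 s without heat replicate D. The paper's own medians are about 18 s under heat and about 14 s after Mex67 depletion in Fig. 6C, read by eye, so that the values here differ from the paper's statement and not from its figure. With heat up to 10 min, the median under heat was 13.9 s, below that after Mex67 depletion, while the replicate medians differed by 1.97 s. The paper puts the average tail change of pan2Δ and ccr4Δ above a common length. The difference of medians reaches it in ccr4Δ, at 7.09 adenosines, and not in pan2Δ, at 5.83. As the mean of the changes of single mRNAs, which the paper's figure gives, the change was 6.72 in ccr4Δ and 5.74 in pan2Δ. Neither reaches that length. Weighted by reads, the 7.76 of pan2Δ reach it and the 5.28 of ccr4Δ do not. Of Pab1 depletion, the paper states that the mean tail of all mRNAs increased; it increased for 97.2% of the mRNAs after 1 h and 96.5% after 2 h of auxin.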

Other observations

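Of the tests given next, only the shuffling of constants among mRNAs of similar abundance was chosen after a result of the same question had been seen. The higher median half-life of highly abundant mRNAs in the Mex67-AA chase, 35.6 min, has a technical candidate explanation: an mRNA with few reads disappears by chance, and once increases are removed its constants are biased upward. To test it, the counts of the highly abundant mRNAs were thinned at random to those of the others (median control reads 32.1 and 29.3). Their median half-life was then 11.7 min over 20 draws (10.3 to 12.9 min). This is well below the unthinned value and still above the median of 4.74 min (SD 0.989 over the replicates) of the less abundant mRNAs. The number of reads thus accounts for much of the gap and not for all of it, and a biological difference in decay stays open for the rest.

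The same question arose for the longer adenosine half-life of highly abundant mRNAs, since quantiles from few reads scatter more and increases are removed. With increases kept, the ratio of the medians of highly to less abundant mRNAs was 1.41, 1.34 and 1.29 in replicates A, B and C. A ratio of 1 or less would be needed if the removal were the only source, so 1.29, the lowest value, argues against that for the group medians. Across all mRNAs, the rho of the deadenylation constant with log2 abundance went from -0.527 to -0.0109 with these values kept. The removal may therefore account for much of the relation with abundance. A biological difference may contribute, as a hypothesis, because the abundance of an mRNA was not varied in the experiment.

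Across mRNAs, which are not independent replicates, decay and deadenylation constants could be correlated only because both depend on the number of reads. With control abundance held constant, the partial rho was 0.329, 0.301 and 0.284 in replicates A, B and C and 0.338 over all of them, and the lowest value of 0.284 is above 0. When the deadenylation constants were shuffled among mRNAs of similar abundance, in bins of 50 mRNAs, 100 shuffles of 3856 mRNAs still gave a rho of 0.421 (0.395 to 0.438), compared with the observed 0.583. Much of the observed value can therefore be obtained from abundance alone. The partial rho was 0.0498 with negative constants and increases kept, so a contribution of the removal of these values stays open. With these values kept, rho was 0.0500 over all mRNAs, 0.119 with at least 100 and 0.296 with at least 500 mean control counts, the last close to the 0.293 obtained with removal. With removal, rho was 0.659 at 100 counts, or 0.431 without replicate A and 0.396 with each time point set only against the control. At 500 counts it was 0.142 in replicate C alone, 0.513 without that replicate and -0.0532 with each time point set only against the control. No biological explanation was tested, since neither process was varied in this chase.

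In heat stress replicate D, the median adenosine half-life of the other heat-repressed mRNAs was 29.4 s, compared with 16.0 s in replicate A and 17.8 s in replicate B. A candidate explanation is that the shallow libraries of D, with 192 measured mRNAs against 329 in A and 313 in B, leave only abundant mRNAs. Over the mRNAs of replicate D, the medians were 21.1 s in A and 25.3 s in B. The set of mRNAs thus closes part of the gap, and 25.3 s, the longer of these values, is still shorter than in D. A direct effect of the low read number on the quantiles and a difference between cultures remain open, and no biological explanation was tested, since the replicates share 1 condition.

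At the end of the Mex67-AA chase, tails at the 95th percentile were longer than in the control for many mRNAs. At 30 min in replicate A, 1379 of 2397 mRNAs (57.5%) had a longer 95th percentile, and its median went from 66.4 to 80.6 adenosines. At 30 min in replicate C it was 950 of 1679 (56.6%), with 62.3 and 71.7 adenosines, and at 20 min in replicate B 1114 of 2691 (41.4%), with a decrease to 56.5 adenosines. Among 125 RPG mRNAs, the 95th percentile was longer for 8, 4 and 13 mRNAs in A, B and C, and its median was shorter, at 34 adenosines in A and C and 39 in B. At the 50th percentile, 725, 338 and 490 of all mRNAs were longer. A longer 95th percentile was found for 14.4, 6.42 and 20.3% of the 187 highly abundant mRNAs in A, B and C, and for 61.2, 44.0 and 61.1% of the others. The paper attributes long tails late in this chase to hyperadenylation.

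HSP104 and SSA4, which are induced in the stress chases, show the tails of newly made mRNAs. In heat replicate A, the mean tail of HSP104 was 62.6 adenosines at 2 min (111 reads), 53.1 at 6 min, 39.7 at 10 min and 28.2 at 18 min. It went from 57.9 at 4 min to 24.7 at 20 min in replicate B, and from 60.6 to 20.8 in replicate D. With thiolutin, it was 62.2 adenosines at 12 min, 54.0 at 20 min, 39.5 at 30 min and 26.2 at 60 min. SSA4 went from 59.4 adenosines at 2 min to 24.4 at 18 min in heat replicate A, from 60.5 at 4 min to 22.1 at 20 min in B, from 54.3 to 17.6 in D, and from 66.3 at 12 min to 19.7 at 60 min of thiolutin. Tails at the first time points rest on few reads, 38 for HSP104 and 23 for SSA4 in replicate D.

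Within RPG mRNAs, codon optimality had a Spearman rho of 0.0168 with the decay constant (129 mRNAs) and -0.183 with the deadenylation constant (126 mRNAs), compared with -0.413 and -0.424 in the other mRNAs. Over the genes of the paper's optimality table in the copy used here, it was -0.633 (1035 mRNAs) and -0.653 (832 mRNAs). These values are across mRNAs, which are not independent replicates, and the range of optimality within RPG mRNAs was not matched to that of the others.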
